# Loss of hepatocyte PI3Kα reduces hepatocellular carcinoma and hepatocyte proliferation in association with altered lipid metabolism

**DOI:** 10.1016/j.jhepr.2026.101847

**Published:** 2026-04-15

**Authors:** Barbara Becattini, Claudia Sardi, Bart Edelbroek, Amit Chand Gupta, Toshima Parris, Khalil Helou, Giovanni Solinas

**Keywords:** Phosphoinositide 3 kinase, Metabolic dysfunction-associated steatotic liver disease, Obesity, Growth factors, Metabolic syndrome, Cancer

## Abstract

**Background & Aims:**

Hepatocellular carcinoma (HCC) is a disease with an increasing incidence and a high mortality rate. Thus, targeted therapies for HCC are urgently needed. Phosphoinositide 3-kinase (PI3K)-AKT-mTORC1 signaling is frequently induced in solid tumors and is associated with tumor progression and with the most aggressive type of HCC. However, complete inhibition of all PI3K isoforms is unlikely to achieve a favorable therapeutic index for HCC treatment because of on-target side effects. In this study, we determined the role of hepatocyte PI3Kα activity in HCC.

**Methods:**

We investigated the role of hepatocyte PI3Kα in HCC using conditional knockout mice in the *N*-nitrosodiethylamine (DEN) plus high-fat diet (HFD) model of HCC.

**Results:**

Mice lacking PI3Kα in hepatocytes were protected from DEN-induced HCC (n = 8–17, *p* <0.005). PI3Kα in hepatocytes was dispensable for AKT phosphorylation in HCC and normal liver (n = 4). It was also dispensable for AKT phosphorylation in hepatocytes during compensatory proliferation following acute administration of the hepatocarcinogen (n = 3–4). AKT phosphorylation induced by hepatocyte growth factor (HGF) and epidermal growth factor (EGF) was mediated by redundant PI3Kα and PI3Kβ activities (n = 3–4). Nonetheless, mice lacking hepatocyte PI3Kα showed reduced HCC proliferation and reduced hepatocyte proliferation acutely induced by DEN and by HGF and EGF (n = 3, *p* <0.05). This phenotype was associated with a gene expression signature indicating altered lipid metabolism and reduced formation of lipid droplets (n = 7).

**Conclusions:**

Together, these results indicate PI3Kα as a promising target for the treatment of HCC.

**Impact and implications:**

Class-1 PI3Ks are frequently activated in tumors, but complete inhibition of PI3K signaling is associated with liver damage and HCC. We showed that selective ablation of the PI3Kα isoform in hepatocytes drastically reduced HCC development in mice injected with a hepatocarcinogen. This phenotype was associated with reduced hepatocyte proliferation and a gene expression signature indicative of altered lipid metabolism and reduced lipid droplet formation. Overall, our results indicate PI3Kα as a promising drug target for the treatment of HCC.

## Highlights

• Loss of PI3Kα in hepatocytes reduces HCC in mice.
• Loss of PI3Kα in hepatocytes reduces carcinoma and hepatocyte proliferation independently of AKT phosphorylation.
• Loss of PI3Kα in hepatocytes alters the expression of genes implicated in lipid metabolism and prevents the formation of lipid droplets.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most lethal cancers and is common worldwide and, thus, targeted therapies are needed.^1^ Phosphoinositide 3-kinase (PI3K) signaling is frequently activated in metastatic solid tumors^2^ and HCC, and is associated with tumor progression and with the most aggressive types of HCC.^3^ Insulin potently induces PI3Kα and PI3Kβ activities in hepatocytes,^4^ and constitutive activation of insulin-PI3K-AKT signaling in hepatocytes by transplantation of pancreatic islets in the livers of diabetic rats causes HCC.^5^ Furthermore, insulin signaling is aberrant in HCC cell lines.^6^ In mice, expression of constitutively active PI3Kα mutants,^7^ active AKT mutants,^8^ or deletion of the phosphatidylinositol (3,4,5)-trisphosphate phosphatase (PTEN)^9^ is sufficient to cause HCC. Therefore, targeted inhibition of PI3K activity could be a potential therapeutic approach for HCC. Nonetheless, pan-inhibition of PI3K activity is associated with liver damage and severe hyperinsulinemia, driving tumor resistance, and reducing the therapeutic index of PI3K-targeted cancer therapy.[10], [11], [12], [13], [14] Furthermore, mice lacking AKT1 and AKT2^15^ or a functional mTORC1 complex^16^ in their hepatocytes also develop liver damage and HCC. Thus, both excessive and insufficient insulin-PI3K-AKT-mTORC1 signaling have been associated with HCC development.

Although systemic pan-PI3K inhibition is unlikely to achieve a satisfactory therapeutic index in HCC treatment because of on-target side effects,^14^ there is a considerable potential for isoform-selective PI3K inhibitors. Previous research indicates PI3Kδ-selective inhibition as a possible therapy for HCC^17^ and that PI3Kγ-selective inhibition reduces the effects of obesity on HCC promotion.^18^ However, the role of PI3Kα in the progression of HCC remains unresolved.

In this study, we investigated the role of hepatocyte PI3Kα activity in HCC using hepatocyte-specific conditional knockout mice in a model of chemically induced and diet-promoted HCC, which models the HCC promotion in patients with metabolic dysfunction-associated steatotic liver disease (MASLD).

## Materials and methods

### Mice

Experiments were authorized by the Research Animal Ethics Committee of the University of Gothenburg. The mice used were male C57BL/6J mice, maintained at 22 °C with 12-h light:dark cycles at the Experimental BioMedicine (EBM) Facility of the University of Gothenburg. PI3Kα LoxP floxed mice (PI3Kα^F/F^) and mice specifically lacking PI3Kα in their hepatocytes (PI3Kα^HEP^) were in a 129/SvJ and C57BL/6J mixed background, as previously described.^4^

Two-week-old mice were injected with 25 mg/kg of *N*-nitrosodiethylamine (DEN) and at the age of 6 weeks were fed either a standard rodent chow diet or HFD (60% of calories from fat) until 36 weeks of age. For insulin tolerance test (ITT) and glucose tolerance test (GTT), mice were fasted for 4 h and injected intraperitoneally with 0.75 IU of insulin per kg of body weight or 1 g of glucose per kg of body weight, respectively. Blood glucose concentrations were measured using a glucometer (Contour Next, Ascensia, Basel, Switzerland).

### Histology

Livers from PI3Kα^F/F^ and PI3Kα^HEP^ mice were fixed in 10% formalin for 24 h, embedded in paraffin, and cut into 5-μm sections. For Ki67 staining, sections were blocked at room temperature (RT) with 3% H_2_O_2_ for 20 min and horse serum 1:75 in PBS for 20 min; sections were incubated overnight at 4 °C with Ki67 antibodies in PBS. Tissue sections were then washed and incubated with IgG biotinylated antibodies for 30 min at RT, washed in PBS, and incubated in ABC reagent for 60 min at RT. Tissue sections were then PBS washed, incubated with 3,3′-diaminobenzidine as substrate, and counterstained with hematoxylin. Positive cells were counted in three fields per section. Terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) was performed according to the manufacturer’s instruction (TMR Red, Roche, Basel, Switzerland). For H&E staining, liver sections were deparaffinized in xylene and rehydrated in ethanol at 100%, 95%, and 70% for 2 min each, followed by cold running tap water for 3 min. Sections were then immersed twice in 0.25% ammonia water, rinsed thoroughly with water, stained with eosin (Sigma, Darmstadt, Germany), rinsed with 95% ethanol, dehydrated with three changes of ethanol 95% and 100%, followed by two changes of xylene, and then mounted (Entellan, Merck, Darmstadt, Germany).

### Protein sample preparation and immunoblot analysis

Protein samples from nontumor liver and HCC of PI3Kα^F/F^ and PI3Kα^HEP^ mice or primary hepatocytes isolated from PI3Kα^F/F^ and PI3Kα^HEP^ mice were obtained by lysis in 20 mM Tris-HCl, 5% glycerol, 138 mM NaCl, 2.7 mM KCl, 1% NP-40, and 5 mM EDTA with phosphatases and proteases inhibitors. Protein extracts were resolved by SDS-PAGE, transferred onto polyvinylidene fluoride membranes, and incubated with primary antibodies overnight at 4 °C.

### Primary hepatocytes

Primary hepatocytes were isolated from PI3Kα^F/F^ and PI3Kα^HEP^ mice as follows: 12-week-old male mice were anesthetized with isoflurane and sacrificed by bleeding. Liver was perfused with 40 ml of washing solution (Hank’s buffered salt solution, GIBCO 14170-112), without magnesium or calcium, and with the addition of 0.5 mM EGTA, and then perfused with a digestion medium comprising DMEM-low glucose (HyClone) with 1% penicillin streptomycin and 15 mM HEPES and 0.8 mg/ml of collagenase type IV. The collagenase digestion was performed at 37 °C for ∼10 min, after which Glisson’s capsule was torn apart using a pair of sterile forceps to release the collagenase-digested liver into a sterile 10-cm Petri dish containing 10 ml of medium under a cell culture hood. Hepatocytes were dispersed in the medium using a pipette and filtered through a 70-μM cell strainer into a Falcon tube. Cells were collected by centrifugation at RT at 50 *g* for 3 min and washed three times with 20 ml of 50% DMEM high-glucose 50% HAM’S F-12 with 10% FBS, 1% penicillin streptomycin, and 100 nM of dexamethasone. Cells were counted, and viability was evaluated by Trypan Blue exclusion.

For immunoblots experiments, cells were plated in 12-well plates precoated 24 h earlier with type I collagen dissolved in 0.02 N acetic acid. Hepatocytes were seeded at a density of 4x10^5^ viable cells per well in 1 ml of medium. For Ki67 immunostaining, cells were plated in eight-well chamber slides precoated 24 h earlier with type I collagen dissolved in 0.02 N acetic acid. Hepatocytes were seeded at a density of 1x10^5^ viable cells per well in 0.3 ml of medium. For the BrdU proliferation assay, 100 μl of cells at 2x10^5^ cells/ml were seeded into a 96-well culture dish precoated 24 h earlier with type I collagen dissolved in 0.02 N acetic acid. From a 12-week-old mouse, 30–50 million hepatocytes were obtained with a viability of 80–95% (typically ≈90%).

### HGF and EGF treatments (immunoblots)

For HGF and EGF dose-response experiments, primary hepatocytes were incubated for 10 min at 37 °C with increasing doses of HGF and EGF (1, 3, and 10 ng/ml) and untreated controls. For chemical mapping experiments, primary hepatocytes were pre-incubated with PI3Kβ, δ, or γ inhibitors, respectively, for 30 min, followed by incubation with either HGF or EGF for 10 min.

### HGF and EGF treatments (proliferation assays)

Primary hepatocytes were cultured for 24 h in the absence or presence of a 500 μM mixture of fatty acids at a ratio of 1:2 palmitic acid (PA):oleic acid (OA). After this initial incubation period, the culture medium was replaced with serum-free medium either alone or supplemented with 10 ng/ml o EGF or HGF. Cells were then incubated for an additional 24 h, in either the absence or the continued presence of the fatty acid mixture. At the end of the treatment period, cells were either fixed and subjected to Ki-67 immunostaining or analyzed by BrdU incorporation assay according to the manufacturer’s instructions to assess proliferation. For Ki-67 staining, cells were fixed in 4% formaldehyde for 15 min at RT, washed in PBS, permeabilized in 0.3% Triton X-100, washed in PBS, blocked in 2% BSA for 60 min, and incubated overnight with Ki-67 I antibodies (1:600 in blocking buffer). Fixed cells were then incubated with fluorochrome-conjugated II antibodies for 60 min at RT in the dark, washed in PBS, incubated with DAPI for 5 min at RT to stain nuclei, rinsed in PBS, and mounted. Positive cells were counted in three fields per section.

### Real-time PCR RNA profiling

Total RNA was isolated using the guanidinium thiocyanate-phenol-chloroform extraction method from nontumor liver tissue and HCC of PI3Kα^F/F^ and PI3Kα^HEP^ mice injected with DEN and sacrificed acutely 12, 24, and 48 h post injection. Complementary DNA was obtained using a reverse transcription kit (Promega, Wisconsin, USA), and qPCR was performed using a commercial SYBR green mix (SsoAdvanced Universal SYBR Green Supermix, Bio-Rad, California, USA) using specific primers for cyclin D1 and cyclophilin as an internal control.

### Statistical analysis

Statistical analysis was performed with GraphPad Prism (GraphPad Software Inc., San Diego, CA, USA). Data are expressed as means and error bars and analyzed using the Wilcoxon-Mann-Whitney *U* test or an unpaired *t* test, and a 2-way ANOVA, followed by the Sidak multiple-comparisons test when two variables were considered; *p* <0.05 was considered statistically significant.

### mRNA sequencing and bioinformatic analysis

Total RNA was isolated using the guanidinium thiocyanate-phenol-chloroform extraction method from nontumor liver tissue and HCC of PI3Kα^F/F^ and PI3Kα^HEP^ mice injected with DEN and sacrificed at 36 weeks of age. mRNA sequencing was performed at Clinical Genomics Gothenburg, SciLifeLab, Göteborg, Sweden. mRNA from six different experimental conditions was sequenced, with seven biological replicates each from a total of 42 sequencing libraries: nontumor liver tissue and HCC from mice fed an HFD; and nontumor liver tissue from mice fed a standard rodent chow diet, for both PI3Kα^F/F^ and PI3Kα^HEP^ mice. Following demultiplexing with bcl2fastq (v2.20; Illumina, Inc., San Diego, CA, USA), read mapping and quantification of the fastq files were performed with the nf-core/rnaseq pipeline (version 3.18.0; nf-core community) with default parameters,^19^^,^^20^ executed with Nextflow (version 24.10.4; Seqera Labs, Barcelona, Spain).^21^ Reads were preprocessed by adapter and quality trimming with Trim Galore! (version 0.6.10; developed at The Babraham Institute, Cambridge, UK), followed by alignment to the GRCm39 mouse reference genome using STAR (version 2.7.11b; developed at Cold Spring Harbor Laboratory, NY, USA).^22^ Read quantification was performed with Salmon (version 1.10.3),^23^ using the Ensembl release 113 gene annotation.^24^ Read quantifications were imported into R (version 4.4.3; R Foundation for Statistical Computing, Vienna, Austra) using tximport (version 1.34.0; Bioconductor Project).^25^ Differential expression analysis was performed with DESeq2 (version 1.46.0; Bioconductor Project),^26^ comparing gene expression in PI3Kα^F/F^ and PI3Kα^HEP^ mice in each of the different biological conditions.

Gene ontology (GO) over-representation was analyzed using Pathview (version 1.46.0; Bioconductor Project),^27^ based on significantly up- or downregulated genes (BH-adjusted Wald test *p* <0.05). Thematic coloring of the significant GO terms was performed using a manually compiled list of keywords.

## Results

### PI3Kα ablation in hepatocytes protects mice from HCC

To investigate the role of hepatocyte PI3Kα in the development of HCC, we generated hepatocyte-spcific copnditional KO (PI3Ka^HEP^) mice by crossing PI3Kα^F/F^ mice with mice expressing the Cre recombinase under the control of the albumin promoter.^4^ PI3Kα^HEP^ showed a specific reduction of PI3Kα abundance in their livers, but not in other tissues, without affecting the abundancies of other PI3K isoforms (Fig. S1). PI3Kα^HEP^ and littermate PI3Kα^F/F^ mice were injected at the age of 2 weeks with 25 mg/kg of DEN. By 6 weeks of age, the mice were either kept on a chow diet or placed on an HFD until 36 weeks of age (Fig. 1A). All mice developed HCC by 36 weeks of age (Fig. 1B,C), and obese PI3Kα^F/F^ mice developed significantly more tumors, larger tumors, and an increased total tumor mass compared with lean mice (Fig. 1D–F). However, compared with PI3Kα^F/F^ control mice, PI3Kα^HEP^ mice developed fewer tumors, with a smaller maximal tumor size, and showed a substantial reduction in total tumor mass regardless of the type of diet (Fig. 1D–F). Thus, mice with loss of hepatocyte PI3Kα displayed markedly reduced DEN-induced carcinogenesis, independent of diet type.

**Fig. 1:**
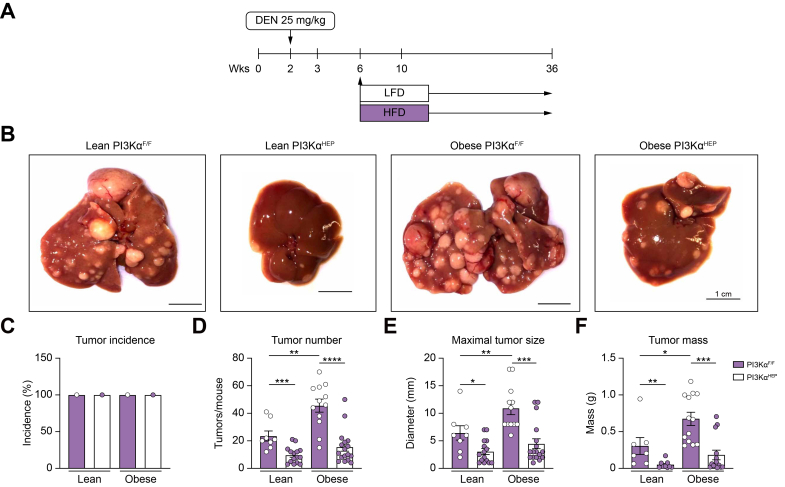
Loss of hepatocyte PI3Kα protects mice from hepatocellular carcinoma (HCC). (A) Experimental time course. (B) Representative images of livers from PI3Kα^F/F^ and PI3Kα^HEP^ mice injected with DEN and kept either on a chow diet or on obesogenic HFD as described in (A). (C) Tumor incidence in the mice from (B). (D) Number of liver tumors and (E) maximal tumor size of the mice in (A). (F) Total mass of liver tumors per mouse. n = 8–17 mice. Data are mean ± s.e.m. Statistical analysis was performed using Mann-Whitney. One asterisk (∗) for *p* ≤0.05, two asterisks (∗∗) for *p* ≤0.01, three asterisks (∗∗∗) for *p* ≤0.001. DEN, *N*-nitrosodiethylamine; HFD, high-fat diet; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes.

### Lean PI3Kα^HEP^ mice but not obese PI3Kα^HEP^ mice display reduced HCC proliferation

To investigate the mechanism for the reduced tumor burden in PI3Kα^HEP^ mice, we measured cellular proliferation by Ki67 immunostaining and apoptosis by TUNEL assay of liver sections from the mice described above. The tumor area exhibited a marked increase in cellular proliferation, as indicated by the number of Ki67-positive cells (Fig. 2). However, compared with PI3Kα^F/F^ mice kept on a chow diet, PI3Kα^HEP^ mice showed significantly fewer Ki67-positive cells, specifically in HCC tumors. Hence, loss of PI3Kα reduced tumor cell proliferation (Fig. 2A,B). The number of TUNEL-positive cells was similar in the livers of lean PI3Kα^HEP^ and PI3Kα^F/F^ mice, indicating that loss of PI3Kα does not affect hepatocyte apoptosis (Fig. 2C,D). For PI3Kα^HEP^ mice and PI3Kα^F/F^ mice kept on an HFD, we observed a similar number of Ki67-positive cells in normal liver and HCC areas, as well as a comparable number of TUNEL-positive cells. Overall, the protective effects of PI3Kα ablation on HCC could be explained, at least partially, by reduced HCC proliferation in lean mice. However, HCC proliferation was not affected by PI3Kα deletion in obese mice, indicating that an additional mechanism is responsible for the reduced tumor mass in obese mice.

**Fig. 2:**
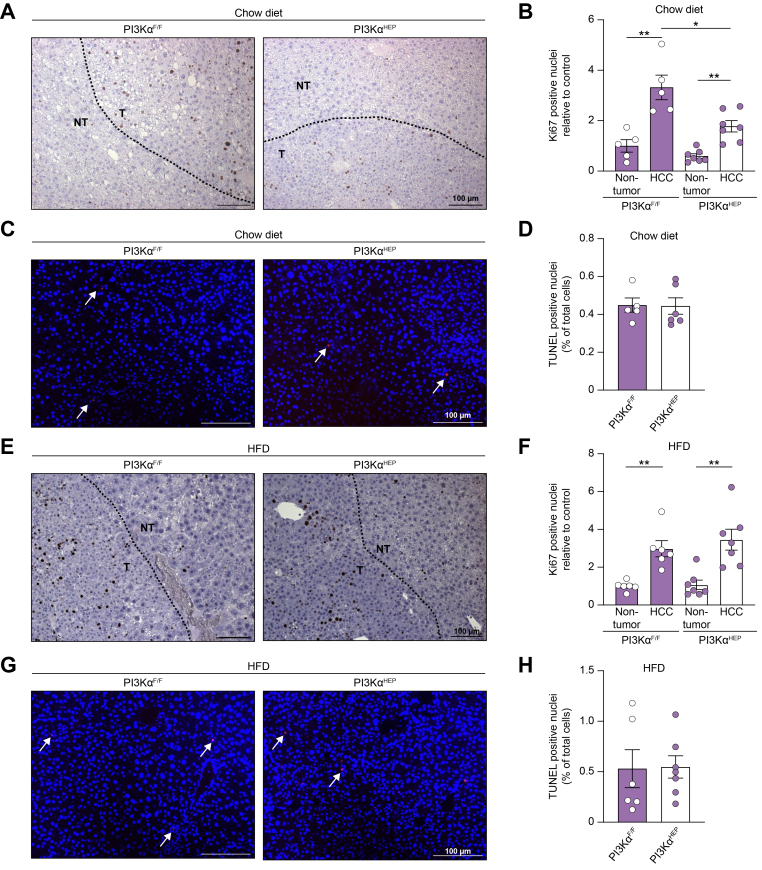
Effects of PI3Kα deletion on cell proliferation and apoptosis. (A) Ki-67 immunostaining of liver sections from PI3Kα^F/F^ and PI3Kα^HEP^ mice kept on a chow diet described in Fig. 1. (B) Quantification of the number of Ki-67-positive cells from (A) in normal liver and HCC. (C) TUNEL assay of liver section from mice in (B). (D) Quantification of the TUNEL-positive nuclei from (C). (E) Ki-67 immunostaining of liver section from PI3Kα^F/F^ and PI3Kα^HEP^ mice fed an obesogenic HFD. (F) Quantification of Ki-67-positive nuclei from (E). (G) TUNEL assay of the liver section from PI3Kα^F/F^ and PI3Kα^HEP^ mice fed an obesogenic HFD. (H) Quantification of the TUNEL-positive nuclei from (G). n = 5–7 mice. Data are mean ± s.e.m. Statistical analysis was performed using Mann-Whitney. One asterisk (∗) for *p* ≤0.05, two asterisks (∗∗) for *p* ≤0.01. HFD, high-fat diet; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes; TUNEL, terminal deoxynucleotidyl transferase dUTP nick-end labeling.

### DEN-injected PI3Kα^HEP^ mice develop mild glucose intolerance and hyperinsulinemia on an HFD

When maintained on a chow diet, PI3Kα^HEP^ mice and PI3Kα^F/F^ mice showed similar growth curves, glucose tolerance, and insulin tolerance (Fig. S2). However, when placed on an obesogenic HFD, PI3Kα^HEP^ mice showed reduced weight gain compared with PI3Kα^F/F^ control mice. By 25 weeks of age, PI3Kα^HEP^ mice showed glucose intolerance and hyperinsulinemia, which were normalized mainly by 36 weeks of age (Fig. S3). Overall, PI3Kα^HEP^ mice showed a normal metabolic phenotype on a chow diet and transient glucose intolerance and hyperinsulinemia on an HFD.

### Circulating liver enzymes and lipids are reduced in DEN-injected PI3Kα^HEP^ mice

Compared with control mice, DEN-injected PI3Kα^HEP^ mice showed reduced serum abundance of alanine aminotransferase (ALT) when kept on an HFD, and albumin was slightly but significantly reduced on chow and HFD (Fig. S4). Total serum cholesterol was also reduced, and serum triglycerides were reduced specifically in the chow diet (Fig. S4). Overall, these results are consistent with reduced liver damage and altered lipid metabolism.

### PI3Kα^HEP^ mice display altered tumor gene expression despite normal AKT phosphorylation

Analysis of AKT and ERK phosphorylation showed similar abundances in normal livers and tumors of PI3Kα^HEP^ mice and PI3Kα^F/F^ mice, indicating that PI3Kα ablation in hepatocytes is not sufficient to affect AKT and ERK signaling (Fig. 3A–D). However, mRNA sequencing analysis of gene expression revealed a distinct signature in tumors from PI3Kα^HEP^ mice fed an HFD compared with PI3Kα^F/F^ mice. 

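Liver or tumor RNA of male mice gave 42 libraries in 6 groups of 7: liver and HCC of PI3Kα F/F and PI3Kα HEP mice on an HFD, and liver of mice labelled with either genotype on chow. All had received 25 mg/kg DEN at 2 weeks of age, and tissue was taken at 36 weeks. The authors trimmed the reads with Trim Galore 0.6.10, aligned them with STAR 2.7.11b to GRCm39 and estimated counts per transcript with Salmon 1.10.3. Of 278375 transcripts, 278133 matched the annotation and were summed to 78174 genes. The 242 others held 0.124 to 0.202% of a library's reads. Genotypes were compared by the quasi-likelihood (QL) F test of edgeR 4.0.16 after filtering on expression and TMM scaling, on the libraries of that comparison alone, with Benjamini-Hochberg adjusted p under 0.05 as a call. Levels are mean CPM (counts scaled to library size) ± SD over 7 mice, and log2 fold changes (PI3Kα HEP over PI3Kα F/F) carry a standard error (SE). Fixed gene lists stand in for GO terms, whose annotation was not at hand. List members were counted after adjustment over all genes and over the list alone, and 38 of the 40 lists as a whole were tested with camera at a preset correlation of 0.01 and at an estimated one. These comparisons, lists and most alternatives were chosen before the data were examined, but after the paper and its figures had been read. The paper's GO terms come from the same libraries, so lists that mirror them are no independent check. On simulated counts, 2-fold changes were recovered for 82.1% of genes in chow liver, 73.1% in HFD liver and 53.7% in HCC. The simulation took all genotype labels as right and held no effect of fragment length, so real recovery may be lower. Median depth was 24.3 to 33.7 M reads per group. Labels number the libraries as different mice, whereas the paper's discussion describes liver and HCC of the same mice, and as no list pairs them no test is paired. Fragment length is tied to genotype on the HFD. It averaged 240.013 ± 5.894 bases in PI3Kα F/F tumors against 181.041 ± 5.106 in PI3Kα HEP tumors (exact permutation p = 0.000583), and 233.889 ± 5.124 against 186.83 ± 20.673 in HFD livers (exact permutation p = 0.00233). In chow livers it was 178.264 ± 3.353 against 184.42 ± 8.115 bases (exact permutation p = 0.0915). Among PI3Kα HEP mice on the HFD, only liver mouse 15 (233.14 bases) had fragments as long as those of PI3Kα F/F mice. A genotype effect and a library preparation effect cannot be told apart in tumors and barely in HFD livers.

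**Figure D1:**
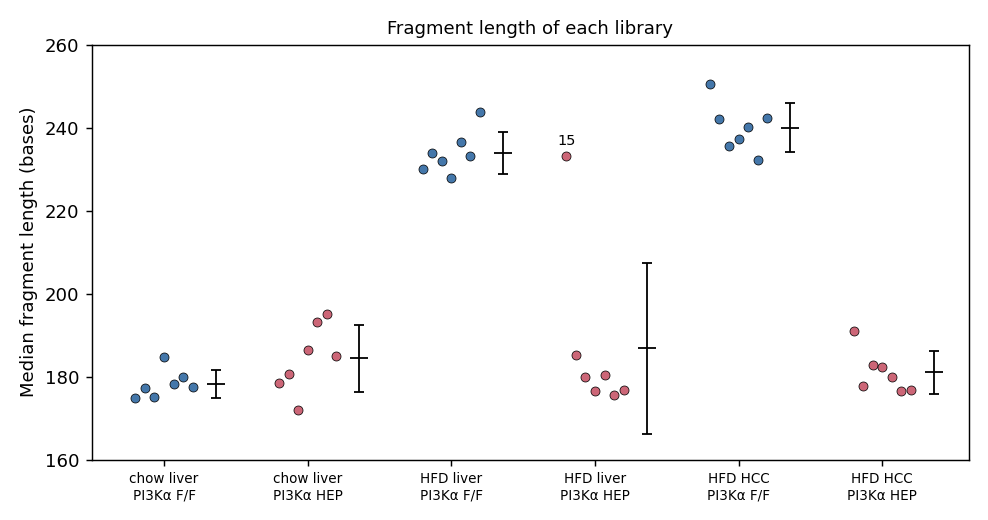
Median fragment length in bases (vertical axis) of each library by group (horizontal axis). Points are single mice (blue PI3Kα F/F, red PI3Kα HEP), and the bar beside them is mean ± SD. On the HFD the PI3Kα F/F libraries and PI3Kα HEP mouse 15 lie above 210 bases and the other PI3Kα HEP libraries below it.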

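Pik3ca (chromosome 3, 32451820 to 32522635), which encodes the catalytic subunit of PI3Kα, had a similar total transcript level in both genotypes. It stood at 23.7 ± 3.18 CPM in PI3Kα HEP against 25.1 ± 3.12 in chow liver (log2 fold change −0.08, SE 0.0992, adjusted p = 0.65 by edgeR, exact permutation p = 0.448). In HFD liver it was 34.7 ± 3.88 against 31.4 ± 2.13 CPM (0.14, SE 0.0757, adjusted p = 0.242, exact permutation p = 0.0903). In HCC it was 32.6 ± 4.73 against 34.2 ± 2.26 CPM (−0.07, SE 0.0898, adjusted p = 0.709, exact permutation p = 0.365). The genotypes differed instead in the Pik3ca transcripts to which reads were assigned. The start codon (32490355) lies in an exon of 428 bases (32490279 to 32490706), the 2nd of 21 in the main transcript. A transcript of 20 exons begins inside that exon at 32490525, holds 40 bases of it and lacks the start codon. Loss of a start-codon exon can leave an mRNA that is still made but no longer encodes the full protein. Transcripts with this exon held 99.551 ± 0.572% of Pik3ca reads in HFD livers of PI3Kα F/F mice and 14.97 ± 5.061% in those of PI3Kα HEP mice. In HCC they held 96.447 ± 4.262% against 22.316 ± 12.267%. In chow livers the share was 11.121 ± 5.583% in PI3Kα HEP mice and 68.947 ± 37.837% in libraries labelled PI3Kα F/F. Of those, mouse 30 (11.65%) and mouse 33 (17.47%) fell within the range of PI3Kα HEP mice (4.59 to 18.27%), while the other 5 ranged from 78.22 to 98.26%. The paper's immunoblots (Fig. S1) show less PI3Kα protein in livers of PI3Kα HEP mice and similar levels of the other class I isoforms. Their transcripts showed no called difference here by edgeR in either liver: Pik3cb −0.25 (SE 0.0852, adjusted p = 0.0754) on chow and 0.11 (SE 0.118, adjusted p = 0.613) on the HFD. The leukocyte isoform Pik3cd was at 0.15 (SE 0.158, adjusted p = 0.59) and 0.58 (SE 0.261, adjusted p = 0.173), and Pik3cg at 0.24 (SE 0.184, adjusted p = 0.444) and 0.62 (SE 0.318, adjusted p = 0.231). The paper's text does not name the floxed exons, and this exon was chosen after the values of all libraries were seen, so its shares are a description without a test. Salmon divides reads among transcripts by a model, so each share is an estimate, and with an offset for transcript length Pik3ca was called higher in HFD livers of PI3Kα HEP mice (0.52). Pik3cb on chow passed when PI3Kα F/F mouse 30 was left out (−0.29, adjusted p = 0.0497).

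**Figure D2:**
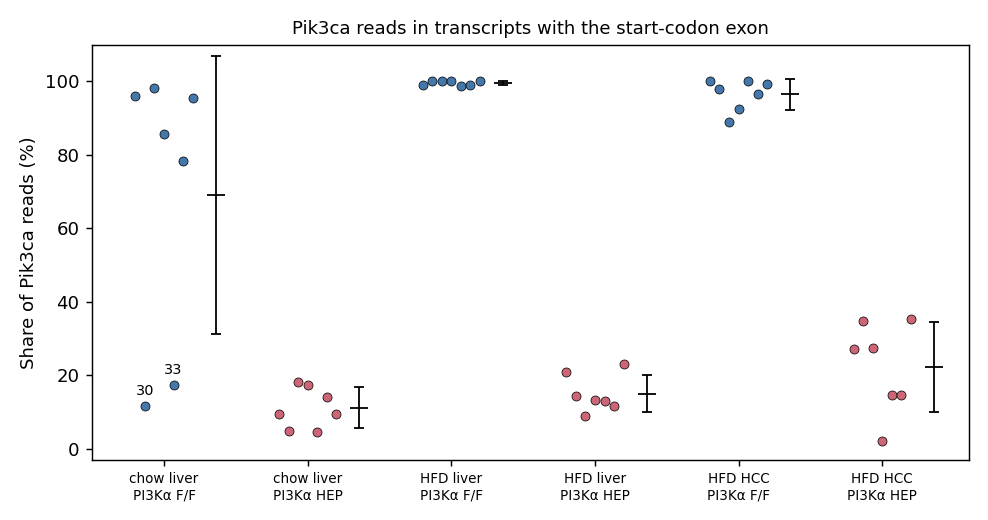
Percentage of Pik3ca reads assigned to transcripts with the start-codon exon (vertical axis) in each library by group (horizontal axis). Points are single mice (blue PI3Kα F/F, red PI3Kα HEP), the bar beside them is mean ± SD, and chow mice 30 and 33 are numbered. Outside those 2 mice, PI3Kα F/F libraries lie at 78.22% or more and PI3Kα HEP libraries at 35.39% or less.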

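Tumors of PI3Kα HEP mice on the HFD carried more mRNA of Serpina3c (chromosome 12, 104110471 to 104141177), a serine protease inhibitor, of Hmox1, which degrades heme, and of mt-Atp8, an ATP synthase subunit encoded in mitochondrial DNA. Serpina3c was at 12.1 ± 8.6 CPM (n = 7) against 1.47 ± 0.694 in PI3Kα F/F tumors (n = 7), a log2 fold change of 3.03 (SE 0.517, adjusted p = 0.00966 by edgeR). Hmox1 reached 80.8 ± 53.7 against 24.2 ± 3.29 CPM (1.74, SE 0.307, adjusted p = 0.0111), with all 7 PI3Kα HEP tumors above every PI3Kα F/F tumor, and mt-Atp8 553 ± 147 against 221 ± 40.7 (1.33, SE 0.176, adjusted p = 0.00148). The pseudokinase gene Dipk1a (1.25, SE 0.229, adjusted p = 0.0128) and the endosomal gene Wdr91 (1.10, SE 0.195, adjusted p = 0.0111) were higher as well. Lower were the chloride channel Cftr (0.201 ± 0.139 against 5.8 ± 6.47 CPM; −4.83, SE 0.814, adjusted p = 0.00945) and the cadherin Cdh6 (−4.08, SE 0.707, adjusted p = 0.0104). The ciliogenic factor Foxj1 (−3.92, SE 0.621, adjusted p = 0.00552) and the cilium protein Pkhd1 (7.38 ± 2.05 against 24.4 ± 12.2 CPM; −1.73, SE 0.294, adjusted p = 0.00966) fell with them. Ajuba, a LIM protein of cell junctions, fell from 31.5 ± 5.37 to 14.8 ± 4.25 CPM (−1.09, SE 0.191, adjusted p = 0.0111). Of 14526 genes tested, 325 differed (208 higher, 117 lower in PI3Kα HEP tumors), 163 of them by over 2-fold (118 higher, 45 lower), and 2862 had an unadjusted p under 0.05. The count depends on the setting, with 1319 by DESeq2 (1032 with an offset for transcript length) and 857 by limma-voom with quality weights. These settings changed more than the tool, as DESeq2 started from 31925 genes and the weights can lower the influence of single tumors. The 325 became 207, 214 or 201 without PI3Kα F/F tumor 11, 12 or 14, and 211, 550, 682 or 144 without PI3Kα HEP tumor 24, 25, 26 or 27. Without both 25 and 26, the 2 least similar tumors (an alternative added after the data were seen), it was 1270. With the trend of fold change with transcript length removed, 234 genes differed (135 higher, 99 lower), 222 of them shared with the 325. Fragment length runs with genotype in tumors, so these differences, that of mt-Atp8 included, cannot be separated from library preparation.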

Tumors from PI3Kα^HEP^ mice kept on HFD showed 890 differentially expressed genes (DEGs), of which 532 were upregulated and 358 downregulated (Fig. S5). 

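Cd68 (chromosome 11, 69555037 to 69557067), a lysosomal glycoprotein of macrophages, was at 36.8 ± 10.3 CPM in tumors of PI3Kα HEP mice against 19.9 ± 4.02 in those of PI3Kα F/F mice (log2 fold change 0.88, SE 0.18, adjusted p = 0.0232 by edgeR, n = 7 per genotype). It was the 1 called gene among 14 macrophage and Kupffer cell markers (2 when adjusted over the list alone), whose median log2 fold change was 0.925 (camera adjusted p = 0.00125; adjusted p = 0.622 with an estimated correlation). Of 13 neutrophil markers, 0 passed by edgeR over all genes, 8 had an unadjusted p under 0.05, all higher, 7 passed by DESeq2 and 3 by limma-voom. Over the list alone 8 passed, with a median of 1.85 (camera adjusted p = 0.000218; adjusted p = 0.55 with an estimated correlation). Among 12 erythroid markers, 0 passed by edgeR (8 higher at unadjusted p under 0.05, 4 by DESeq2, 2 by limma-voom, 7 over the list alone; median 1.28). B and plasma cell markers gave 0 of 10 by edgeR (3 higher at unadjusted p under 0.05, 1 by DESeq2, 2 by limma-voom, 0 over the list alone; median 0.438). T and NK cell markers gave 0 of 15 (1, 0, 0 and 0; median 0.241). Of 10 monocyte markers, 0 passed by edgeR, with 3 higher and 1 lower at unadjusted p under 0.05 and by DESeq2, and 1 higher by limma-voom. Cd209a, a lectin of dendritic cells, fell from 1.09 ± 0.146 to 0.432 ± 0.213 CPM (−1.33, SE 0.273, adjusted p = 0.0232). Of 10 cholangiocyte markers 3 were lower (6 over the list alone; median −1.39, camera adjusted p = 1.24e-06; adjusted p = 0.352 with an estimated correlation). Epcam, an adhesion molecule of biliary cells, was one, at 0.925 ± 0.757 against 6.1 ± 4.99 CPM (−2.72, SE 0.578, adjusted p = 0.0262). The Epcam call was lost without PI3Kα HEP tumor 24 (adjusted p = 0.0521) or 27 (adjusted p = 0.0593). Without PI3Kα HEP tumors 25 and 26, 13 macrophage, 10 neutrophil and 8 erythroid markers were called higher.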

GO term enrichment analysis identified several significant terms related to immune response among the upregulated genes (Fig. 3E; Fig. S6). Tumors from PI3Kα^HEP^ mice fed an HFD showed a more inflammatory phenotype compared with those from PI3Kα^F/F^ mice. 

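Il1b (chromosome 2, 129206490 to 129213059), the inflammasome cytokine, lay at 10.1 ± 6.01 CPM in tumors of PI3Kα HEP mice against 2.79 ± 1.09 in PI3Kα F/F tumors (n = 7 each). Its log2 fold change of 1.85 (SE 0.462) just missed a call (adjusted p = 0.0501 by edgeR). Saa3, an acute-phase protein made by macrophages and hepatocytes under cytokine stimulation, was higher at 10.8 ± 3.68 against 4.77 ± 1.16 CPM (1.18, SE 0.254, adjusted p = 0.0283). It was the only call among 18 acute-phase genes (1 over the list alone), whose median was 0.242 (camera adjusted p = 0.944). Interferon-stimulated genes did not follow: 0 of 14 passed by edgeR, with 2 higher at unadjusted p under 0.05, 0 by DESeq2 and 0 by limma-voom, at a median of 0.0473. The PI3K isoforms enriched in leukocytes were not called: Pik3cd at 0.56 (SE 0.259, adjusted p = 0.248) and Pik3cg at 0.26 (SE 0.257, adjusted p = 0.609). Il1b passed without PI3Kα HEP tumor 25 (adjusted p = 0.0197) or 26 (adjusted p = 0.0086) and Pik3cd without tumor 26 (0.72, adjusted p = 0.0298). Saa3 no longer passed without any 1 of PI3Kα F/F tumors 10, 11 or 14 or PI3Kα HEP tumors 24 or 27 (adjusted p up to 0.0586). Every tumor of 1 genotype differs from every tumor of the other in fragment length, so these differences cannot be separated from library preparation.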

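Cargo selection and coat assembly for transport from the endoplasmic reticulum to the Golgi depend on Sec24a and Sec23a, and mRNA of both was lower in tumors of PI3Kα HEP mice. Sec24a (chromosome 11, 51583088 to 51654461) was at 57.5 ± 7.37 against 86.8 ± 12.9 CPM (log2 fold change −0.59, SE 0.106, adjusted p = 0.0114 by edgeR, n = 7 per genotype). Sec23a changed by −0.45 (SE 0.101, adjusted p = 0.0338). They were the 2 called among 30 Golgi vesicle transport and secretion genes (6 lower over the list alone). Their median log2 fold change was −0.194, with camera adjusted p = 8.66e-05 (adjusted p = 0.506 with an estimated correlation). Dsc2, a desmosomal cadherin, fell from 66.7 ± 6.36 to 50.4 ± 5.16 CPM (−0.40, SE 0.0847, adjusted p = 0.0254), and Pkp2, which links desmosomes to keratin filaments, changed by −0.40 as well (SE 0.0883, adjusted p = 0.03). These were the 2 called of 30 cell-cell junction genes (3 lower over the list alone). The median of the list was −0.103 and its camera adjusted p = 0.00684 (adjusted p = 0.352 with an estimated correlation). Dsc2 lost its call without PI3Kα HEP tumor 24 (adjusted p = 0.0509) or 27 (adjusted p = 0.0538), and Sec23a (adjusted p up to 0.0693) and Pkp2 (up to 0.0559) in 8 of the 14 fits that left out 1 tumor.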

Among the downregulated genes, we found significant GO terms related to different cellular processes, including cell–cell junction maintenance, Golgi vesicle transport, cell–cell junction organization, and protein secretion (Fig. 3E). 

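Gpam (chromosome 19, 55055700 to 55115784), the mitochondrial acyltransferase that starts triglyceride synthesis, was lower in all 7 tumors of PI3Kα HEP mice than in any PI3Kα F/F tumor (log2 fold change −0.97, SE 0.134, adjusted p = 0.00192 by edgeR, n = 7 per genotype). Lpin3, a phosphatidate phosphatase of the same pathway, fell from 12.5 ± 2.12 to 6.45 ± 1.88 CPM (−0.95, SE 0.171, adjusted p = 0.0117), and glycerol kinase (Gk) changed by −0.67 (SE 0.136, adjusted p = 0.0228). These are the 3 called of 15 triglyceride synthesis genes (3 over the list alone). The median of that list was near 0 (0.00817), its mean −0.0742, with a camera adjusted p = 0.0347 for lower (adjusted p = 0.352 with an estimated correlation). In fatty acid uptake and activation, Acsl3 (−0.58, SE 0.104, adjusted p = 0.0114) and Fabp2 (−0.99, SE 0.217, adjusted p = 0.03) were lower, 2 of 18 (1 higher and 3 lower over the list alone). The sterol sensor Insig1 fell from 323 ± 44.7 to 203 ± 36.2 CPM (−0.67, SE 0.128, adjusted p = 0.0172). The cholesterol synthesis enzyme Sc5d changed by −0.61 (SE 0.145, adjusted p = 0.0416), and the 2 were the calls among 25 cholesterol genes (4 over the list alone). Taken as a list, they had a median of −0.243 (camera adjusted p = 8.66e-05; adjusted p = 0.471 with an estimated correlation). Fatty acid synthesis had 0 of 20 called by edgeR, with 6 lower at unadjusted p under 0.05, 3 lower by DESeq2, 1 by limma-voom and 3 over the list alone (median −0.3, camera adjusted p = 0.000483; adjusted p = 0.352 with an estimated correlation). Lipid droplet genes had 0 of 22 by edgeR (1 higher and 5 lower at unadjusted p under 0.05, 1 and 2 by DESeq2, 0 and 3 by limma-voom, 1 and 2 over the list alone). Fatty acid oxidation had 0 of 23 (1 higher and 1 lower at unadjusted p under 0.05, 0 by DESeq2 and limma-voom). Apolipoproteins and lipoprotein assembly had 0 of 20 (1 higher and 2 lower, then 1 lower by DESeq2 and 1 higher by limma-voom). Gk missed its call without PI3Kα HEP tumor 27 (adjusted p = 0.0512), Fabp2 without PI3Kα F/F tumor 8 (adjusted p = 0.056) or PI3Kα HEP tumor 24 or 27 (adjusted p = 0.0534 and 0.067), and Sc5d in 10 of 14 fits (adjusted p up to 0.0862).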

Notably, we found that different GO terms related to lipid metabolism were also significant, including triglyceride metabolic processes, fatty acid metabolic processes, triglyceride biosynthetic processes, and positive regulation of triglyceride metabolic processes (Fig. 3E,F; Fig. S6). Analysis of tumor-specific DEGs did not indicate a specific pathway (Fig. S14). 

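Mmp27 (chromosome 9, 7571397 to 7581891), a matrix metalloprotease, was higher in PI3Kα HEP tumors (log2 fold change 4.48, SE 0.97, adjusted p = 0.0283 by edgeR) and at −0.20 in liver. However, 1 tumor (mouse 26, 103 CPM) lay far above the other 6 (1.58 to 15.1 CPM). Ajuba and Wdr91 stood at −0.04 each in HFD liver, whereas Hmox1 (0.70 in liver) and Saa3 (0.42) leaned the same way in both tissues. So did Rasgrf2, a guanine nucleotide exchange factor (2.90 in tumors, SE 0.704, adjusted p = 0.0453, and 0.43 in liver). Mmp27 and Rasgrf2 were picked from Fig. S14 after the values were seen. These genes belong to 37 tumor-specific ones (21 higher and 16 lower in PI3Kα HEP mice), taken as called by over 2-fold in tumors with a liver adjusted p over 0.1 or a liver log2 fold change between −0.2 and 0.2. Of the 163 genes considered, 12 were not tested in liver and are not counted. A call in 1 tissue only is not a difference between tissues, so genotype effects in tumor and liver were also compared directly. By this tissue-by-genotype interaction 5 of 15664 genes differed (4 higher, 1 lower; 1612 at unadjusted p under 0.05), and none of them was among the 37. Cidea and Clstn3, both in the lipid droplet list, were lower in HFD livers of PI3Kα HEP mice but less so or not in tumors (interaction 4.18, SE 0.73, adjusted p = 0.031, and 2.65, SE 0.474, adjusted p = 0.031). Counts of Clstn3 are summed over its transcripts and do not tell its isoforms apart. Clstn3 in tumors was at 0.26 (SE 0.397, adjusted p = 0.761), and −0.12 without PI3Kα HEP tumor 26. The others were Sptlc3, a serine palmitoyltransferase subunit (6.59, SE 1.25, adjusted p = 0.0429), Limk1, an actin regulator (1.40, SE 0.259, adjusted p = 0.0381), and Gm6493 (−2.13, SE 0.365, adjusted p = 0.031). By limma-voom 0 genes differed (Cidea adjusted p = 0.193, Clstn3 adjusted p = 0.139). With a term for fragment length, carried by PI3Kα HEP liver mouse 15 alone and added after the data were seen, Gm6493 alone kept its call (adjusted p = 0.0368), while Cidea (4.03) and Clstn3 (2.63) kept their size at an adjusted p = 0.0558. Of the 22 lipid droplet genes, 2 had a higher interaction (5 over the list alone). Camera gave the whole list an adjusted p = 0.000336 (adjusted p = 0.0395 with an estimated correlation) at a median of 0.19. Of the 37, 0 had an interaction adjusted p under 0.05 by edgeR, 23 had an unadjusted p under 0.05 and 4 passed by DESeq2; Mmp27 was at 4.69 (adjusted p = 0.16). The list is sensitive to setting, with 316 genes by DESeq2 and 196 without PI3Kα HEP tumors 25 and 26. Mmp27 lost its call in 7 and Rasgrf2 in 8 of the 14 fits that left out 1 tumor (adjusted p up to 0.0602 and 0.0871).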

Overall, our data indicate that loss of PI3Kα in HCC and normal liver does not affect AKT phosphorylation in these tissues, but does lead to clear changes in HCC gene expression profiles, suggesting more inflamed tumors and reduced lipid metabolism.

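Atp5me (chromosome 5, 108581110 to 108582949), a small subunit of ATP synthase, stood at 56.1 ± 10.2 CPM in tumors of PI3Kα HEP mice against 28.9 ± 3.88 in those of PI3Kα F/F mice (log2 fold change 0.96, SE 0.125, adjusted p = 0.00137 by edgeR, n = 7 per genotype). The complex I subunits Ndufa3 (0.76, SE 0.105, adjusted p = 0.00192) and Ndufa1 (0.49, SE 0.0938, adjusted p = 0.0163) and the complex IV subunit Cox5b (0.64, SE 0.126, adjusted p = 0.0198) moved alike. In all, 17 of 76 nuclear oxidative phosphorylation genes rose (38 over the list alone; median 0.274, camera adjusted p = 8.7e-21; adjusted p = 0.401 with an estimated correlation). So did 4 of 79 ribosomal protein genes (6 over the list alone; median 0.0975). Proliferation genes showed 0 of 33 calls by edgeR (3 higher at unadjusted p under 0.05, 0 by DESeq2, 0 by limma-voom and 0 over the list alone; median 0.528). The proliferation antigen Mki67 was at 34.8 ± 14.7 against 25.8 ± 4.44 CPM (0.44, SE 0.239, adjusted p = 0.327) and the G1 cyclin Ccnd1 at 76.8 ± 34.1 against 114 ± 46.1 (−0.57, SE 0.292, adjusted p = 0.296). In the PI3K pathway list 1 of 23 was lower (1 higher and 2 lower over the list alone; median 0.0894, camera adjusted p = 0.979). This was Pik3r1, which encodes the p85α regulatory subunit that binds and stabilizes the catalytic subunit, at 38.8 ± 2.91 against 51.7 ± 7.91 CPM (−0.41, SE 0.095, adjusted p = 0.037). The β isoform Pik3cb was not called (0.10, SE 0.0913, adjusted p = 0.583). From GO terms of the changed genes the paper proposes more inflamed tumors with reduced lipid metabolism, and from immunoblots it proposes that AKT phosphorylation is not affected. Pik3r1 lost its call in 9 of the 14 fits that left out 1 tumor (adjusted p up to 0.0752), and fragment length runs parallel to genotype in tumors. Nuclear transcripts of oxidative phosphorylation are short, and their rise in tumors cannot be separated from library preparation.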

**Fig. 3:**
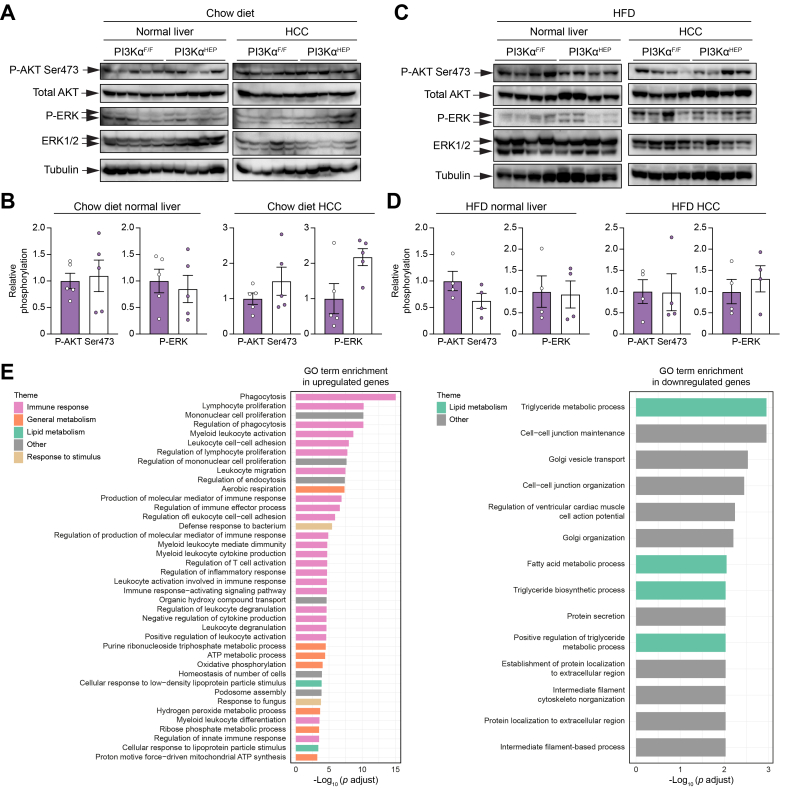

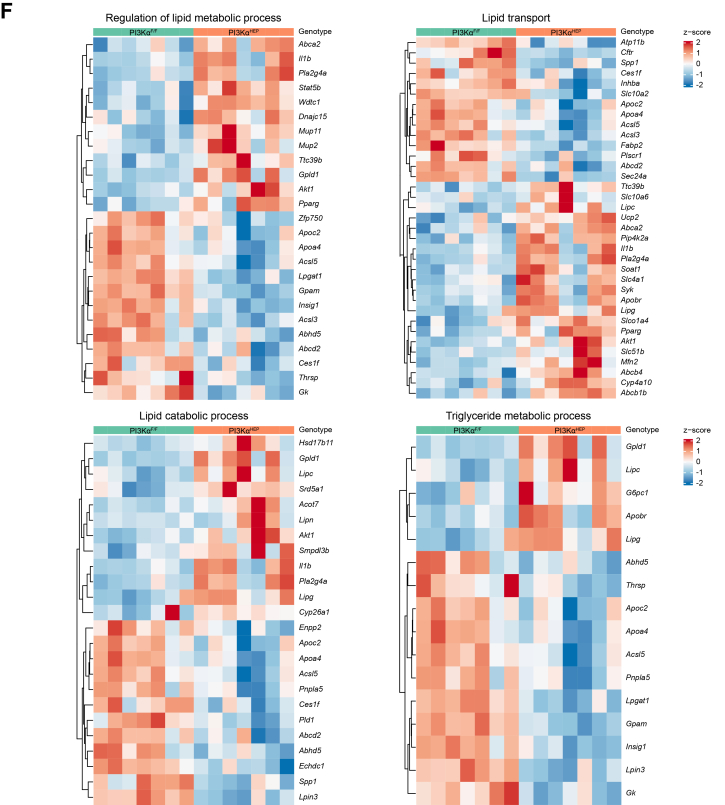
Loss of PI3Kα alters tumor gene expression but not AKT phosphorylation. (A) Immunoblot analysis of AKT and ERK phosphorylation in normal liver or HCC from PI3KαF/F and PI3KαHEP mice fed a chow diet. (B) Quantification of the blots in (A). (C) Immunoblot analysis of AKT and ERK phosphorylation in normal liver or HCC from PI3KαF/F and PI3KαHEP mice fed an HFD. (D) Quantification of the blots in (C). (E) GO term enrichment in upregulated and downregulated genes in HCC from PI3KαHEP mice vs HCC from PI3KαF/F mice fed an HFD. (F) Heatmaps of DEGs in the ontology categories: regulation_of_lipid_metabolic_process; lipid_transport; lipid_catabolic_process; and triglyceride_metabolic_process. n = 5 mice per group for A-B, n = 4 for mice per group for C-D and n = 7 mice per group for E-F. A-D: Data are mean ± s.e.m. Statistical analysis was performed using Mann-Whitney. E: For GO term enrichment analysis, significance was determined using hypergeometric test p-values (BH-adjusted). The top 40 terms with *p*-adj <0.01 are shown. DEG, differentially expressed gene; GO, Gene Ontology; HCC, hepatocellular carcinoma; HFD, high-fat diet; PI3K, phosphoinositide 3-kinase; PI3KαF/F, PI3Kα LoxP floxed; PI3KαHEP, mice specifically lacking PI3Kα in their hepatocytes.

### PI3Kα^HEP^ mice display altered gene expression in the normal liver, indicating reduced lipid transport and metabolism

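Igfbp1 and Igfbp2 encode IGF-binding proteins, and insulin restrains their transcription. In chow livers of PI3Kα HEP mice they were higher than in livers labelled PI3Kα F/F, at 165 ± 75.2 against 58.8 ± 31.4 CPM (log2 fold change 1.49, SE 0.413, adjusted p = 0.0389 by edgeR, n = 7 per genotype) and 616 ± 52.5 against 279 ± 187 CPM (1.14, SE 0.294, adjusted p = 0.0285). Cdc42ep5, a Cdc42 effector, rose from 3.31 ± 2.59 to 10.6 ± 2.8 CPM (1.67, SE 0.339, adjusted p = 0.0131). The stress gene Gadd45g (1.72, SE 0.473, adjusted p = 0.0378) and the B cell chemokine Cxcl13 (1.45, SE 0.426, adjusted p = 0.0477) were higher too. Osteopontin (Spp1; chromosome 5, 104582165 to 104589235) fell from 33.2 ± 15.6 to 11.9 ± 1.86 CPM (−1.48, SE 0.251, adjusted p = 0.00982) and the heparan sulfate proteoglycan Gpc1 from 13.8 ± 5.99 to 4.06 ± 1.24 (−1.78, SE 0.289, adjusted p = 0.00982). Aatk (−1.49, SE 0.251), Osbpl3 (−2.02, SE 0.346), a lipid-binding protein, and the guidance receptor Robo1 (−1.06, SE 0.155) were lower at the same adjusted p. Folr2 (0.54, SE 0.119, adjusted p = 0.0165), Vsig4 (0.41, SE 0.107, adjusted p = 0.0305) and C1qa (0.39, SE 0.112, adjusted p = 0.0438), markers of resident macrophages, were the 3 of 14 macrophage markers called (9 over the list alone). Across the list the median was 0.352 (camera adjusted p = 4.13e-05; adjusted p = 0.521 with an estimated correlation). Of 14103 genes tested, 1100 differed (562 higher, 538 lower), 114 by over 2-fold (18 higher, 96 lower), and 3581 had an unadjusted p under 0.05. Leaving out 1 library changed the count to 560, 613 or 529 without mouse 32, 34 or 35 of those labelled PI3Kα F/F and to 494 or 602 without PI3Kα HEP mouse 40 or 42. The calls of Igfbp1 (8 of 14 fits), Igfbp2 (6), Gadd45g (9), Cxcl13 (10), Vsig4 (7) and C1qa (11) were lost in such fits (adjusted p up to 0.0975). Without mice 30 and 33, whose Pik3ca transcripts mostly lack the start-codon exon, 969 genes differed (453 higher, 516 lower; 706 shared), and of the named genes only Gadd45g lost its call. With the trend of fold change with transcript length removed, the 5 lower genes named kept their calls and the higher ones lost them. A call lost there does not by itself show that transcript length caused the difference.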

PI3Kα^HEP^ and PI3Kα^F/F^ mice showed similar AKT phosphorylation in normal liver tissue, indicating that PI3Kα ablation in hepatocytes is not sufficient to affect AKT signaling (Fig. 3A–D). mRNA sequencing analysis of gene expression from the normal livers of PI3Kα^HEP^ mice and PI3Kα^F/F^ mice, both kept on a chow diet, revealed 1,418 DEGs, with 749 upregulated and 669 downregulated (Figs S7 and S11). GO term enrichment analysis indicated that, among the upregulated genes, cytoplasmic translation was the most significant GO term (Fig. 4A; Fig. S8). 

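Ribosomal protein genes make up much of the cytoplasmic translation term. In chow livers of PI3Kα HEP mice Rpl37a (chromosome 1, 72750364 to 72756093) stood at 268 ± 26.9 CPM against 177 ± 14.3 in livers labelled PI3Kα F/F (log2 fold change 0.60, SE 0.0787, adjusted p = 0.00619 by edgeR, n = 7 per genotype). Rps18 reached 505 ± 75.1 against 323 ± 40.4 CPM (0.64, SE 0.104, adjusted p = 0.00982), with Rpl38 (0.52, SE 0.0775) and Rps26 (0.43, SE 0.0713) at the same adjusted p. Of 79 ribosomal protein genes, 71 were higher and 0 lower, and all 79 passed when adjusted over the list alone (median 0.507, about 1.4-fold). The list passed in camera (adjusted p = 1.47e-46) but not with an estimated correlation (adjusted p = 0.405). Ribosomal protein mRNAs are short, and other genes of matched transcript length were higher too in these PI3Kα HEP livers (median 0.271 against 0.439 for ribosomal and respiratory chain genes together). After the trend with transcript length was removed, the median of the list was 0.192, and 75 genes of any kind were called across the genome (22 higher, 53 lower), 73 of them shared with the 1100. Without chow mice 30 and 33, 60 of the 79 were higher. Removing the length trend in that fit left 412 genes of any kind called (160 higher, 252 lower).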

GO terms related to oxidative respiration, aerobic respiration, proton-motive force-driven ATP synthesis, mitochondrial respirasome assembly, and ribose phosphate biosynthetic process were also significantly enriched in upregulated genes. 

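Cox4i1 (chromosome 8, 121391505 to 121400950), the regulatory subunit of complex IV, was at 675 ± 81 CPM in chow livers of PI3Kα HEP mice against 466 ± 67.8 in those labelled PI3Kα F/F (log2 fold change 0.54, SE 0.0997, adjusted p = 0.0107 by edgeR, n = 7 per genotype). Atp5pd, a stalk subunit of ATP synthase, reached 265 ± 31.8 against 187 ± 21.1 CPM (0.51, SE 0.0913, adjusted p = 0.00982), and the complex I subunits Ndufa12 (0.50, SE 0.0883) and Ndufb7 (0.48, SE 0.0846) shared that adjusted p. Of 76 nuclear genes of oxidative phosphorylation, 44 were higher and 0 lower (68 over the list alone). Their median log2 fold change was 0.343, with camera adjusted p = 4.08e-30 (adjusted p = 0.433 with an estimated correlation). The 13 mRNAs encoded in mitochondrial DNA, which form the same complexes, did not follow: 0 passed by edgeR, DESeq2, limma-voom or at unadjusted p under 0.05, and their median was −0.15. Fatty acid oxidation genes, which feed the chain, had 1 of 23 higher (3 over the list alone). The median of the list was 0.175 and its camera adjusted p = 0.00826 (adjusted p = 0.588 with an estimated correlation). These nuclear transcripts are short as well, and with the length trend removed the median of the oxidative phosphorylation list was 0.116. Leaving out chow mice 30 and 33 gave 20 higher of 76.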

Among downregulated genes, there was a clear pattern of GO terms related to lipid transport and metabolism: lipid transport, glycerolipid metabolic processes, regulation of lipid metabolic processes, regulation of lipid localization, fatty acid biosynthetic processes, regulation of lipid storage, lipid homeostasis, intestinal cholesterol absorption, glycerolipid catabolic process, and lipid digestion (Fig. 4A,C; Figs S8, S11, and S12). 

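Scd1 (chromosome 19, 44382894 to 44399154), the desaturase that makes oleate for triglycerides, was at 4380 ± 2160 CPM in chow livers of PI3Kα HEP mice against 9680 ± 4130 in those labelled PI3Kα F/F (log2 fold change −1.14, SE 0.317, adjusted p = 0.0389 by edgeR, n = 7 per genotype). With Scd2 (−1.23, SE 0.321, adjusted p = 0.03) and Acacb, which makes the malonyl-CoA that blocks fatty acid oxidation (−0.43, SE 0.119, adjusted p = 0.0394), 3 of 20 fatty acid synthesis genes were lower (6 over the list alone). Taken as a list, they had a median of −0.34 (camera adjusted p = 0.0029; adjusted p = 0.521 with an estimated correlation). Mogat1 (−1.97, SE 0.566, adjusted p = 0.0445) and Gpam (−0.62, SE 0.181, adjusted p = 0.048) were the 2 of 14 triglyceride synthesis genes called (2 over the list alone; camera adjusted p = 0.145). Of 21 lipid droplet genes 4 were lower (3 higher and 4 lower over the list alone; median −0.0466, camera adjusted p = 0.386). They were the fusion protein Cidec (0.876 ± 0.436 against 4.43 ± 2.79 CPM; −2.34, SE 0.448, adjusted p = 0.0113) and Fitm1, which partitions triglyceride into droplets (13.1 ± 3.14 against 36.5 ± 18.4; −1.48, SE 0.289, adjusted p = 0.0118), with the lipase homolog Pnpla3 (−1.74, SE 0.41, adjusted p = 0.0202) and Clstn3 (−1.29, SE 0.361, adjusted p = 0.0411). Lipoprotein genes moved in both directions, with 6 of 20 higher and 3 lower (6 and 4 over the list alone; camera adjusted p = 0.233). Apom, an HDL carrier of sphingosine-1-phosphate, rose from 296 ± 39.6 to 405 ± 29.4 CPM (0.45, SE 0.09, adjusted p = 0.0118). So did Apoc4 (0.51, SE 0.114, adjusted p = 0.0173), Apoc1 (0.47, SE 0.116, adjusted p = 0.0233) and Apoe (0.36, SE 0.0924, adjusted p = 0.0275). Apoa4, induced in fatty liver, fell from 1610 ± 1060 to 422 ± 80.8 CPM (−1.93, SE 0.363, adjusted p = 0.0107), the cholesterol exporter Abca1 from 153 ± 18.2 to 95.4 ± 18.5 (−0.68, SE 0.119, adjusted p = 0.00982). The fatty acid transporter Cd36 fell from 49.4 ± 23.6 to 23.4 ± 7.43 CPM (−1.08, SE 0.275, adjusted p = 0.0276), while hepatic lipase, Lipc, rose (0.38, SE 0.0915, adjusted p = 0.0219). These were the 2 calls among 18 uptake and activation genes (1 higher and 3 lower over the list alone). Cholesterol synthesis had 0 of 25 called by edgeR (2 higher and 4 lower at unadjusted p under 0.05, 1 and 2 by DESeq2, 0 and 2 by limma-voom, 0 over the list alone). In the 14 fits without 1 library, Scd1, Mogat1 and Gpam lost their calls in 10, Clstn3 in 9, Acacb in 8, Cd36 in 5, Apoe in 4 and Scd2 in 3 (adjusted p up to 0.0932). Apoc1 lost it without PI3Kα F/F-labelled mouse 35 or PI3Kα HEP mouse 40 (up to 0.0543). Without mice 30 and 33, 6 lipid droplet, 4 fatty acid synthesis and 3 triglyceride synthesis genes were lower, and 2 lipoprotein genes were higher and 3 lower. With the length trend removed, Cidec, Fitm1, Pnpla3 and Apoa4 kept their calls and the other lipid genes named lost them, which does not by itself make length the cause.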

H&E staining of the liver section from PI3Kα^HEP^ mice and PI3Kα^F/F^ mice showed that hepatocyte expression of PI3Kα was necessary for lipid droplet formation (Fig. 4B).

**Fig. 4:**
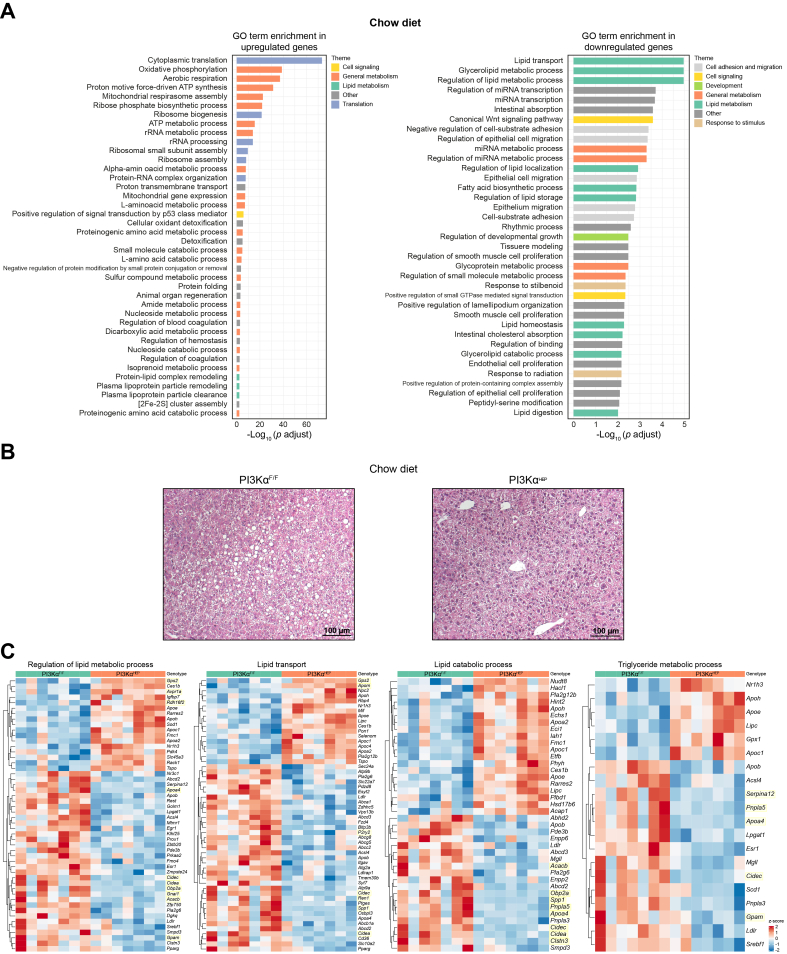

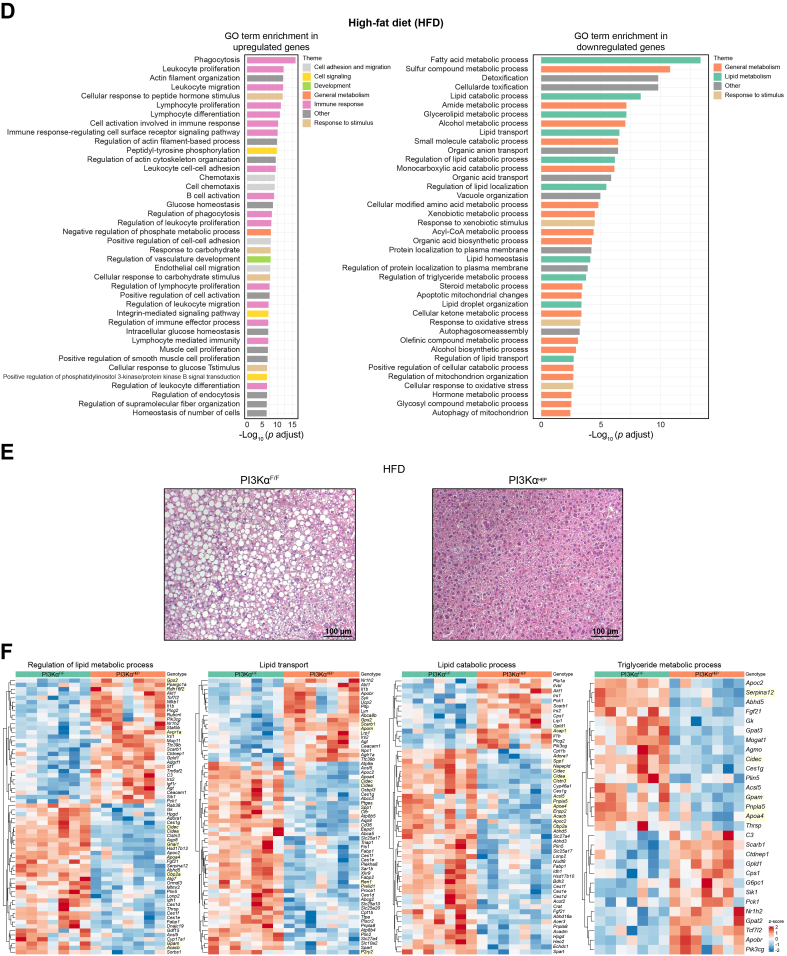
Loss of PI3Kα alters the expression of genes in lipid metabolism in normal liver. (A) GO term enrichment in upregulated and downregulated genes in normal liver of PI3Kα^HEP^ mice *vs.* PI3Kα^F/F^ mice fed a chow diet. (B) H&E staining of sections from livers in (A). (C) Heatmaps of DEGs in the GO categories: regulation_of_lipid_metabolic_process; lipid_transport; lipid_catabolic_process; triglyceride_metabolic_process from A. (D) GO term enrichment in upregulated and downregulated genes in normal liver from PI3Kα^HEP^ mice *vs.* from PI3Kα^F/F^ mice fed an HFD. (E) H&E staining of sections from the livers in (D). (F) Heatmaps of DEGs in the ontology categories: regulation_of_lipid_metabolic_process; lipid_transport; lipid_catabolic_process; triglyceride_metabolic_process from D. n = 7 mice per group. A, D: For GO term enrichment analysis, significance was determined using hypergeometric test *p*-values (BH-adjusted). The top 40 terms with *p* <0.01 are shown. DEG, differentially expressed gene; GO, Gene Ontology; HCC, hepatocellular carcinoma; HFD, high-fat diet; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes.

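Igfbp2 (chromosome 1, 72863606 to 72891634), an IGF-binding protein made by hepatocytes, was at 560 ± 120 CPM in HFD livers of PI3Kα HEP mice against 93.8 ± 21.1 in PI3Kα F/F mice (log2 fold change 2.58, SE 0.16, adjusted p = 4.36e-07 by edgeR, n = 7 per genotype). The leptin receptor, Lepr, rose from 4.2 ± 1.21 to 31.9 ± 10.6 CPM (2.92, SE 0.253, adjusted p = 1.63e-05). Enho, which encodes the peptide adropin, rose from 26.7 ± 6.04 to 79.8 ± 22.8 (1.58, SE 0.196, adjusted p = 0.000285). Acmsd, an enzyme of tryptophan breakdown (28.7 ± 6.06 against 10.3 ± 2.83 CPM; 1.48, SE 0.172, adjusted p = 0.000165), and the nuclear receptor Nr4a1 (16.4 ± 3.86 against 3.51 ± 2.22; 2.23, SE 0.301, adjusted p = 0.000505) were higher too. Gpc1 fell from 33.1 ± 8.44 to 6.42 ± 0.912 CPM (−2.37, SE 0.152, adjusted p = 4.36e-07) and the semaphorin Sema5b by −2.66 (SE 0.283, adjusted p = 7.07e-05). Of 14706 genes tested, 1275 differed (619 higher, 656 lower), 360 by over 2-fold (181 higher, 179 lower), and 3794 had an unadjusted p under 0.05. Fragment length nearly coincides with genotype in these livers. A model with a term for it, carried by PI3Kα HEP mouse 15 alone and added after the data were seen, called 22 genes (14 higher, 8 lower), 19 of them shared with the 1275. Igfbp2, Lepr, Enho and Gpc1 kept their calls under that term, while Acmsd (1.56, adjusted p = 0.0638), Nr4a1 (2.31, adjusted p = 0.085) and Sema5b (−3.18, adjusted p = 0.0859) lost them without becoming smaller.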

mRNA sequencing analysis from the normal livers of PI3Kα^HEP^ and PI3Kα^F/F^ mice, both kept on an HFD, revealed 1,814 DEGs, with 902 upregulated and 912 downregulated. 

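In HFD livers of PI3Kα HEP mice Il1b was at 16.7 ± 9.03 against 4.99 ± 2.54 CPM in those of PI3Kα F/F mice (log2 fold change 1.75, SE 0.412, adjusted p = 0.0184 by edgeR, n = 7 per genotype). Csf3r (chromosome 4, 125918262 to 125938236), the receptor for the neutrophil growth factor G-CSF, rose from 3.48 ± 0.817 to 8.07 ± 2.99 CPM (1.22, SE 0.249, adjusted p = 0.00846). Myeloperoxidase, Mpo, rose from 0.461 ± 0.315 to 3.55 ± 4.61 (2.94, SE 0.722, adjusted p = 0.0221), with mouse 15 alone at 13.5. These 3 were the calls among 14 neutrophil markers (12 over the list alone). Camera gave the whole list an adjusted p = 0.000348 (adjusted p = 0.695 with an estimated correlation) at a median of 1.59. The integrins Itgax (19.3 ± 15.9 against 4.18 ± 1.74 CPM; 2.21, SE 0.54, adjusted p = 0.0219) and Itgam (1.33, SE 0.394, adjusted p = 0.0479) of myeloid cells were higher. So was the immunoglobulin light chain gene Igkc (40.5 ± 20.8 against 15.4 ± 4.32; 1.39, SE 0.292, adjusted p = 0.00937), the 1 call among 10 B and plasma cell markers (4 over the list alone). Across the list the median was 0.779 (camera adjusted p = 0.0117; adjusted p = 0.695 with an estimated correlation). Macrophage markers had 0 of 14 called by edgeR (2 higher at unadjusted p under 0.05, 2 by DESeq2, 0 by limma-voom, 0 over the list alone; median 0.381), and interferon-stimulated genes 0 of 14 (0 by each, median −0.0404). Of 18 acute-phase genes Itih3 was called (1490 ± 644 against 888 ± 216 CPM; 0.75, SE 0.224, adjusted p = 0.049; 0 over the list alone; median 0.501). Socs3, a feedback inhibitor of cytokine receptors (1.07, SE 0.314, adjusted p = 0.0471), and Junb (0.67, SE 0.197, adjusted p = 0.0457) were among 3 of 22 immediate-early genes called (5 over the list alone; median 0.185). Itgam lost its call in 12, Itih3 in 11, and Socs3 and Junb in 10 of the 14 fits that left out 1 mouse (adjusted p up to 0.0967). With the fragment-length term, under which the genotype effect rests on PI3Kα HEP mouse 15 alone, Il1b (2.15, adjusted p = 0.217), Csf3r (1.42, adjusted p = 0.214) and Itgax (3.07, adjusted p = 0.144) were no smaller but lost their calls. Without mouse 15, Mpo was at 2.05 (adjusted p = 0.0421).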

When placed on an HFD, mRNA sequencing of normal liver tissues from PI3Kα^HEP^ and PI3Kα^F/F^ mice showed increased proinflammatory gene expression in livers from PI3Kα^HEP^ mice (Fig. 4D,F; Figs S9–S13). Among the genes downregulated in PI3Kα^HEP^ mice, there were several GO terms relative to lipid transport and metabolism: fatty acid metabolic processes, lipid catabolic processes, lipid transport, regulation of lipid catabolic processes, regulation of lipid localization, lipid homeostasis, regulation of triglyceride metabolic processes, lipid droplet organization, and regulation of lipid transport (Fig. 4D,F; Figs S9–S13). 

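Cidea and Cidec, droplet proteins of the Cide family, were lower in HFD livers of PI3Kα HEP mice than in those of PI3Kα F/F mice. Cidea (chromosome 18, 67476317 to 67501224), which drives droplet fusion, was at 0.26 ± 0.225 against 9.12 ± 5.22 CPM (log2 fold change −5.16, SE 0.501, adjusted p = 2.98e-05 by edgeR, n = 7 per genotype). Cidec was at 1.31 ± 0.682 against 17.3 ± 10.9 (−3.71, SE 0.403, adjusted p = 8.23e-05). Clstn3 (4.74 ± 1.39 against 25.1 ± 7.91; −2.39, SE 0.22, adjusted p = 2.02e-05), Fitm1 (11.1 ± 3.55 against 42.4 ± 8.21; −1.93, SE 0.18, adjusted p = 2.02e-05) and the droplet coat gene Plin2 (289 ± 31.2 against 394 ± 37.9; −0.45, SE 0.085, adjusted p = 0.0059) were lower too. In all, 9 of 22 lipid droplet genes were lower and 0 higher (11 over the list alone). Their median log2 fold change was −0.386, with camera adjusted p = 5.1e-08 (adjusted p = 0.00665 with an estimated correlation). Triglyceride synthesis had 4 of 14 lower (4 over the list alone; median −0.238, camera adjusted p = 0.00464; adjusted p = 0.337 with an estimated correlation). They were Mogat1 (1.29 ± 0.74 against 6.05 ± 1.87 CPM; −2.22, SE 0.326, adjusted p = 0.000938), Gpat3 (−1.22, SE 0.218, adjusted p = 0.00379), Gpam (−0.66, SE 0.12, adjusted p = 0.00426) and Gk (−0.53, SE 0.0955, adjusted p = 0.00426). Me1, which makes NADPH for lipogenesis (−1.08, SE 0.204, adjusted p = 0.00562), and Acacb (−0.74, SE 0.207, adjusted p = 0.0391) were among 3 of 20 fatty acid synthesis genes lower (5 over the list alone). The median of the list was −0.258 and its camera adjusted p = 0.00467 (adjusted p = 0.695 with an estimated correlation). PPARα targets had 4 of 18 lower (6 over the list alone; median −0.293, camera adjusted p = 0.00174; adjusted p = 0.542 with an estimated correlation). Besides Plin2 they were the pantetheinase Vnn1 (35.9 ± 9.27 against 81.1 ± 9.47; −1.18, SE 0.16, adjusted p = 0.00052), the hormone Fgf21 (−1.20, SE 0.241, adjusted p = 0.0079) and the carnitine transferase Cpt1b (−1.75, SE 0.426, adjusted p = 0.0214). Of 23 fatty acid oxidation genes 1 was lower (1 over the list alone). Cd36 (68.4 ± 33.2 against 161 ± 34.5; −1.23, SE 0.257, adjusted p = 0.00935), Fabp2 (−1.06, SE 0.187, adjusted p = 0.00354) and Slc27a4 (−0.23, SE 0.0609, adjusted p = 0.0314) were 3 lower of 18 uptake genes (1 higher and 3 lower over the list alone). The higher one was the remnant receptor Lrp1 (0.57, SE 0.151, adjusted p = 0.032). In the lipoprotein list 4 of 20 were higher and 2 lower (5 and 3 over the list alone). Acacb lost its call in 11, Slc27a4 in 7 and Lrp1 in 4 of the 14 fits that left out 1 mouse (adjusted p up to 0.074). With the fragment-length term, carried by PI3Kα HEP mouse 15 alone, 0 lipid droplet, triglyceride or fatty acid synthesis genes passed, although Cidea (−6.56, adjusted p = 0.0784), Clstn3 (−2.52, adjusted p = 0.0775), Fitm1 (−2.19, adjusted p = 0.0572) and Mogat1 (−3.90, adjusted p = 0.0557) were no less reduced. Acacb was at −0.11 there (adjusted p = 0.926).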

H&E staining of liver sections from PI3Kα^HEP^ mice and PI3Kα^F/F^ mice kept on an HFD demonstrated an essential role for hepatocyte PI3Kα in lipid droplet formation (Fig. 4E).

From individual analyses, we found similar GO terms in mice maintained on a chow diet or an HFD. 

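Complement factor D, Cfd (chromosome 10, 79726668 to 79728496), was lower in livers of PI3Kα HEP mice on either diet. It stood at 0.22 ± 0.117 against 3.18 ± 3.83 CPM on chow (log2 fold change −3.81, SE 0.725, adjusted p = 0.011 by edgeR) and 0.32 ± 0.21 against 6.06 ± 2.12 on the HFD (−4.19, SE 0.343, adjusted p = 9.87e-06, n = 7 per group). The adhesion receptor Adgrv1 did likewise (−2.72, SE 0.52, adjusted p = 0.0114 on chow; 2.75 ± 0.989 against 23 ± 9.56 CPM, −3.08, SE 0.279, adjusted p = 2.02e-05 on the HFD). Spp1 was lower on the HFD too, at 24.8 ± 12.3 against 134 ± 64.8 CPM (−2.43, SE 0.363, adjusted p = 0.00104). Pik3r1 was lower in both diets, from 50.8 ± 8.05 to 31.2 ± 3.72 CPM on chow (−0.70, SE 0.105, adjusted p = 0.00982) and by −0.51 on the HFD (SE 0.135, adjusted p = 0.0317). Between the 2 liver comparisons, which share no mice, 53 genes were higher in both against 24.2 by chance (Fisher p = 9.83e-08) and 100 lower in both against 23.7 (Fisher p = 3.21e-36), with 5 in opposite directions among 13900 tested. Fold changes across those genes correlated at r = 0.403 and rho = 0.226. HFD liver and HCC shared 100 higher genes against 8.55 by chance (Fisher p = 9.06e-84) and 38 lower against 4.92 (Fisher p = 4.5e-24; r = 0.511), but there fragment length runs with genotype in both. Chow liver and HCC shared 28 higher (8.19 by chance, Fisher p = 1.18e-08) and 13 lower (3.87, Fisher p = 0.000122; r = 0.28). Pik3r1 on the HFD lost its call without any 1 of PI3Kα HEP mice 15, 17, 19 or 20 (adjusted p up to 0.0607). Fisher's test takes genes as independent, which they are not. Other random splits of the chow livers called at most 8 genes and so could share no more, which leaves the overlap itself untested by them. The share of 984 genes called in HFD liver without mouse 15 that had the same sign on chow needs no calls on chow. It was not beyond permutation of the chow libraries (exact permutation p = 0.237, and p = 0.0795 without mice 30 and 33). On the HFD Adgrv1 kept its call with the fragment-length term, carried by mouse 15 alone, while Spp1 (−2.06, adjusted p = 0.324) and Pik3r1 (−0.63, adjusted p = 0.374) lost theirs at folds of similar size.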

By analyzing genes regulated similarly in the chow diet and HFD, normal liver tissue and HCC, we were able to verify which GO terms were common to PI3Kα^HEP^ mice *vs.* PI3Kα^F/F^ (Figs S11 and S12). 

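In a fit of the genotype effect over chow liver, HFD liver and HCC together, Cfd was the most strongly called gene (log2 fold change −3.94, SE 0.365, adjusted p = 6.31e-10 by edgeR, 21 libraries per genotype). Lower with it were the laminin chain Lamc3 (chromosome 2, 31777258 to 31839117; −1.91, SE 0.244, adjusted p = 1.04e-06), Spp1 (−2.08, SE 0.272, adjusted p = 1.57e-06), Osbpl3 (−1.78, SE 0.235, adjusted p = 1.73e-06) and Fitm1 (−1.61, SE 0.216, adjusted p = 2.25e-06). Higher were Igfbp2 (1.67, SE 0.215, adjusted p = 1.16e-06), the leukocyte gene Lst1 (1.25, SE 0.187, adjusted p = 1.29e-05), and Cdc42ep5 (1.22, SE 0.194, adjusted p = 2.82e-05). So were the hepatocyte cytochromes Cyp2c37 (1.34, SE 0.209, adjusted p = 2.19e-05) and Cyp2c54 (1.25, SE 0.207, adjusted p = 4.58e-05). Pik3ca itself did not differ (−0.00, SE 0.0528, adjusted p = 0.976), nor did Pik3cb (−0.02, SE 0.0589, adjusted p = 0.878). Pik3cd, the isoform of leukocytes, was higher (0.43, SE 0.139, adjusted p = 0.0238) and Pik3cg was not called (0.37, SE 0.152, adjusted p = 0.0781). Mki67 (0.15, SE 0.186, adjusted p = 0.605) and Ccnd1 (−0.07, SE 0.16, adjusted p = 0.815) showed no called change. Of 15999 genes tested, 3111 differed (1725 higher, 1386 lower; 5241 at unadjusted p under 0.05), 534 by over 2-fold (320 higher, 214 lower). With a term for fragment length, added after the data were seen, 787 genes differed, 137 by over 2-fold, and Pik3cd (0.40, adjusted p = 0.264), Cyp2c37 (0.85, adjusted p = 0.0919) and Cyp2c54 (0.87, adjusted p = 0.0845) were no longer called. The genotype effect in that fit rests on the chow livers and HFD liver mouse 15, so a call kept there does not cover all 3 conditions. A call lost in it does not show that fragment length caused the difference.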

In line with the individual analyses, immune response dominated GO terms for upregulated genes, and lipid metabolism was among the GO terms for downregulated genes.

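Over the 3 conditions together, Marco (chromosome 1, 120402267 to 120432753), a scavenger receptor of macrophages, was higher in PI3Kα HEP mice at a log2 fold change of 1.98 (SE 0.417, adjusted p = 0.000783 by edgeR, 21 libraries per genotype). The complement genes C1qb (0.53, SE 0.136, adjusted p = 0.00497) and C1qa (0.46, SE 0.129, adjusted p = 0.00889) and Cd68 (0.49, SE 0.133, adjusted p = 0.00745) were also among 10 higher of 14 macrophage markers (13 over the list alone). Taken as a list, they had a median of 0.506 (camera adjusted p = 0.000641; adjusted p = 0.573 with an estimated correlation). Il1b (1.51, SE 0.272, adjusted p = 0.000126) was 1 of 7 higher among 14 neutrophil markers (12 over the list alone; median 1.28, camera adjusted p = 0.0014; adjusted p = 0.573 with an estimated correlation). Others were Csf3r (0.75, SE 0.179, adjusted p = 0.00253), the elastase Elane (1.82, SE 0.477, adjusted p = 0.00557) and S100a8 (1.30, SE 0.386, adjusted p = 0.0141). Igkc (1.06, SE 0.202, adjusted p = 0.000256), Cd79b (0.95, SE 0.223, adjusted p = 0.00231), Mzb1 (0.90, SE 0.269, adjusted p = 0.0154) and Cd79a (0.58, SE 0.165, adjusted p = 0.0111) were among 5 of 10 B and plasma cell markers (5 over the list alone; median 0.487). Of 15 erythroid markers 7 were higher (12 over the list alone; median 1.11, camera adjusted p = 0.00212; adjusted p = 0.575 with an estimated correlation). Of 10 cholangiocyte markers 5 were lower (6 over the list alone; median −0.906, camera adjusted p = 3.32e-07; adjusted p = 0.2 with an estimated correlation). T and NK cell markers had 0 of 16 called by edgeR (4 higher at unadjusted p under 0.05, 0 by DESeq2 and limma-voom). Interferon-stimulated genes had 0 of 14 (2 lower at unadjusted p under 0.05, 0 by DESeq2, 1 lower by limma-voom). On the lipid side, 9 of 22 lipid droplet genes were lower and 1 higher (10 and 1 over the list alone; median −0.188, camera adjusted p = 0.000728; adjusted p = 0.2 with an estimated correlation). The lowest of them were Cidea (−2.90, SE 0.45, adjusted p = 1.94e-05), Cidec (−2.22, SE 0.362, adjusted p = 3.51e-05) and Pnpla3 (−1.39, SE 0.246, adjusted p = 0.000108). Fatty acid synthesis had 10 of 20 lower (11 over the list alone; median −0.279, camera adjusted p = 2.48e-05; adjusted p = 0.217 with an estimated correlation). The called ones include Thrsp (−1.45, SE 0.297, adjusted p = 0.000576), Scd2 (−1.08, SE 0.206, adjusted p = 0.000256) and Scd1 (−0.97, SE 0.226, adjusted p = 0.00199). Of 15 triglyceride synthesis genes 5 were lower (6 over the list alone; camera adjusted p = 0.00322; adjusted p = 0.2 with an estimated correlation). Gpam was at −0.75 (SE 0.0914, adjusted p = 5.4e-07), Gk at −0.46 (SE 0.0737, adjusted p = 3.31e-05), Lpin3 at −0.54 (SE 0.0981, adjusted p = 0.000135) and Mogat1 at −1.36 (SE 0.378, adjusted p = 0.00912). With the fragment-length term, 1 macrophage, 2 neutrophil, 2 B cell and 4 erythroid markers were higher and 5 lipid droplet, 2 fatty acid synthesis and 1 cholangiocyte genes lower. In that fit the genotype effect rests on the chow livers and HFD liver mouse 15, not on all 3 conditions, and Cidea was too low to be tested on chow alone. Of the genes named, Marco, Il1b, Elane, Igkc, Cidea, Cidec, Pnpla3, Scd2, Gpam and Mogat1 kept their calls, while C1qb (0.57, adjusted p = 0.0902) and S100a8 (1.30, adjusted p = 0.116) lost theirs at a similar fold and Gk at a smaller one (−0.21, adjusted p = 0.241).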

By contrast, there were substantial differences in the regulated genes in the two diets (Fig. S13). 

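The genotype effect on Igfbp2 was larger on the HFD than on chow (interaction log2 fold change 1.40, SE 0.35, adjusted p = 0.0319 by edgeR, 7 mice in each of 4 groups). H2ac18 (chromosome 3, 96152813 to 96153398), a replication-dependent histone gene, went the other way (−1.62, SE 0.21, adjusted p = 0.000314). So did Pcp4l1 (−1.62, SE 0.286, adjusted p = 0.00804) and Nqo1, a quinone reductase under NRF2 control (−1.12, SE 0.23, adjusted p = 0.0167). By this direct test of diet against genotype, 521 of 15329 genes differed (215 higher, 306 lower on the HFD relative to chow; 3382 at unadjusted p under 0.05), 226 of them by at least 1.5-fold (111 higher, 115 lower). With RLE scaling 399 differed (223 higher, 176 lower), so that the more frequent direction depends on scaling. Pik3ca (0.19, SE 0.124, adjusted p = 0.377), Pik3cb (0.32, SE 0.144, adjusted p = 0.189), Pik3cd (0.39, SE 0.32, adjusted p = 0.495), and Pik3cg (0.35, SE 0.381, adjusted p = 0.633) had no called interaction. Neither had Mki67 (1.31, SE 0.426, adjusted p = 0.0761) nor Ccnd1 (0.46, SE 0.315, adjusted p = 0.404). Fragment length separates the genotypes on the HFD and not on chow, so a length effect would also appear as an interaction. With a term for it, which leaves the genotype effect on the HFD to mouse 15 alone, 1 gene differed, but the folds of H2ac18 (−1.39, adjusted p = 0.232), Pcp4l1 (−1.98, adjusted p = 0.223), Nqo1 (−1.21, adjusted p = 0.315) and Igfbp2 (1.17, adjusted p = 0.392) kept their direction, so the lost calls do not show a length effect. Without chow mice 30 and 33 the count was 34 (19 higher, 15 lower), 31 of them by at least 1.5-fold, with H2ac18, Pcp4l1 and Nqo1 still called.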

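Among genes with a higher genotype effect on the HFD than on chow were Gse1 (chromosome 8, 120955195 to 121308129), a component of a chromatin repressor complex, at an interaction log2 fold change of 1.19 (SE 0.222, adjusted p = 0.0119 by edgeR). Ttc39b, which promotes degradation of LXR (1.06, SE 0.209, adjusted p = 0.015), the urinary protein gene Mup22 (1.45, SE 0.352, adjusted p = 0.0285) and the sorting receptor Sorl1 (1.25, SE 0.329, adjusted p = 0.0373) followed. Receptor and kinase genes upstream of AKT were among them: Igf1r (1.14, SE 0.314, adjusted p = 0.0424) and Rictor, the defining subunit of mTORC2 (0.50, SE 0.124, adjusted p = 0.0312), 2 of 23 PI3K pathway genes (4 over the list alone). Camera gave the whole list an adjusted p = 0.000378 (adjusted p = 0.293 with an estimated correlation) at a median of 0.288. Of 14 neutrophil markers 1 was higher (1 over the list alone). Across the list the median was 1.5 (camera adjusted p = 0.000378; adjusted p = 0.784 with an estimated correlation). No list of developmental genes had been set in advance, so that theme was not tested as a group. None of these genes was called with the fragment-length term, which leaves the genotype effect on the HFD to mouse 15 alone. Under it Sorl1 (1.51), Igf1r (1.24) and Rictor (0.61) were no smaller and Mup22 turned to −0.81. Without chow mice 30 and 33 only Gse1 of these genes was called.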

Genes upregulated in HFD, relative to the regulation in the chow diet, were involved in development. Lipid metabolism and more general metabolism terms were among the genes that were ‘more’ downregulated in HFD compared with chow diet-fed mice (Fig. S13).

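Plin5 (chromosome 17, 56418446 to 56424610), which tethers lipid droplets to mitochondria, had a lower genotype effect on the HFD than on chow (interaction log2 fold change −1.00, SE 0.224, adjusted p = 0.0221 by edgeR). With the droplet enzyme Hsd17b13 (−0.66, SE 0.172, adjusted p = 0.0358) it was 1 of 2 called of 22 lipid droplet genes (2 over the list alone, 8 at unadjusted p under 0.05). Their median log2 fold change was −0.266, with camera adjusted p = 0.000945 (adjusted p = 0.336 with an estimated correlation). The β-oxidation enzymes Eci1 (−0.63, SE 0.17, adjusted p = 0.0399), Acadm (−0.62, SE 0.171, adjusted p = 0.0449) and Echs1 (−0.40, SE 0.114, adjusted p = 0.0477) were 3 of 23 (7 over the list alone; median −0.295). Nat8, an acetyltransferase of cysteine conjugates (−1.43, SE 0.272, adjusted p = 0.012), and the glutathione transferase Mgst3 (−1.24, SE 0.249, adjusted p = 0.0164) were lower as well. Of 18 glutathione and NRF2 detoxification genes 2 were lower, Nqo1 being one (8 over the list alone, median −0.465). In oxidative phosphorylation 10 of 76 genes were lower (47 over the list alone; median −0.368, camera adjusted p = 5.51e-19; adjusted p = 0.784 with an estimated correlation). Among these were Uqcrfs1 (−0.51, SE 0.11, adjusted p = 0.0191), Ndufa7 (−0.63, SE 0.154, adjusted p = 0.0295) and Cox7c (−0.71, SE 0.178, adjusted p = 0.0316). Ribosomal proteins had 4 of 79 lower (46 over the list alone; median −0.374): Rpl27 (−0.54, SE 0.141, adjusted p = 0.0373), Rps7 (−0.56, SE 0.156, adjusted p = 0.0472), Rps2 (−0.51, SE 0.145, adjusted p = 0.0475) and Rpl11 (−0.66, SE 0.188, adjusted p = 0.0481). No member of these lists was called with the fragment-length term, which leaves the genotype effect on the HFD to mouse 15 alone. Under it Plin5 (−1.25, adjusted p = 0.309) and Uqcrfs1 (−0.59, adjusted p = 0.309) were no smaller, while Hsd17b13 (−0.44, adjusted p = 0.517) and Rpl27 (−0.33, adjusted p = 0.545) were. Without chow mice 30 and 33 the NRF2 list alone of them kept 1.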

Together, these results suggest that PI3Kα has a more general role in lipid droplet formation rather than controlling a linear signal to a specific transcription factor.

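Gpam was lower in PI3Kα HEP mice in each condition, at 181 ± 38.1 against 277 ± 92.1 CPM in chow liver, 173 ± 16.1 against 274 ± 55.8 in HFD liver and 249 ± 48.2 against 486 ± 67.9 in HCC (n = 7 per group). Genes of transcription factors that drive lipid synthesis and storage were looked up after the other results, because the paper's sentence turns on them. Srebf1 (chromosome 11, 60089913 to 60113407), the insulin-responsive lipogenic factor, was at 197 ± 96.8 against 343 ± 114 CPM in chow liver (log2 fold change −0.80, SE 0.255, adjusted p = 0.063 by edgeR). It was at −0.35 (SE 0.185, adjusted p = 0.249) in HFD liver and at −0.31 (SE 0.224, adjusted p = 0.465) in HCC. The glucose-responsive factor Mlxipl was at −0.17 (SE 0.0977, adjusted p = 0.289), 0.27 (SE 0.131, adjusted p = 0.214) and 0.01 (SE 0.15, adjusted p = 0.988) in that order. Pparg, which promotes fat storage and Cide gene transcription, was at −0.64 (SE 0.214, adjusted p = 0.0727) in chow liver and −0.42 (SE 0.298, adjusted p = 0.394) in HFD liver, but 0.64 (SE 0.18, adjusted p = 0.0742) in HCC. Ppara, the fasting-responsive factor, fell in chow liver from 102 ± 21.4 to 68 ± 20 CPM (−0.58, SE 0.171, adjusted p = 0.0471). It was not called in HFD liver (−0.17, SE 0.172, adjusted p = 0.558) or HCC (−0.32, SE 0.125, adjusted p = 0.173). Messenger levels do not report the processing or activity of these factors. From gene expression on the 2 diets, the staining of droplets and similar AKT phosphorylation in livers, the paper proposes a general role of PI3Kα in lipid droplet formation rather than a linear signal to 1 transcription factor. The Gpam call was lost on chow in 10 of 14 fits without 1 library (adjusted p up to 0.0932) and with the length trend removed (−0.46, adjusted p = 0.245), and in HFD liver with the fragment-length term (−0.59, adjusted p = 0.358). In chow liver, Ppara lost its call in 11 of the 14 fits without 1 library (adjusted p up to 0.0954). Srebf1 passed there without PI3Kα F/F-labelled mouse 31 (adjusted p = 0.0459) or PI3Kα HEP mouse 37 (adjusted p = 0.019), and Pparg without PI3Kα HEP mouse 36 (adjusted p = 0.0477). In HCC, Pparg passed without PI3Kα HEP tumor 24 (adjusted p = 0.0324).

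**Figure D3:**
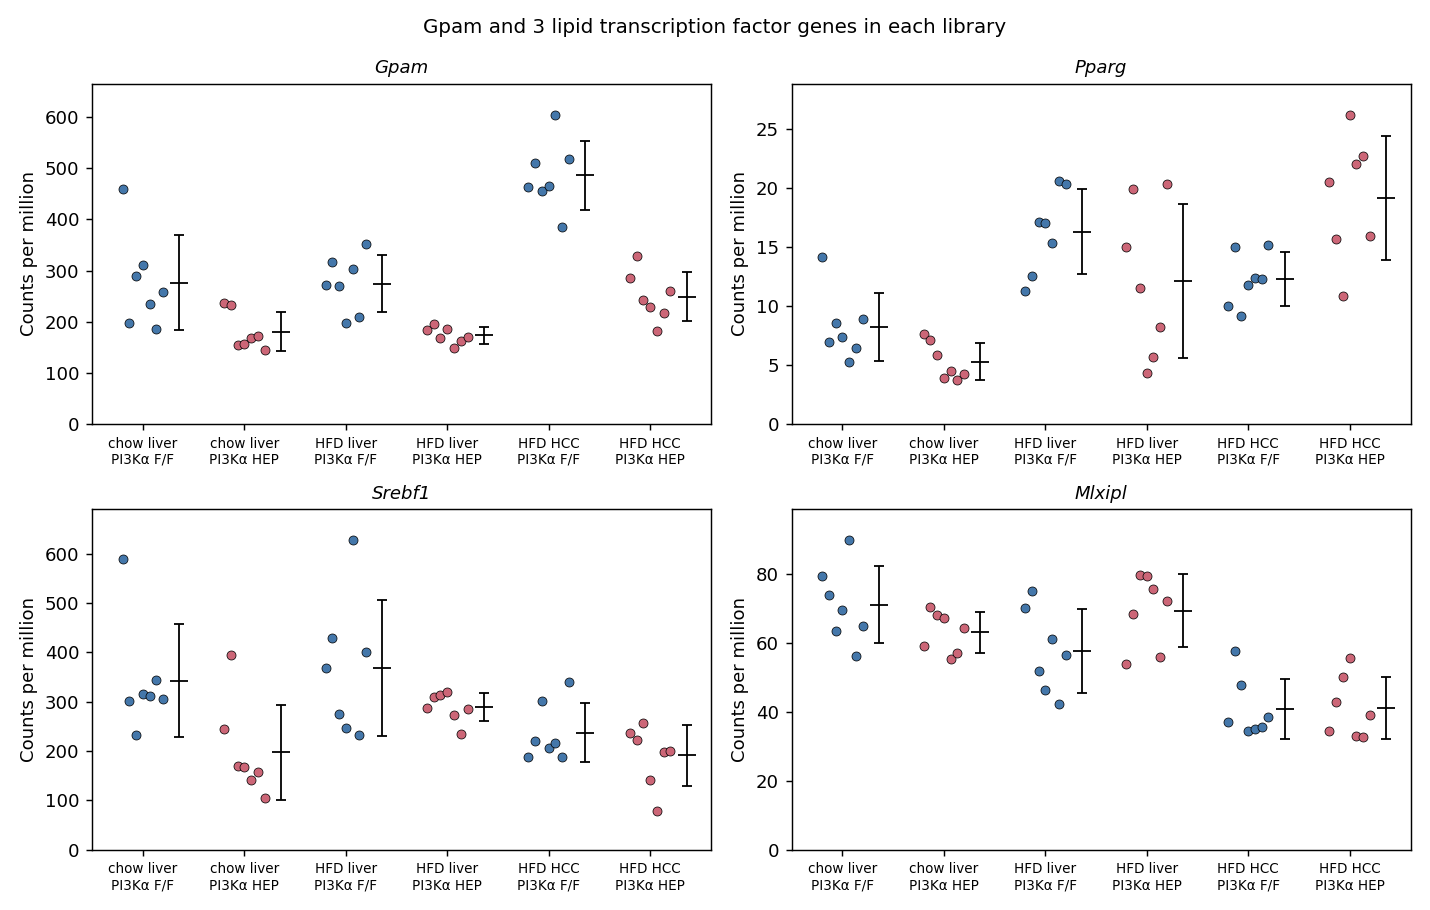
CPM (vertical axes, linear from 0) of Gpam, Pparg, Srebf1 and Mlxipl in each library by group (horizontal axes). Points are single mice (blue PI3Kα F/F or so labelled, red PI3Kα HEP) and the bar beside them is mean ± SD. The mean of Gpam is lower in PI3Kα HEP mice in all 3 conditions, and its ranges do not overlap in HCC. The log2 fold change of Srebf1 is below 0 in all 3 conditions as well, without a call. The ranges of Srebf1, Pparg and Mlxipl overlap between genotypes.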

### PI3Kα^HEP^ mice display reduced hepatocyte proliferation during carcinogen initiation

Although PI3Kα^HEP^ mice developed fewer tumors and smaller tumors compared with PI3Kα^F/F^ mice, regardless of the diet, we found reduced HCC proliferation only in PI3Kα^HEP^ mice fed a chow diet but not in mice fed an HFD (Fig. 1, Fig. 2). Hence, we hypothesized that PI3Kα is required for the acute hepatocyte proliferation induced by the carcinogen DEN during tumor initiation.

Compared with PBS control mice, at 12 h after DEN injection, PI3Kα^HEP^ mice injected with DEN showed a significant reduction in the number of Ki67-positive hepatocytes and reduced liver expression of cyclin D1 (Fig. 5A–C). PI3Kα^F/F^ mice also showed reduced cyclin D1 but not reduced proliferating hepatocytes, as assessed by Ki67 staining (Fig. 5A–C). DEN induced the number of apoptotic cells to a similar extent in PI3Kα^F/F^ mice and PI3Kα^HEP^ mice (Fig. 1A,D). As expected, at 24 h post-DEN injection, we observed in PI3Kα^F/F^ mice a significant increase in the number of Ki67-positive hepatocytes and increased liver cyclin D1 expression compared with PBS control-injected mice (Fig. 5E–G).

**Fig. 5:**
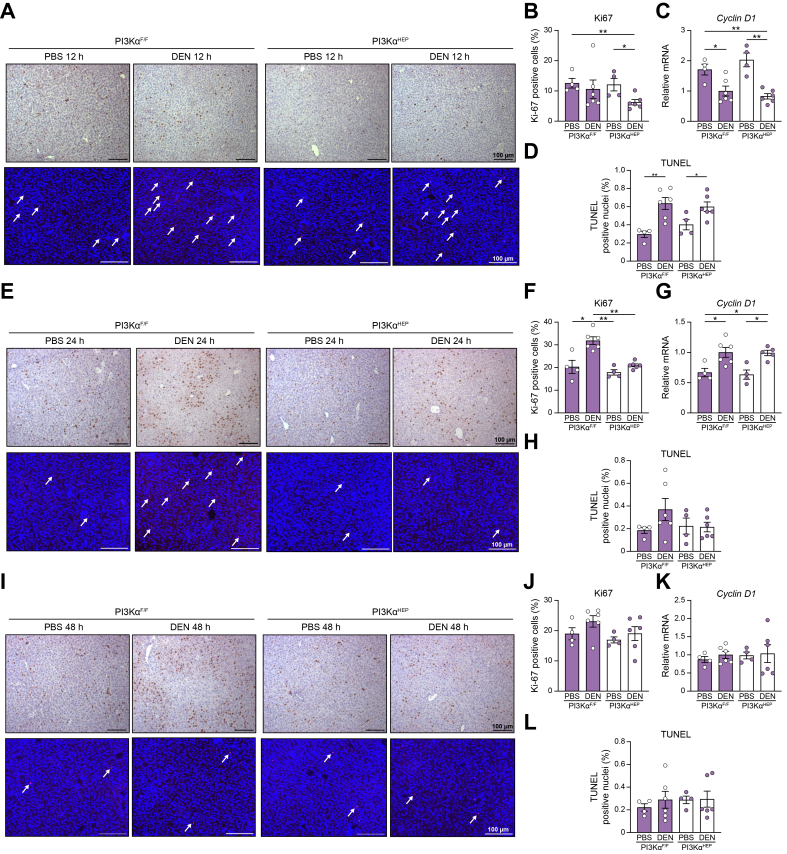
PI3Kα ablation reduces DEN-induced proliferation. (A,E,I) Ki-67 (top) and TUNEL assay (bottom) of 2-week-old PI3Kα^F/F^ and PI3Kα^HEP^ mice (A) 12 h, (E) 24 h, and (I) 48 h after DEN injection. (B) Quantification of Ki-67-positive nuclei in (A). (C) *Cyclin D1* mRNA abundance in the livers of (A). (D) Quantification of TUNEL-positive nuclei from (A). (F) Quantification of the Ki67-positive nuclei in (E). (G) *Cyclin D1* mRNA abundance in livers in (E). (H) Quantification of TUNEL-positive nuclei from (E). (J) Quantification of Ki-67-positive nuclei from (I). (K) Cyclin D1 mRNA abundance in the livers of (I). (L) Quantification of TUNEL-positive nuclei from (I). n = 4–6 mice per group. Data are mean±s.e.m. Statistical analysis was performed using Mann-Whitney. One asterisk (∗) for *p* ≤0.05, two asterisks (∗∗) for *p* ≤0.01. DEN, *N*-nitrosodiethylamine; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes; TUNEL, terminal deoxynucleotidyl transferase dUTP nick-end labeling.

However, this induction of hepatocyte proliferation was blunted in livers from PI3Kα^HEP^ (Fig. 5E–G). No significant difference was detected between genotypes in the number of apoptotic cells 24 h post-DEN injection. By 48 h post-DEN injection, there were no more differences in the number of Ki67-positive cells, Cyclin D1 expression, or TUNEL-positive hepatocytes. Overall, we concluded that hepatocyte PI3Kα was necessary for the acute induction of hepatocyte proliferation following DEN injection.

### PI3Kα is dispensable for AKT phosphorylation induced by HGF and EGF

We measured AKT and ERK phosphorylation in the livers of PI3Kα^F/F^ mice and PI3Kα^HEP^ mice 24 h after DEN injection, when we observed a difference in hepatocyte proliferation (Fig. 5). The results showed a similar abundance of AKT serine 473 phosphorylation and ERK phosphorylation in livers from PI3Kα^HEP^ and PI3Kα^F/F^ mice (Fig. 6A,B), indicating that PI3Kα controls hepatocyte proliferation independently of AKT phosphorylation. Acute hepatocyte proliferation in response to liver damage (*e.g.* after DEN exposure during tumor initiation) depends on HGF and EGF, the two most potent hepatocytic growth factors, which act as complete mitogens.^28^ Therefore, we also measured AKT and ERK phosphorylation in primary hepatocytes from PI3Kα^F/F^ mice and PI3Kα^HEP^ mice exposed to increasing doses of HGF and EGF. The results demonstrated that PI3Kα was dispensable for HGF and EGF signaling in primary mouse hepatocytes and that loss of PI3Kα was compensated for by another PI3K isoform (Fig. 6C–F).

**Fig. 6:**
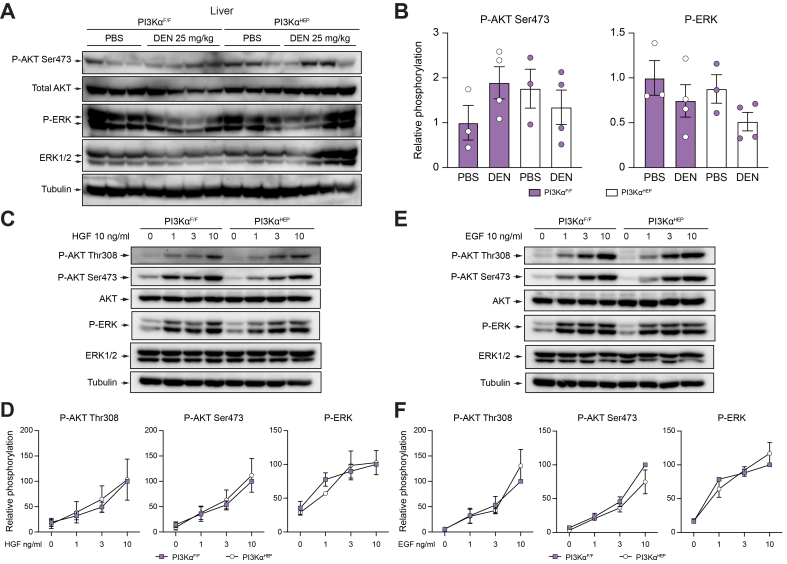
PI3Kα is dispensable for HGF and EGF signaling. (A) Immunoblot analysis of AKT and ERK phosphorylation in whole liver of mice 24 h after injection with DEN. (B) Quantification of blots in (A). (C,E) Immunoblot analysis of AKT and ERK phosphorylation in primary mouse hepatocytes exposed to increasing doses of (C) HGF and (E) EGF. (D) Quantification of immunoblots in (C). (F) Quantification of immunoblots in (E). n = 3–4 mice per genotype. Statistical analysis was performed using unpaired *t*-test for A-B and two-way ANOVA for C–F. DEN, *N*-nitrosodiethylamine; EGF, epidermal growth factor; HGF, hepatocyte growth factor; PI3K, phosphoinositide 3-kinase.

### AKT phosphorylation induced by HGF and EGF depends on redundant PI3Kα and PI3Kβ activities

To identify the PI3K isoform compensating for the loss of PI3Kα in HGF and EGF signaling in hepatocytes, we performed a pharmacological mapping using a panel of isoform-selective PI3K inhibitors. The lowest doses of the PI3Kβ-selective inhibitor GSK2636771 reduced HGF-induced AKT phosphorylation by >50% in primary hepatocytes from PI3Kα^F/F^ mice, and this was reduced to basal levels by 400 nM of GSK2636771 in primary hepatocytes from PI3Kα^HEP^ mice (Fig. 7A,B). These results indicate that HGF-induced AKT phosphorylation depends on PI3Kα and PI3Kβ. The PI3Kδ-selective inhibitor PIK294 and the PI3Kγ-selective inhibitor IPI549 inhibited AKT phosphorylation with similar potency in primary hepatocytes from PI3Kα^F/F^ mice and PI3Kα^HEP^ mice. However, AKT phosphorylation was effectively inhibited only at higher doses of PIK294 and IPI549, where there was no isoform selectivity (Fig. 8E–F). An almost identical pattern to that seen for HGF-induced AKT phosphorylation was also observed for EGF-induced AKT phosphorylation in primary hepatocytes from PI3Kα^F/F^ mice and PI3Kα^HEP^ mice treated with PI3K isoform-selective inhibitors (Fig. 7G–L).

**Fig. 7:**
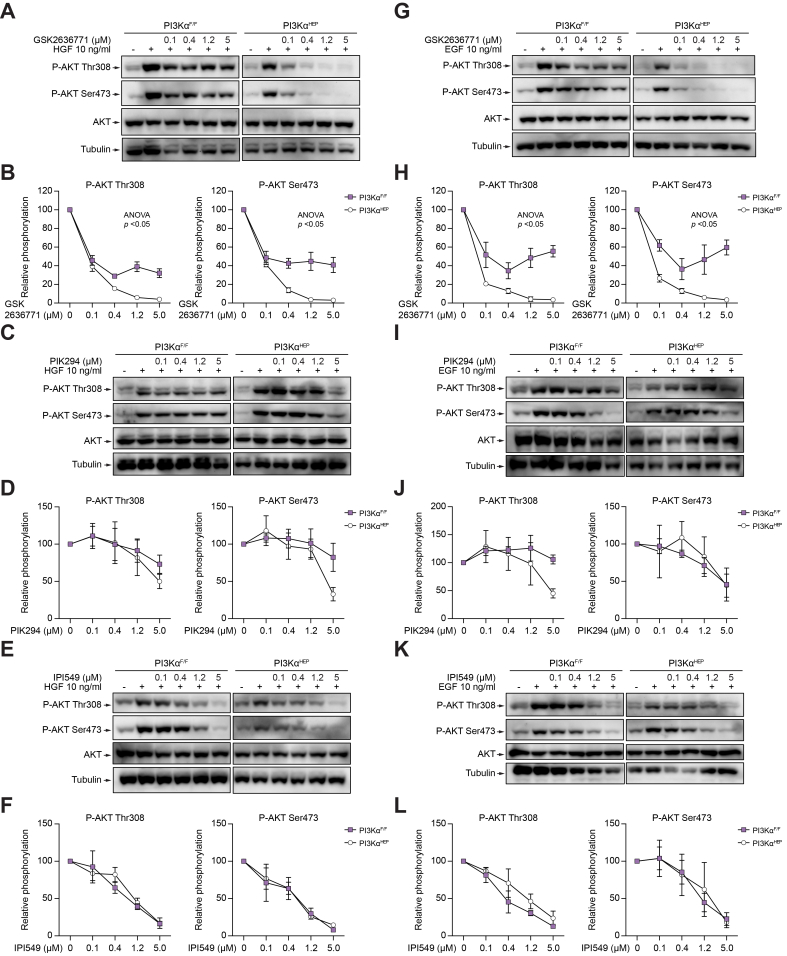
HGF and EGF signaling depend on PI3Kα and PI3Kβ. (A,C,E) Immunoblot analysis of AKT phosphorylation in primary mouse hepatocytes exposed to HGF and increasing doses of (A) the PI3Kβ-selective inhibitor GSK2636771, (C) the PI3Kδ-selective inhibitor PIK2954, and (E) the PI3Kγ-selective inhibitor IPI549 (B) Quantification of the blots in (A). (D) Quantification of the blots in (C). (F) Quantification of the blots in (E). (G,I,K) Immunoblot analysis of AKT phosphorylation in primary mouse hepatocytes exposed to EGF and increasing doses of (G) the PI3Kβ-selective inhibitor GSK2636771, (I) the PI3Kδ-selective inhibitor PIK2954, and (K) the PI3Kγ-selective inhibitor IPI549. (H) Quantification of the blots in (G). (J) Quantification of the immunoblots in (I). ((L) Quantifications of the immunoblots in (K). n = 3 mice per genotype and treatment. Data are mean ± s.e.m. Statistical analysis was performed using Mann-Whitney. One asterisk (∗) for *p* ≤0.05, two asterisks (∗∗) for *p* ≤0.01. EGF, epidermal growth factor; HGF, hepatocyte growth factor; PI3K, phosphoinositide 3-kinase.

**Fig. 8:**
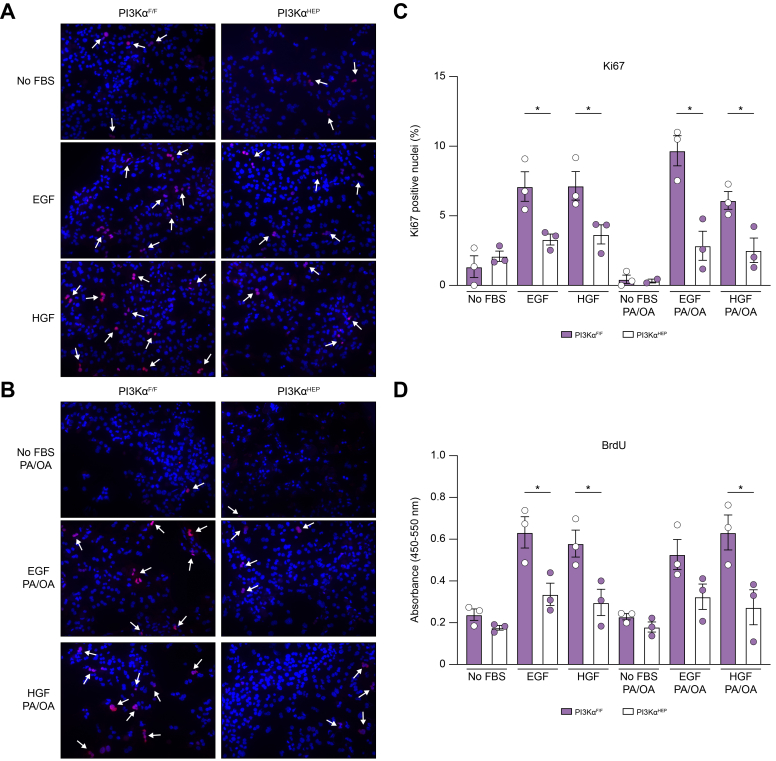
PI3Kα ablation reduces EGF and HGF-induced proliferation in primary murine hepatocytes. (A) Ki-67 immunostaining of primary mouse hepatocytes isolated from PI3Kα^F/F^ and PI3Kα^HEP^ mice cultured in FBS-free medium, or medium supplemented with EGF and HGF. (B) As in (A) but in the presence of a 1:2 mixture of PA and OA. (C) Quantification of Ki-67-positive nuclei shown in (A,B). (D) BrdU cell proliferation assay of primary mouse hepatocytes from PI3Kα^F/F^ and PI3Kα^HEP^ mice cultured in FBS-free medium, or medium supplemented with EGF and HGF in the absence or presence of a 1:2 mixture of PA and OA. n = 3 mice per genotype and treatment. Data are mean±s.e.m. Statistical analysis was performed using Mann-Whitney. One asterisk (∗) for *p* ≤0.05, two asterisks (∗∗) for *p* ≤0.01. EGF, epidermal growth factor; HGF, hepatocyte growth factor; OA, oleic acid; PA, palmitic acid; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes.

Overall, our results indicate that HGF- and EGF-induced AKT phosphorylation in primary mouse hepatocytes depends on the redundant activities of PI3Kα and PI3Kβ.

### Hepatocyte proliferation induced by HGF and EGF depends on PI3Kα

Motivated by our *in vivo* findings of the role of PI3Kα in hepatocyte proliferation in response to the DEN injection (Fig. 5A,B,E,F), we investigated the role of PI3Kα in the effects of HGF and EGF on the proliferation of cultured primary hepatocytes from PI3Kα^F/F^ mice and PI3Kα^HEP^ mice. Primary hepatocytes were either serum starved for 24 h or incubated with either EGF or HGF in the absence of serum. To investigate the effects of lipids on hepatocyte proliferation, cells were also incubated with a 500 μM mixture of fatty acids (1:2 PA and OA) starting 24 h before serum starvation, for a total of 48 h. Compared with primary hepatocytes from PI3Kα^F/F^ mice, Ki67 immunostaining showed fewer Ki67-positive nuclei in primary hepatocytes from PI3Kα^HEP^ mice treated with HGF or EGF (Fig. 8A–C), indicating a role of PI3Kα in hepatocyte proliferation induced by HGF and EGF. This difference was independent of the presence of lipids in the medium. This result was confirmed by the BrdU incorporation assay, which directly measures cell proliferation. Indeed, hepatocytes from PI3Kα^HEP^ mice showed reduced BrdU incorporation after exposure to either EGF or HGF, with the exception of hepatocytes treated with EGF in the presence of PA/OA, where the difference did not achieve statistical significance.

Altogether, our results indicate that the effects of EGF and HGF on the proliferation of cultured primary hepatocytes depend on PI3Kα, despite normal AKT phosphorylation.

## Discussion

Several lines of evidence implicate hepatocyte PI3K-AKT signaling in the development of HCC.[5], [6], [7], [8], [9] However, pan-inhibition of PI3K activity is unlikely to achieve a satisfactory therapeutic index because it is associated with liver damage and severe hyperglycemia and hyperinsulinemia.[12], [13], [14] Importantly, complete blockage of AKT-mTORC1 signaling in mice causes chronic liver damage and HCC.^15^^,^^16^ Therefore, both excessive and insufficient PI3K signaling were associated with HCC. In this study, we showed that mice lacking PI3Kα in their hepatocytes displayed markedly reduced carcinogen-induced HCC, regardless of diet (chow or HFD). This finding is highly relevant to patients with fatty liver disease, given that the incidence of MASLD-related HCC is increasing. The reduced tumor burden in mice lacking PI3Kα in their hepatocytes could be partially explained by reduced HCC proliferation, and partly by reduced hepatocyte proliferation induced 24 h after carcinogen administration. Indeed, damage-induced hepatocyte proliferation, such as that acutely induced by DEN, has been linked to tumor initiation in a variety of experimental conditions.^28^ To our surprise, loss of PI3Kα did not alter AKT phosphorylation in either normal liver or HCC of mice fed either a chow diet or an HFD. Loss of PI3Kα also did not alter AKT phosphorylation in mice 24 h after DEN injection. PI3Kα was also dispensable for AKT phosphorylation induced by HGF and EGF, the two most potent hepatocytic growth factors driving hepatocyte proliferation following liver damage (*e*.*g*. the damage induced by DEN).^28^ Indeed, we found that AKT phosphorylation induced by HGF and EGF in hepatocytes depended on the redundant activities of PI3Kα and PI3Kβ. We have previously reported that insulin-induced hepatocyte AKT phosphorylation also depends on the redundant activities of PI3Kα and PI3Kβ.^4^ Thus, it is unlikely that AKT phosphorylation in PI3Kα^HEP^ mice is affected by the feeding state. Nonetheless, loss of PI3Kα in hepatocytes had significant effects on gene expression in HCC and normal liver. Compared with HCC from PI3Kα^F/F^ mice, HCC from PI3Kα^HEP^ mice kept on HFD showed 890 DEGs, with a gene expression signature indicating increased proinflammatory gene expression and decreased expression of several genes involved in lipid metabolism and lipid transport. In the normal liver of the same PI3Kα^F/F^ and PI3Kα^HEP^ mice, we found 1,814 DEGs in HFD and 1,418 DEGs in the chow diet. For both diets, we also observed decreased expression of several genes implicated in lipid metabolism and lipid transport in PI3Kα^HEP^ mice compared with PI3Kα^F/F^ mice. Although this gene expression signature was observed in mice fed either a chow diet or an HFD, there was a substantial difference in the specifically DEGs, all of which pertained to the same GO terms. This pattern of gene expression, together with the fact that AKT phosphorylation was similar in livers from PI3Kα^HEP^ and PI3Kα^F/F^ mice, indicates a general role of PI3Kα in the control of lipid metabolism, which is unlikely to be linked to a linear pathway to a specific transcription factor. This pattern of gene expression was associated with the absence of lipid droplet formation in the livers of PI3Kα^HEP^ mice.

The lack of lipid droplet formation in PI3Kα^HEP^ mice has been previously described by others.^29^^,^^30^ However, here we dissociate this phenotype from elevated blood glucose and show that it occurs in the presence of normal AKT phosphorylation. This finding suggests a specific role for PI3Kα activity in lipid metabolism, which is independent of AKT and is not compensated for by PI3Kβ or other PI3K isoforms. The fact that we observed reduced HCC proliferation in PI3Kα^HEP^ mice fed a chow diet but not in mice fed an HFD suggests that PI3Kα is important in producing lipids that promote HCC proliferation, which might be compensated for by dietary lipids. Indeed, this was the case for triglycerides. It is also possible that this metabolic phenotype is responsible for the reduction in the proliferation induced acutely by the carcinogen DEN. Indeed, this reduced proliferation also occurred despite normal AKT phosphorylation in livers lacking PI3Kα, and PI3Kα was dispensable for AKT phosphorylation induced by the most potent hepatocytic growth factors, HGF and EGF. Nonetheless, primary hepatocytes lacking PI3Kα showed reduced proliferation in response to HGF and EGF, which is consistent with a role for PI3Kα in hepatocyte proliferation independent of AKT phosphorylation.

In conclusion, we found that the loss of PI3Kα in the hepatocyte protected mice from DEN-induced HCC occurs despite normal AKT phosphorylation in both HCC and the normal liver, the latter after both chronic and acute DEN exposure. AKT phosphorylation induced by HGF and EGF in primary hepatocytes was mediated by redundant PI3Kα and PI3Kβ activities. Nonetheless, loss of hepatocyte PI3Kα activity was associated with reduced hepatocyte proliferation induced by HGF and EGF, significant changes in gene expression, particularly in lipid metabolism and lipid transport, and PI3Kα activity was essential for the formation of lipid droplets. We hypothesize that this metabolic phenotype is implicated in the reduced proliferation observed in HCC of PI3Kα^HEP^ mice and in hepatocytes from these mice 24 h after exposure to the carcinogen DEN. However, this remains to be demonstrated.

Our study has some limitations. We investigated only one HCC model and it will be important to investigate other HCC models with varying degrees of liver damage. Furthermore, we did not measure phosphoinositide levels and, therefore, cannot exclude reduced PIP3 production in PI3Kα^HEP^ mice. Finally, we measured AKT phosphorylation *in vivo* only in the morning and, therefore, we cannot exclude that PI3Kα^HEP^ mice display reduced AKT phosphorylation at other specific circadian times. However, circadian AKT phosphorylation in hepatocytes depends on feeding and insulin, and we previously showed that insulin signaling in hepatocytes depends on redundant PI3Kα and PI3Kβ activities.^4^

Although this has not yet been formally demonstrated in humans, our results indicate that hepatocyte PI3Kα is a potentially actionable therapeutic target for HCC in lean patients and patients with obesity.

## Abbreviations

ALT, alanine aminotransferase; DEG, differentially expressed gene; DEN, *N*-nitrosodiethylamine; EGF, epidermal growth factor; GO, Gene Ontology; GTT, glucose tolerance test; HCC, hepatocellular carcinoma; HFD, high-fat diet; HGF, hepatocyte growth factor; ITT, insulin tolerance test; MASLD, metabolic dysfunction-associated steatotic liver disease; OA, oleic acid; PA, palmitic acid; PI3K, phosphoinositide 3-kinase; PI3Kα^F/F^, PI3Kα LoxP floxed; PI3Kα^HEP^, mice specifically lacking PI3Kα in their hepatocytes; PTEN, phosphatidylinositol (3,4,5)-trisphosphate phosphatase; RT, room temperature; TUNEL, Terminal deoxynucleotidyl transferase dUTP nick-end labeling.

## Authors’ contributions

Performed experiments, analyzed data, and contributed to manuscript writing: BB. Performed experiments and analyzed data: CS, ACG. Analyzed data and contributed to manuscript writing: BE. Analyzed data: TP, KH. Procured funding, designed experiments, analyzed data, and wrote the manuscript: GS.

## Data availability statement

Original immunoblots images are available at Mendeley data (https://doi.org/10.17632/g6fndymznk.1). mRNA sequencing data are available on GEO (GSE302836). The code for downstream analysis of transcriptomics is available on Figshare (https://doi.org/10.6084/m9.figshare.29931302) or GitHub (https://github.com/Bart-Edelbroek/PI3Ka_HCC).

## Financial support

This study was supported by funding from the 10.13039/501100004359Swedish Research Council (2022-01033), The 10.13039/501100002794Cancerfonden (232829 Pj), and the 10.13039/501100008550Diabetesfonden (DIA2022-753).

## Conflicts of interest

The authors declare no conflicts of interest.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Loss of hepatocyte PI3Kα reduces hepatocellular carcinoma and hepatocyte proliferation in association with altered lipid metabolism
**Source:** JHEP Rep. 2026 Apr 15;8(7):101847. doi: 10.1016/j.jhepr.2026.101847
**Supplement:** Multimedia component 1

Loss of hepatocyte PI3K α protects mice from hepatocellular carcinoma in association with altered lipid metabolism gene expression

Barbara Becattini, Claudia Sardi, Bart Edelbroek, Amit Chand Gupta, Toshima Parris,
Khalil Helou, Giovanni Solinas

Table of contents

Supplementary figures	2

Fig. S1

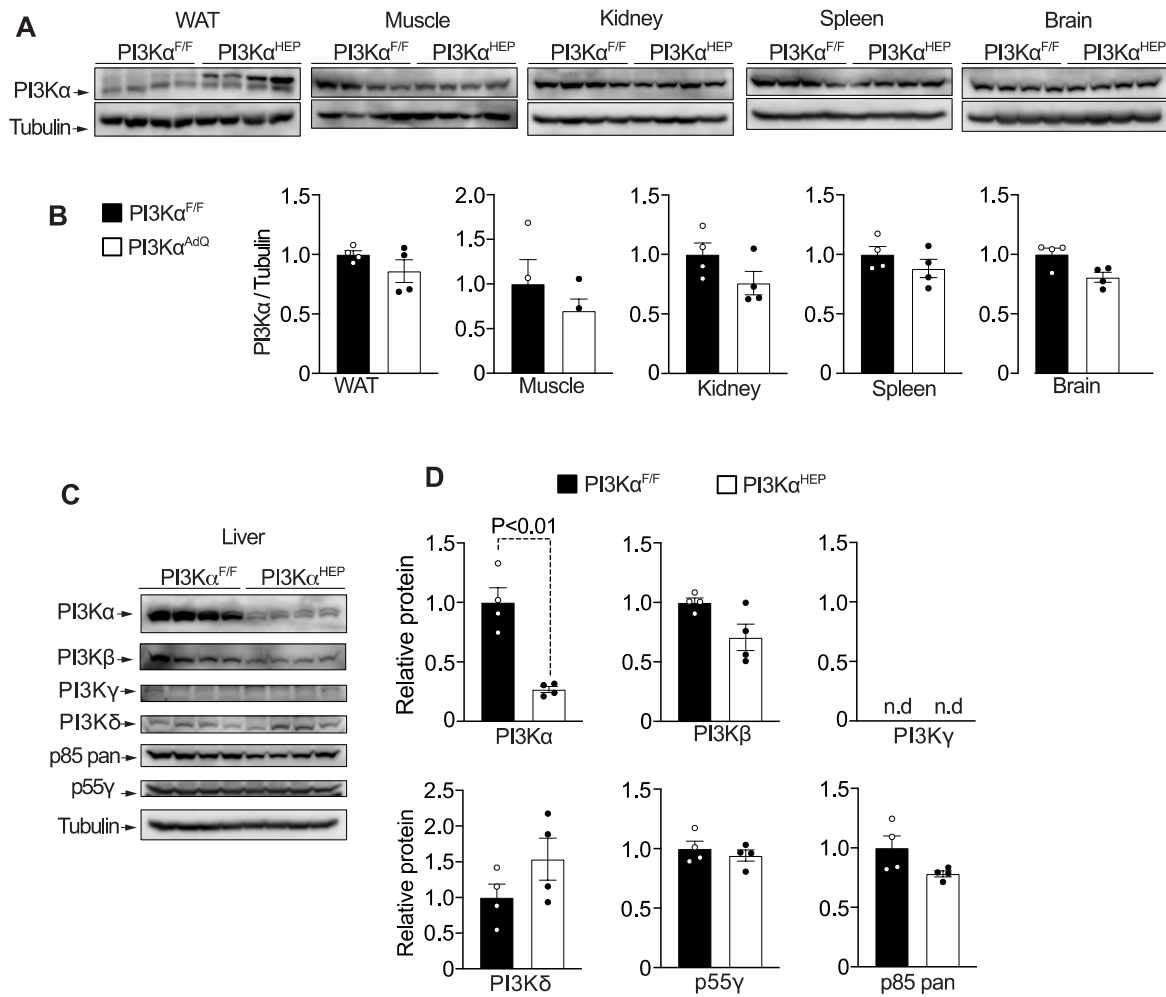

Fig. S1. (Related to Fig. 1). Characterization of PI3Kα deletion in PI3Kα^{Hep} mice.

(A) Immunoblots analysis of PI3Kα abundances in white adipose tissue (WAT) muscle, kidney, spleen, and brain. (B) Quantifications of the blots in A. (C) Immunoblot analysis of different class-1 PI3K in the liver of PI3Kα^{Hep} mice and PI3Kα^{F/F} mice. (D) Quantifications of the blots in C. Data are represented as means, and error bars indicate standard errors. Statistical analysis was performed using Mann-Whitney.

n=4 mice per group.

Fig. S2

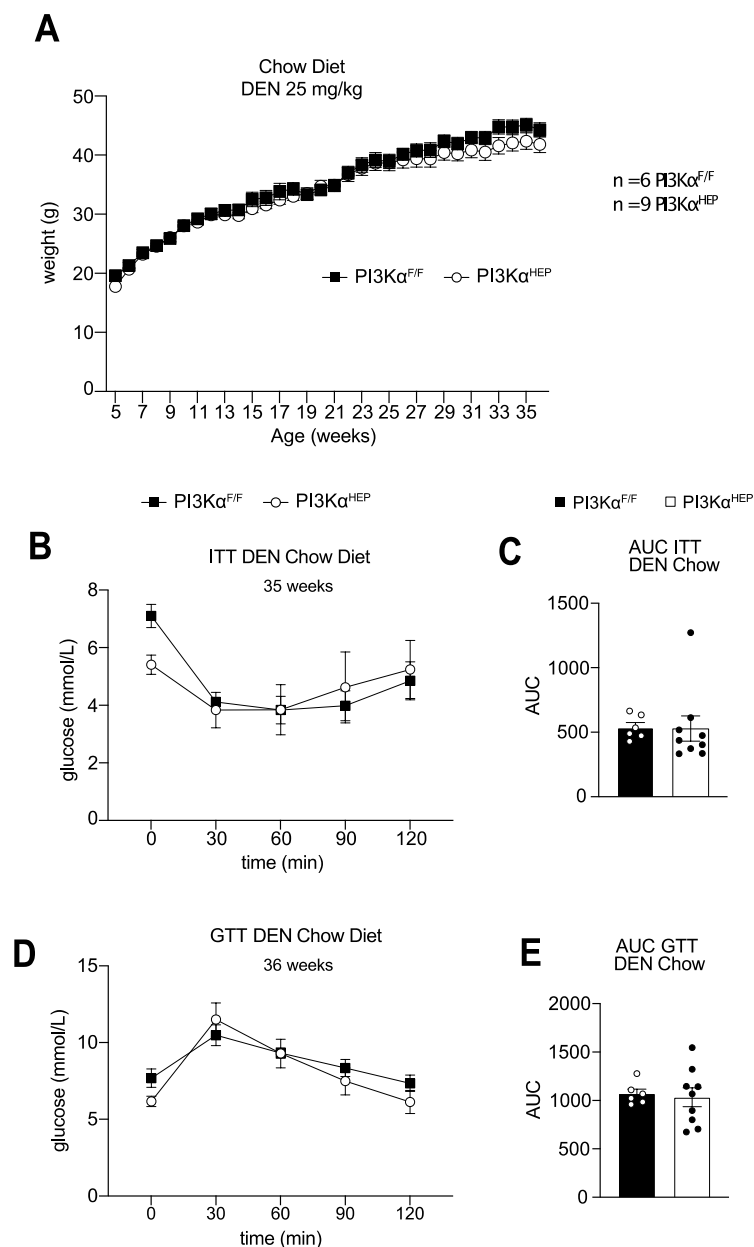

Fig. S2. (Related to Fig. 1). Loss of hepatocyte PI3K α has a negligible impact on growth and glucose homeostasis in DEN-injected mice fed a chow diet.

(A) Growth curve of PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on a chow diet. (B) Insulin tolerance test (ITT) of the mice from A at the age of 35 weeks. (C) Area under the curves of the ITT in B. (D) Glucose tolerance test (GTT) of the mice in A at the age of 36 weeks. (E) Area under the curve of the GTT in D. n=6-9 mice

Data are represented as means, and error bars indicate standard errors. Statistical analysis was performed using Mann-Whitney for C and E, and two-way ANOVA for A,B, D.

Fig. S3

A

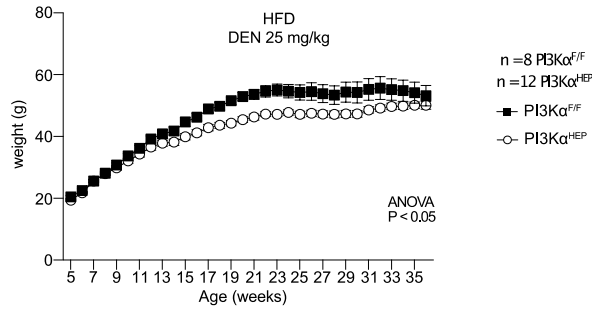

B

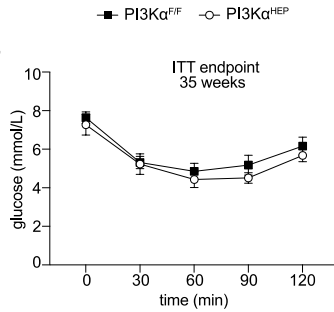

C

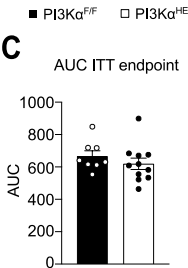

D

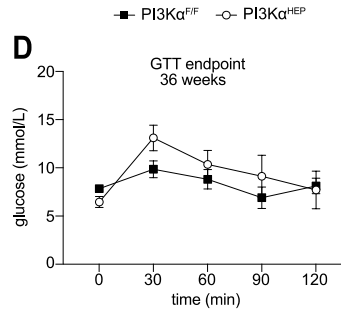

E

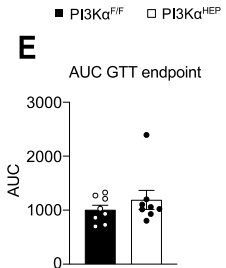

F

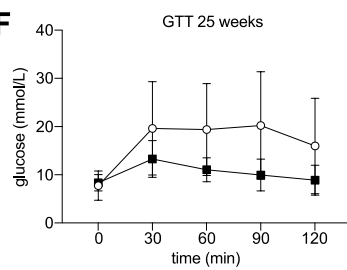

G

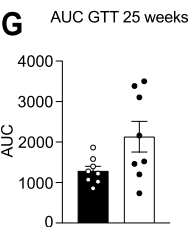

H

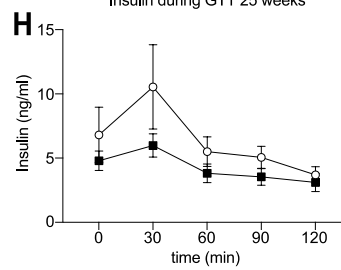

I

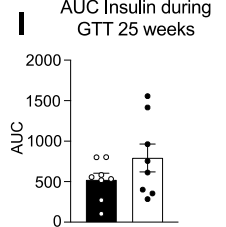

Fig. S3. (Related to Fig. 1) Loss of hepatocyte $PI3K\alpha$ has a mild impact on growth and glucose homeostasis in DEN-injected mice fed an obesogenic HFD.

(A) Growth curve of $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on an HFD. (B) Insulin tolerance test (ITT) of the mice from A at the age of 35 weeks. (C) Area under the curves of the ITT in B. (D) Glucose tolerance test (GTT) of the mice in A at the age of 36 weeks. (E) Area under the curve of the GTT in D. (F) GTT of the mice in A at the age of 25 weeks. (G) Area under the curve of the GTT in F. (H) Serum insulin during the GTT in F. (I) Area under the curve of the insulin levels in H. $n=8-12$ mice for A, $n=8$ mice for B-I. Data are represented as means, and error bars indicate standard errors. Statistical analysis was performed using Mann-Whitney for C, E, D, I and two-way ANOVA for A, B, D, F, H.

Fig. S4

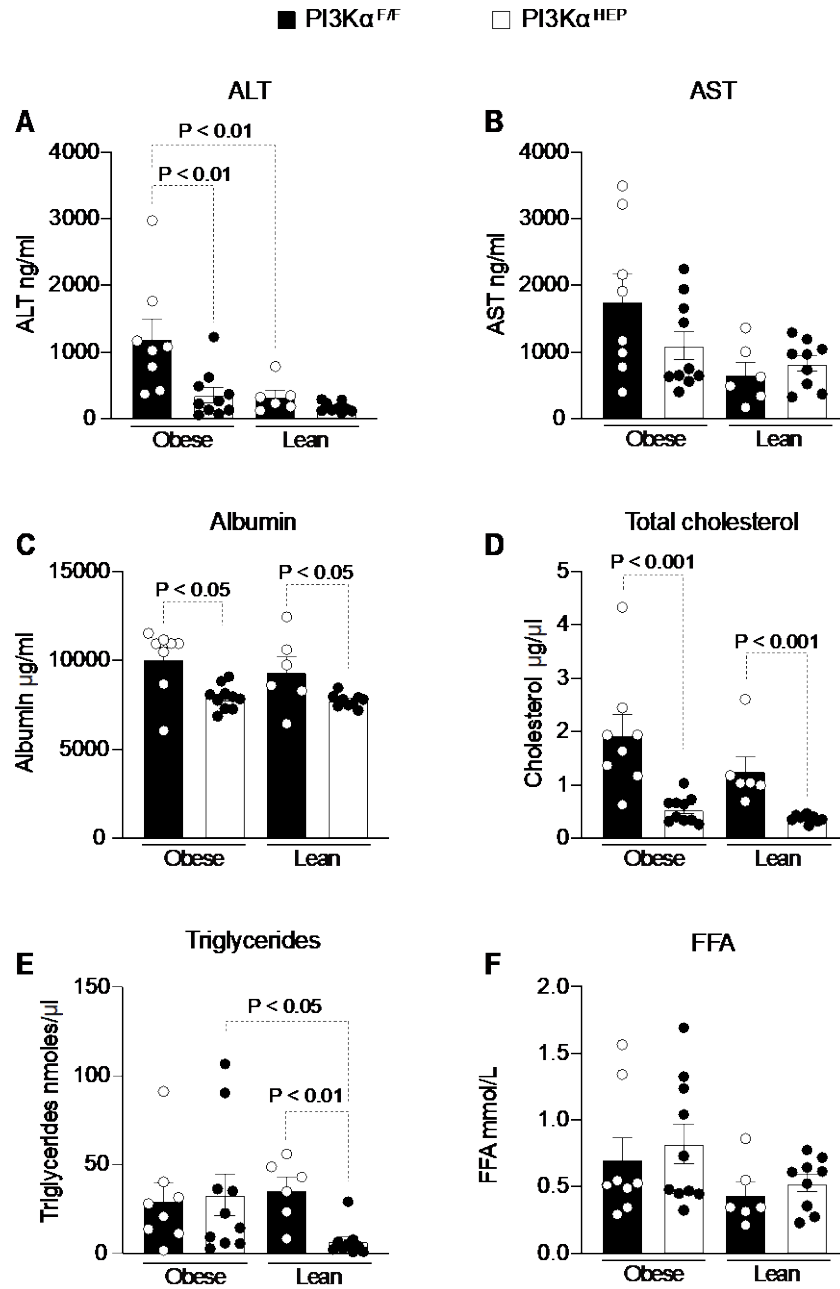

Fig. S3. (Related to Fig. 1) Liver enzymes and circulating lipids.

(A) Serum abundance of Alanine Aminotransferase (ALT). (B) Serum abundance of Aspartate Aminotransferase (AST). (C) Serum abundance of Albumin. (D) Serum abundance of total cholesterol. (E) Serum abundance of triglycerides. (F) Serum abundance of Free fatty acids (FFA). n=6-10 mice per group. Data are represented as means, and error bars indicate standard errors. Statistical analysis was performed using Mann-Whitney.

Fig. S5

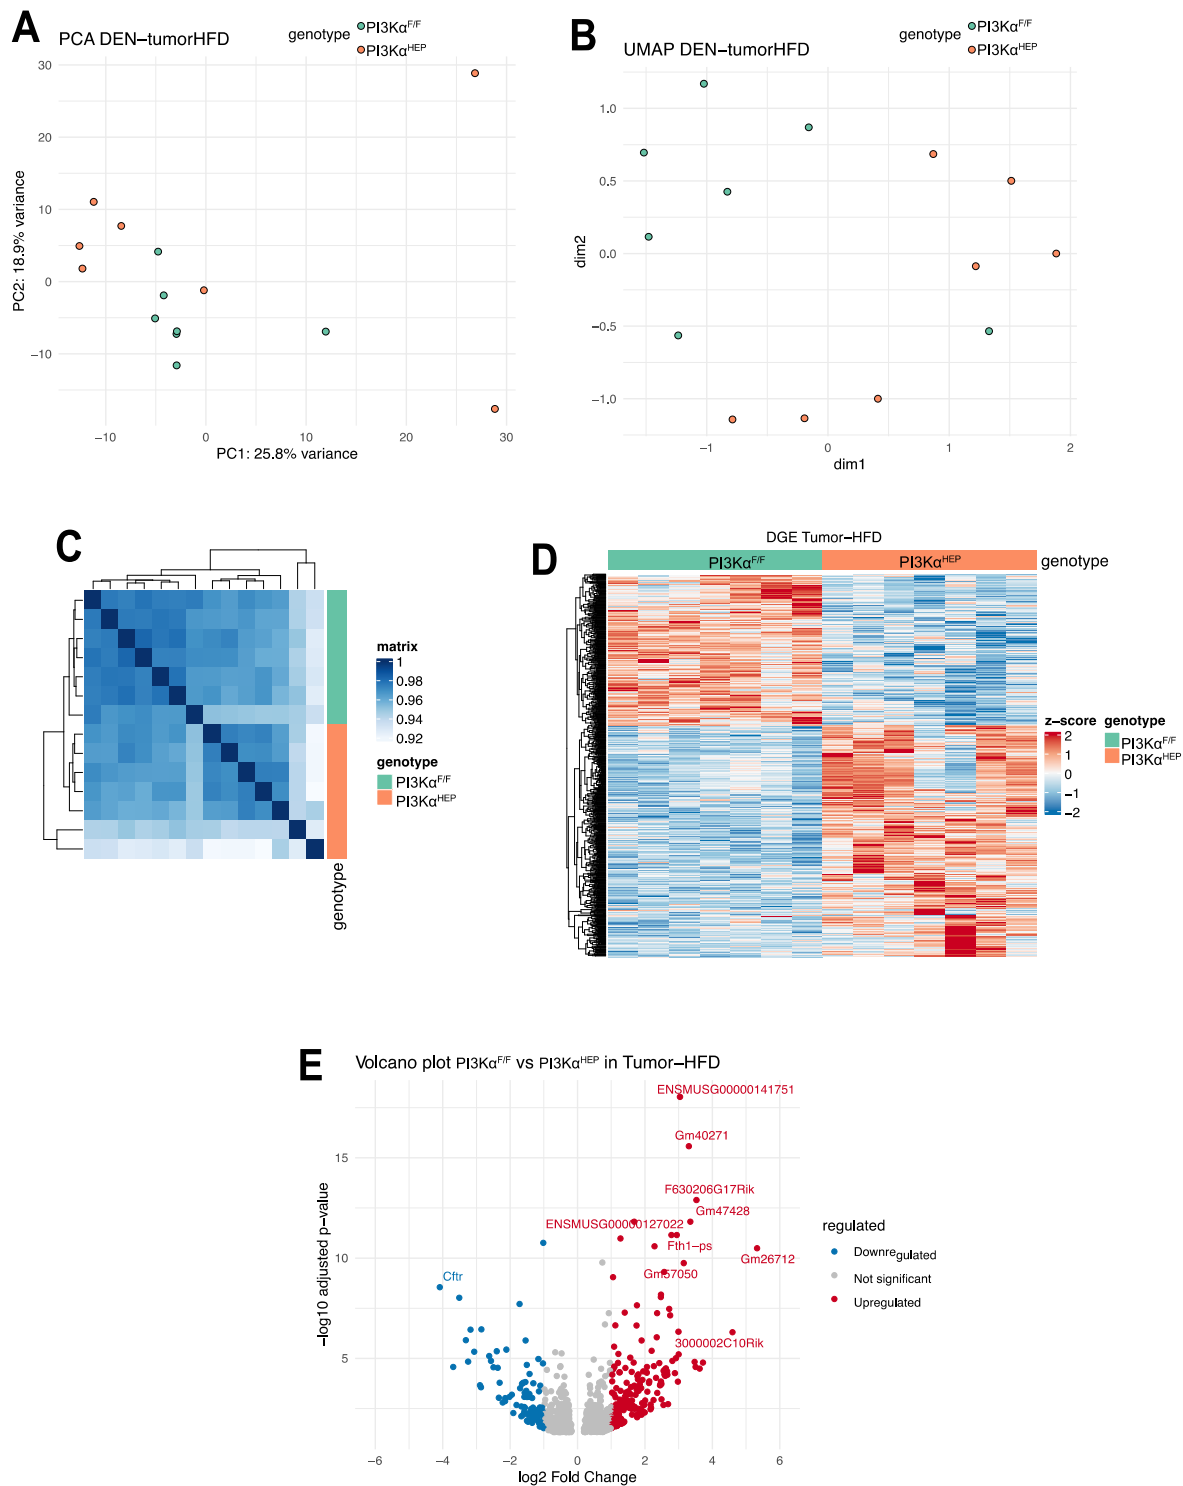

Fig. S5. (Related to Fig. 3) Dimensional analysis and differentially expressed genes in HCC from PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on an HFD.

(A) Principal component analysis (PCA) of mRNA Sequencing data from HCC of PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on an HFD from Figure 3. (B) Uniform Manifold Approximation and Projection (UMAP) analysis of mRNA sequencing data from HCC of PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on an HFD from Figure 3. (C) Clustered Spearman correlation matrix from the data above. (D) Heatmap showing z-scores of differentially expressed genes from HCC of PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on an HFD from Figure 3. Each row contains expression of one differentially expressed gene ($n = 890$, adj. p-value < 0.05). Each column represents the expression in one biological replicate ($n = 7$). (E) Volcano plot of the differentially expressed genes in D, marked as downregulated ($\log_2$ fold change < -1) or upregulated ($\log_2$ fold change > 1). The top 10 genes are labeled, based on the product of the absolute fold change and $-\log_{10}$ adj. p-value. Statistical analysis was performed using BH-adjusted Wald test $n=7$ mice per genotype.

Fig. S7

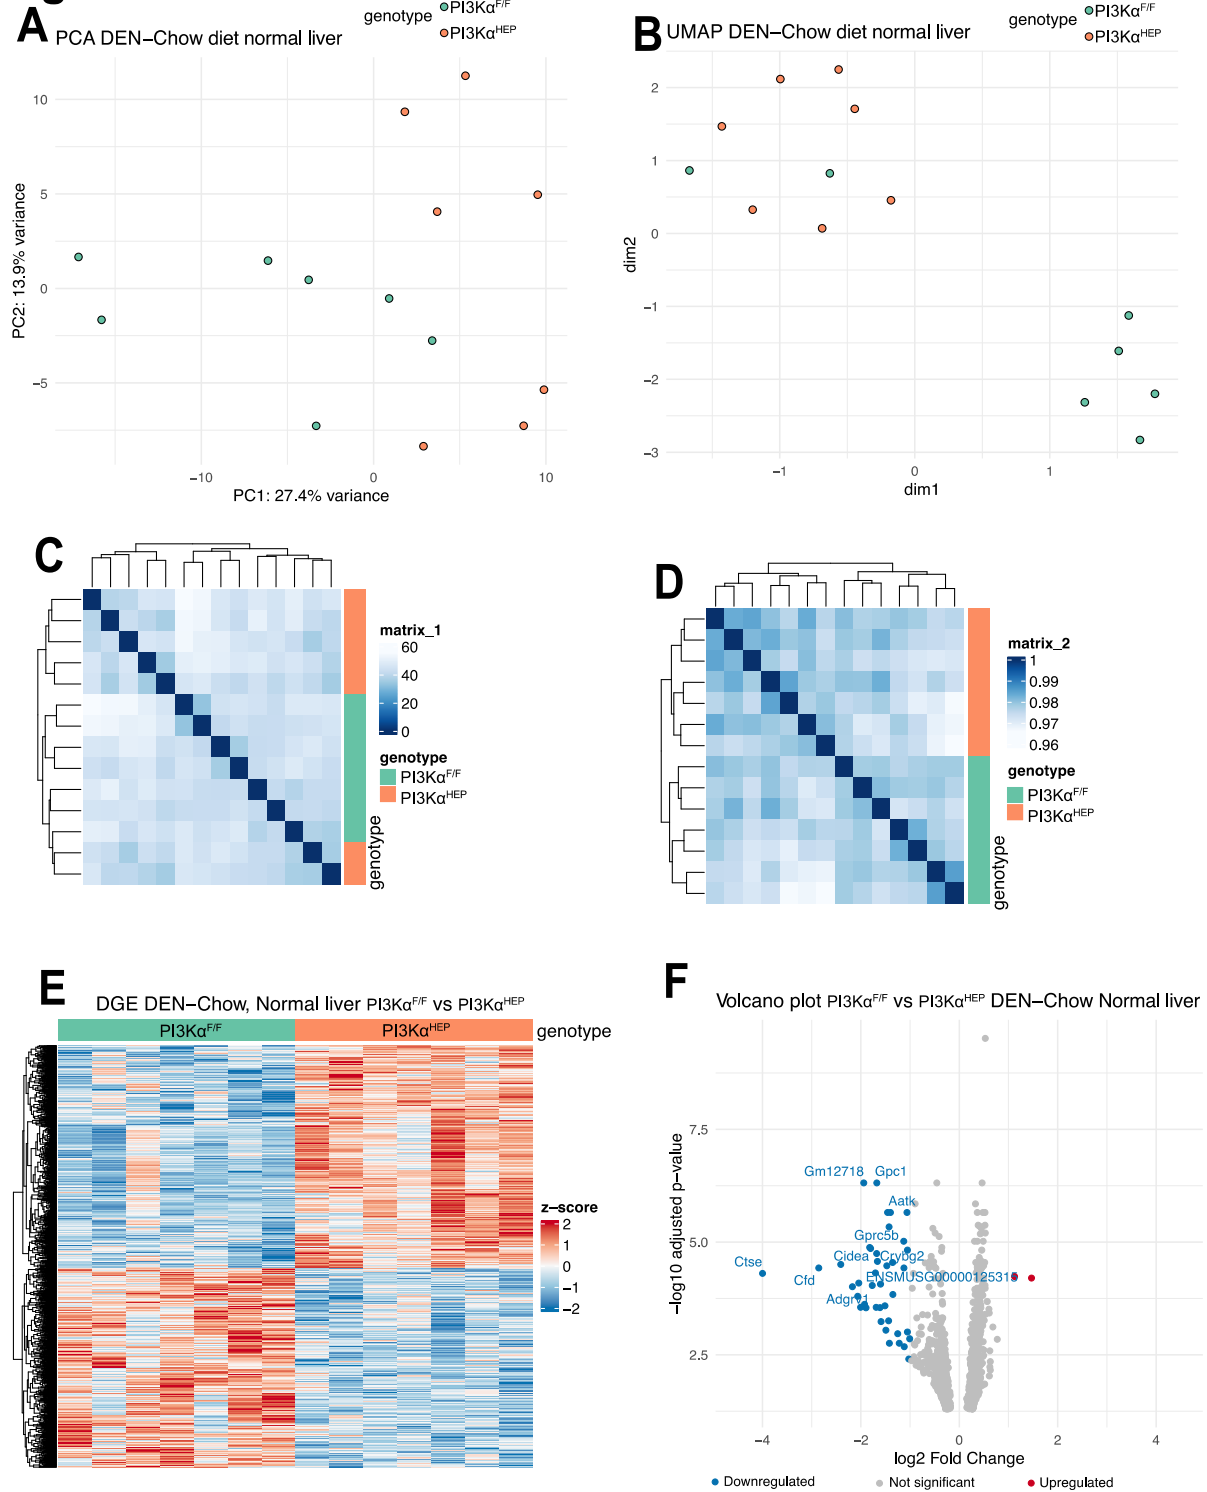

Fig. S7. (Related to Fig. 4) Dimensional analysis and differentially expressed genes in normal livers from PI3K $\alpha^{F/F}$ and PI3K α^{HEP} mice kept on a chow diet.

- (A) Principal component analysis (PCA) of mRNA Sequencing data from normal livers of $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on a chow diet from Figure 4.
- (B) Uniform Manifold Approximation and Projection (UMAP) analysis of mRNA Sequencing data from above.
- (C) Clustered Euclidian distance matrix from the data above.
- (D) Clustered Spearman correlation matrix from the data above.
- (E) Heatmap showing z-scores of differentially expressed genes from normal liver tissue of $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on chow diet from Figure 4. Each row contains expression of one differentially expressed gene ($n = 1418$, adj. p-value < 0.05). Each column represents the expression in one biological replicate ($n = 7$).
- (F) Volcano plot of the differentially expressed genes in E, marked as downregulated ($\log_2$ fold change < -1) or upregulated ($\log_2$ fold change > 1). The top 10 genes are labeled, based on the product of the absolute fold change and $-\log_{10}$ adj. p-value.
- Statistical analysis was performed using BH-adjusted Wald test. $n=7$ mice per genotype.

Fig. S8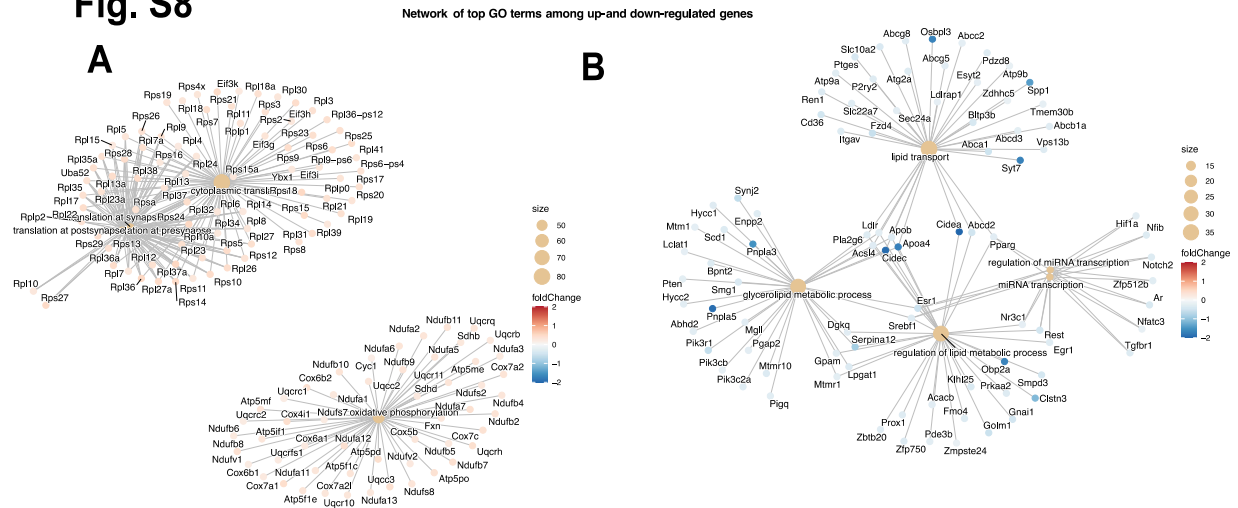**Fig. S8. (Related to Fig. 4) Network of top gene ontology terms (Chow diet)**

(A) Network of the most significant gene ontology terms of upregulated genes and their associated upregulated genes in the normal liver of $PI3K\alpha^{HEP}$ mice kept on a chow diet from Figure 4. Gene nodes are colored according to $\log_2$ fold change.

(B) Network of the most significant gene ontology terms of downregulated genes and their associated downregulated genes in the normal liver of $PI3K\alpha^{HEP}$ mice kept on a chow diet from Figure 4. Gene nodes are colored according to $\log_2$ fold change.

n=7 mice per genotype.

Fig. S9

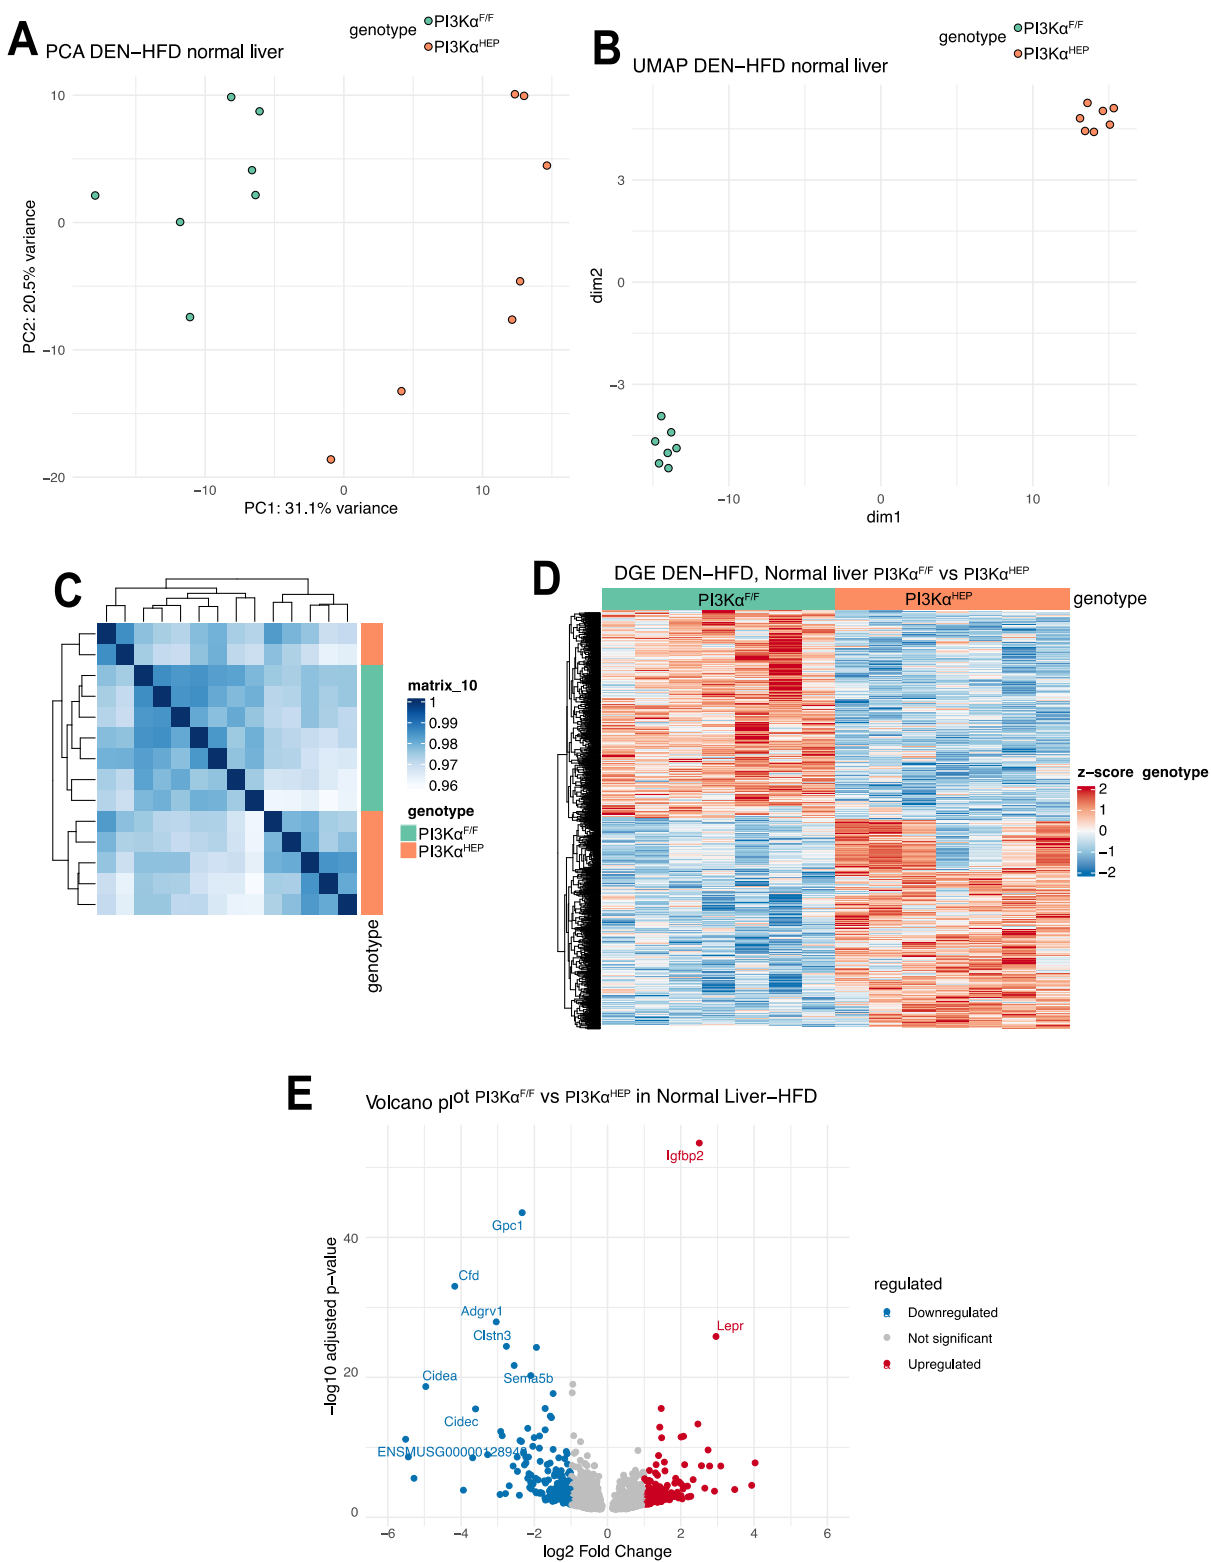

Fig. S9. (Related to Fig. 4) Dimensional analysis and differentially expressed genes in normal livers from $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on HFD

(A) Principal component analysis (PCA) of mRNA Sequencing data from normal livers of $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on an obesogenic HFD from Figure 4.

(B) Uniform Manifold Approximation and Projection (UMAP) analysis of mRNA Sequencing data from above.

(C) Clustered Spearman correlation matrix from the data above.

(D) Heatmap showing z-scores of differentially expressed genes from normal livers of $PI3K\alpha^{F/F}$ and $PI3K\alpha^{HEP}$ mice kept on HFD from Figure 4. Each row contains expression of one differentially expressed gene ($n = 1814$, adj. p-value < 0.05). Each column represents the expression in one biological replicate ($n = 7$).

(E) Volcano plot of the differentially expressed genes in D, marked as downregulated ($\log_2$ fold change < -1) or upregulated ($\log_2$ fold change > 1). The top 10 genes are labeled, based on the product of the absolute fold change and $-\log_{10}$ adj. p-value. Statistical analysis was performed using BH-adjusted Wald test. $n=7$ mice per genotype.

Fig. S10

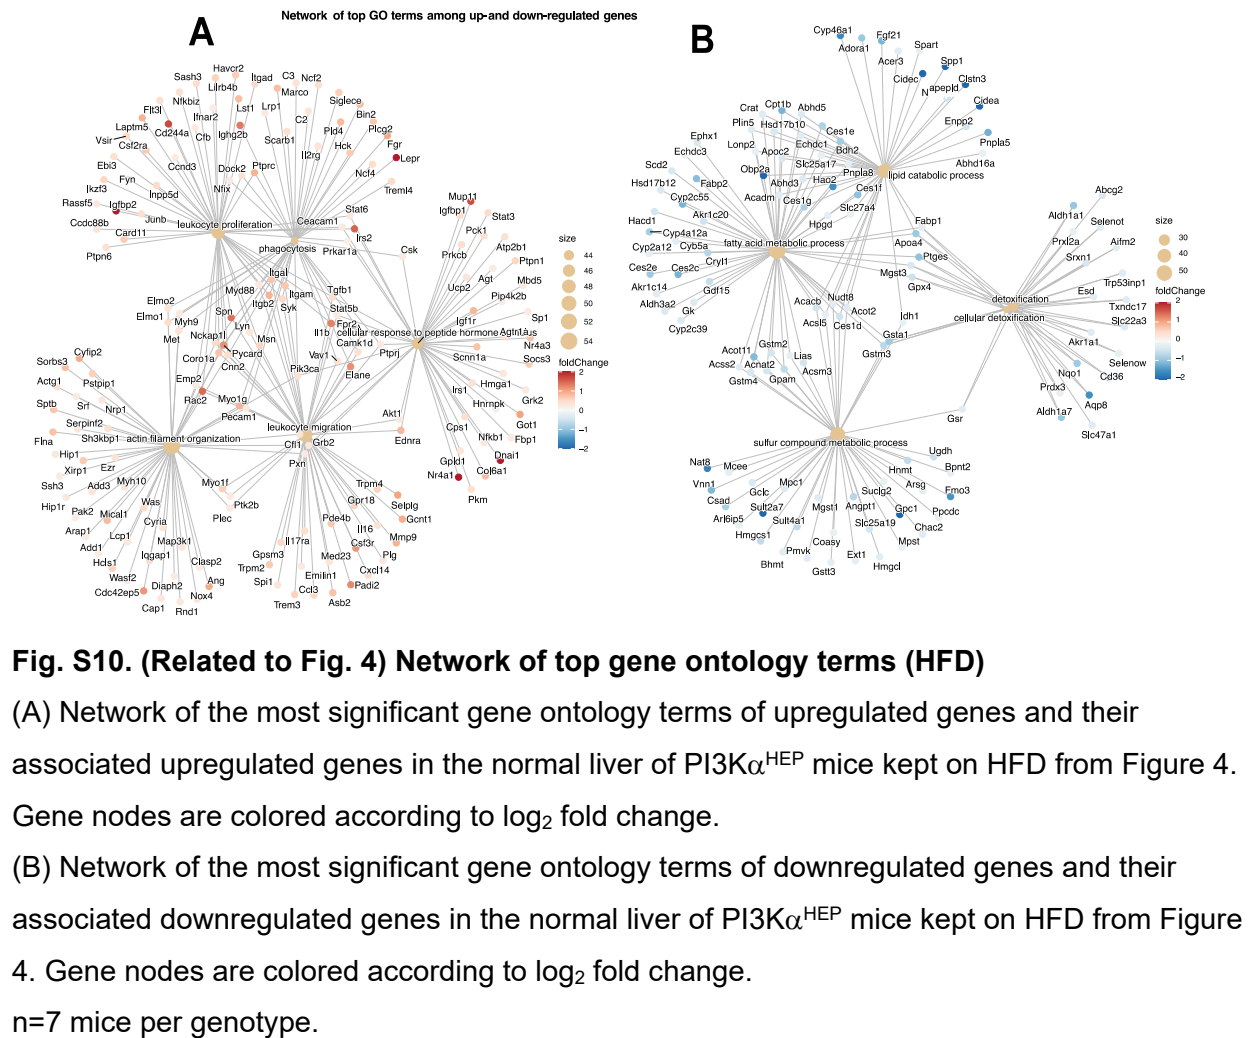

Fig. S11

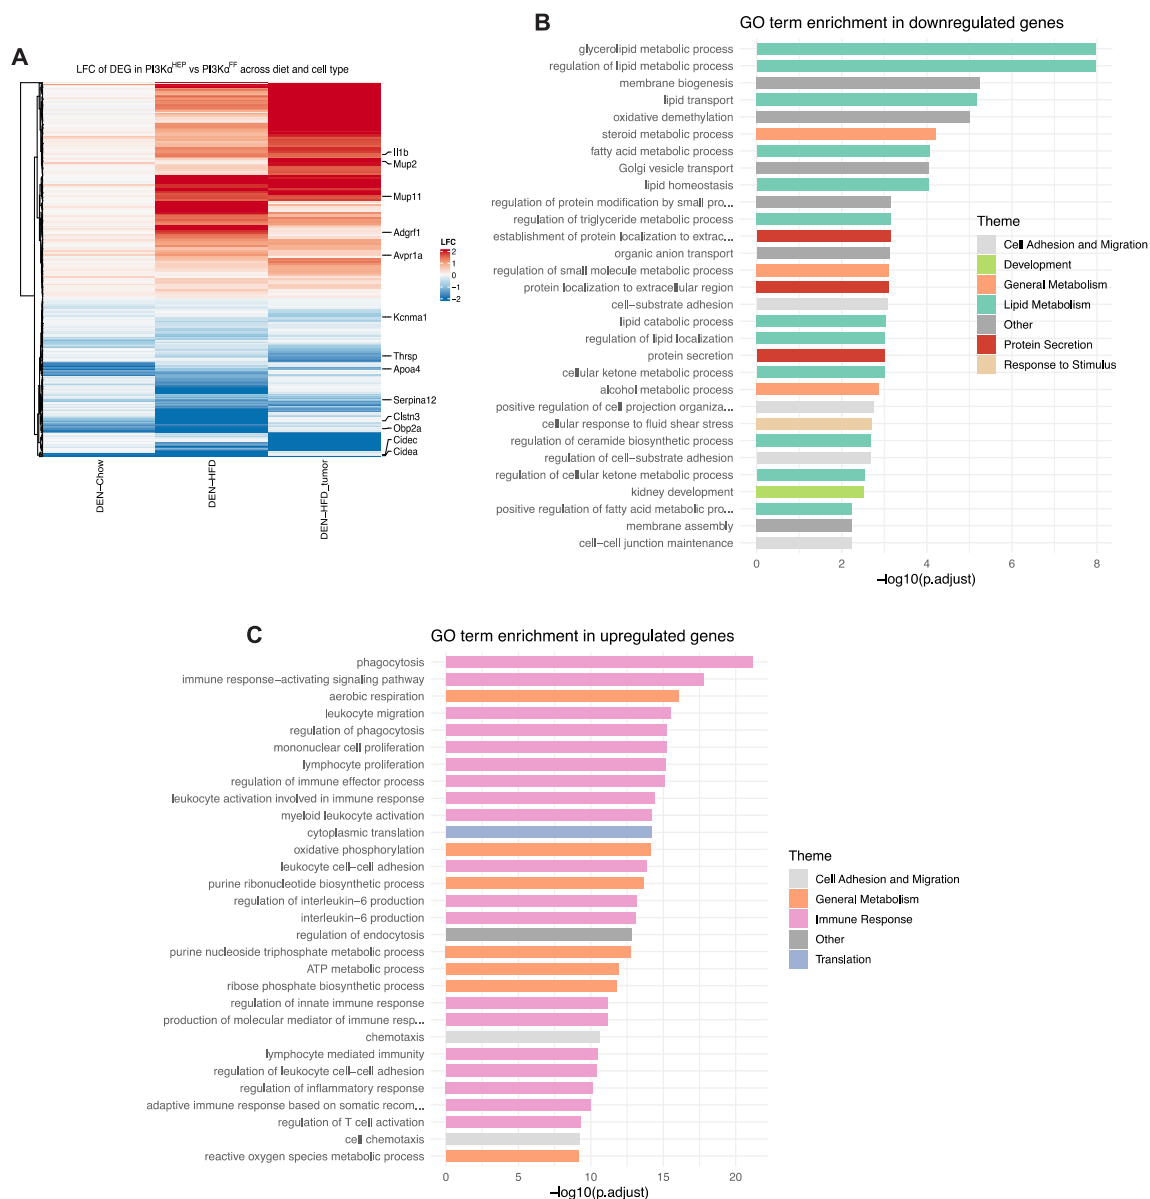

Fig. S11. (Related to Fig. 3, 4) Analysis of gene expression, all samples compared.

(A) Heat map of differentially expressed genes in normal liver and tumor in chow and HFD.

Log2 fold change (LFC) of expression in $PI3K\alpha^{Hep}$ vs $PI3K\alpha^{F/F}$ across diet and tissue type.

Significantly regulated genes ($p\text{-adj} < 0.05$) with a minimum effect size ($|LFC| > 1$) from the combined analysis were plotted. Genes which belong to the 'regulation of lipid metabolism' GO-term (GO:0019216) are labeled with their gene symbol.

(B) Gene ontology (GO) term enrichment analysis of all significantly downregulated genes ($p\text{-adj} < 0.05$) from the combined analysis in A. The top 30 most significant GO terms are shown, colored by overarching theme

(C) Gene ontology (GO) term enrichment analysis of all significantly upregulated genes ($p\text{-adj} < 0.05$) from the combined analysis in A. The top 30 most significant GO terms are shown, colored by overarching theme. Statistical analysis was performed using BH-adjusted hypergeometric test p-values.

Fig. S12

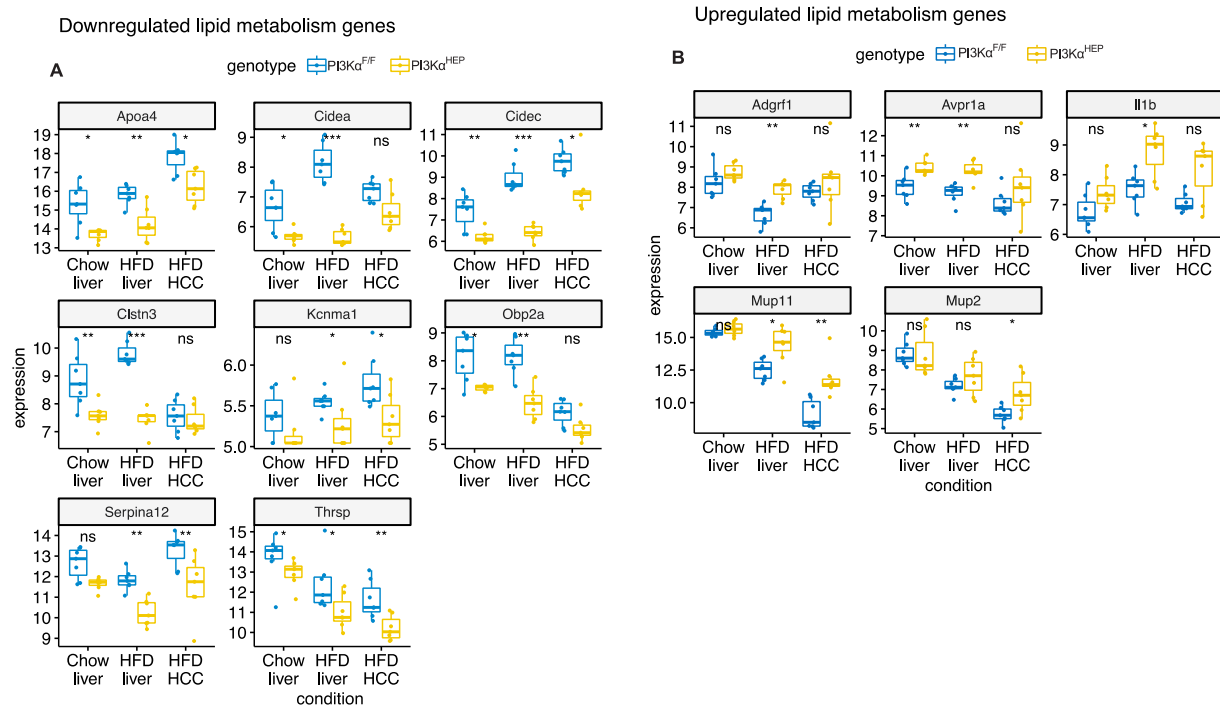

Fig. S12. (Related to Fig. 3, 4) Expression of significantly regulated lipid metabolism genes across diet and tissue types.

Expression of significantly regulated genes ($p\text{-adj} < 0.05$) with a minimum effect size ($|\text{LFC}| > 1$) across diet and tissue types from the combined analysis. Boxplots show the expression per condition in $\text{PI3K}\alpha^{\text{F/F}}$ (blue) and $\text{PI3K}\alpha^{\text{Hep}}$ (yellow). The points show the expression for each of the biological replicates for the given gene ($n=7$). Statistical significance for the pairwise comparisons per condition shown above the boxplots (Wilcoxon rank sum test; ns = $p \geq 0.5$, * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$). Downregulated genes shown in A, and upregulated genes in B.

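Apoa4 (chromosome 9, 46151994 to 46154757), an apolipoprotein induced in fatty liver, was at 859 ± 589 CPM in HFD livers of PI3Kα HEP mice against 2280 ± 729 in PI3Kα F/F mice (log2 fold change −1.41, SE 0.357, adjusted p = 0.026 by edgeR, n = 7 per group). In HCC it stood at 3300 ± 1940 against 9370 ± 4880 (−1.51, SE 0.43, adjusted p = 0.0784). The adipokine gene Serpina12 fell in HFD liver from 141 ± 50 to 47.2 ± 22.4 CPM (−1.58, SE 0.288, adjusted p = 0.00426). In chow liver it changed by −1.15 (SE 0.265, adjusted p = 0.0185), and was at −1.44 in HCC (SE 0.53, adjusted p = 0.153). Obp2a, an odorant-binding lipocalin, was lower in liver on chow (−1.85, SE 0.367, adjusted p = 0.0118) and on the HFD (−2.47, SE 0.497, adjusted p = 0.00789). Thrsp, a lipogenic regulator, was not called in any of the 3 conditions taken alone: −0.99 (SE 0.387, adjusted p = 0.119) on chow, −1.81 (SE 0.597, adjusted p = 0.0706) in HFD liver and −1.56 (SE 0.419, adjusted p = 0.0636) in HCC. In HCC, Cidea was at −0.95 (SE 0.489, adjusted p = 0.294) and Cidec at −0.82 (SE 0.548, adjusted p = 0.428), where mouse 26 alone had 64.9 CPM of Cidec against 4.14 to 10 in the other PI3Kα HEP tumors. Of the genes shown as upregulated, the vasopressin receptor Avpr1a was higher on chow (0.96, SE 0.248, adjusted p = 0.0293) and in HFD liver (45.8 ± 15.5 against 19.9 ± 6.21 CPM; 1.21, SE 0.244, adjusted p = 0.00811). It was at 1.85 in HCC (SE 0.736, adjusted p = 0.182). Adgrf1 was higher in HFD liver (1.85, SE 0.383, adjusted p = 0.00892), but not called on chow (0.43, SE 0.342, adjusted p = 0.464) or in HCC (1.58, SE 0.703, adjusted p = 0.228). The urinary protein gene Mup11 rose in HFD liver from 252 ± 147 to 1170 ± 822 CPM (2.22, SE 0.534, adjusted p = 0.0203). It was at 3.42 (SE 0.852, adjusted p = 0.0501) in HCC and 0.31 (SE 0.21, adjusted p = 0.369) on chow. Its neighbor Mup2 was at 1.07 (SE 0.486, adjusted p = 0.179), 3.18 (SE 0.854, adjusted p = 0.0636) and 0.45 (SE 0.518, adjusted p = 0.633), and Il1b on chow at 0.93 (SE 0.429, adjusted p = 0.185). Kcnma1 was too low to be tested in any of the 3 comparisons, Obp2a in HCC and Cidea on chow. In the fits without 1 library, Thrsp passed on chow without PI3Kα F/F-labelled mouse 30 (adjusted p = 0.0209), in HFD liver without PI3Kα HEP mouse 18 (adjusted p = 0.044) and in HCC without PI3Kα F/F tumor 13 (adjusted p = 0.0458). Cidec (adjusted p = 0.00269) and Mup2 (0.0214) passed in HCC without PI3Kα HEP tumor 26, Mup11 without tumor 22, 25 or 26 (up to 0.0499). Avpr1a on chow failed in 4 of 14 fits (up to 0.0665), Apoa4 in HFD liver without PI3Kα HEP mouse 17 (0.0509), and Mup2 on chow turned to −0.19 without PI3Kα HEP mouse 38. Mup11 (−1.07) and Mup2 (−1.50) in HFD liver reversed with the fragment-length term, carried by mouse 15 alone.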

Fig. S13

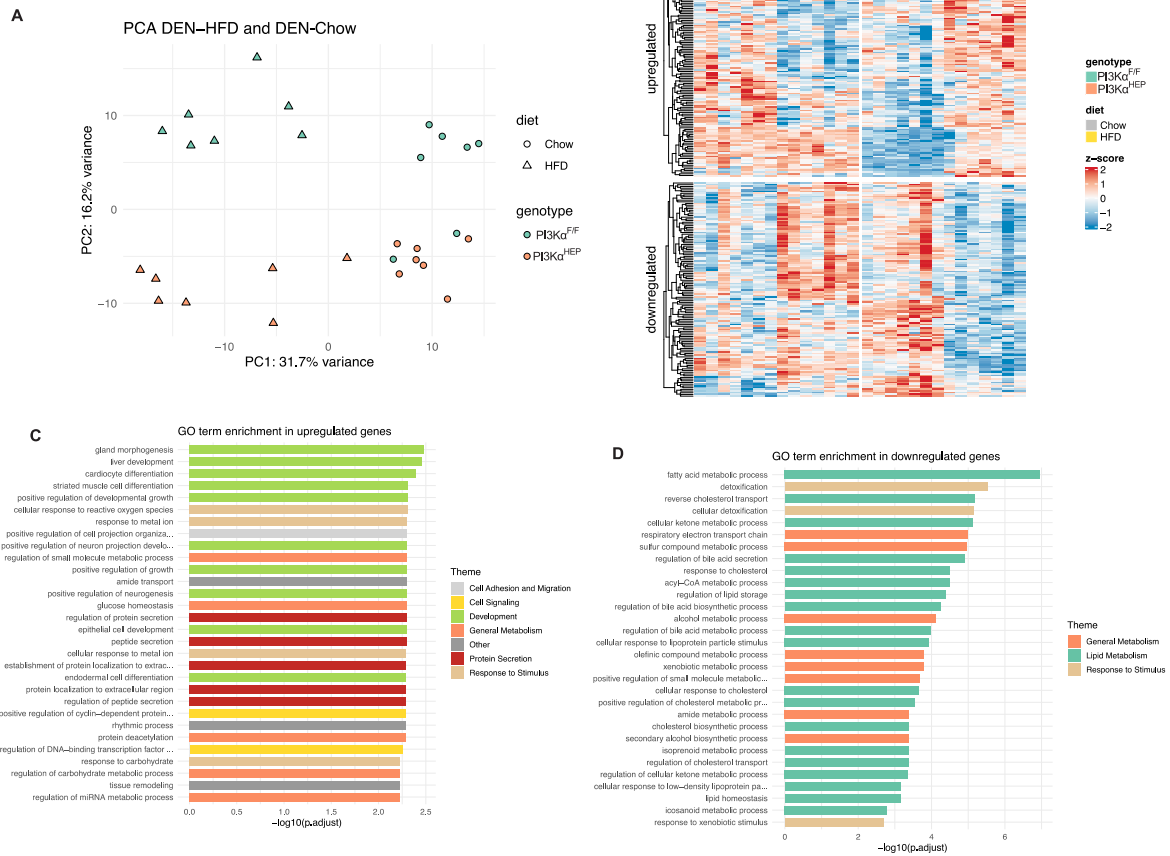

Fig. S13. (Related to Fig. 3, 4) Impact of diet on PI3K α dependent gene regulation in normal liver.

(A) Principal component analysis of normal liver tissue from mice kept on chow diet (circles) or HFD (triangles). Points colored by genotype.

(B) Heatmap of differentially expressed genes dependent on PI3K α and diet. Z-scores shown for all significant genes ($p\text{-adj} < 0.05$) with a minimum 1.5-fold up or downregulation in the interaction term.

(C) Gene ontology (GO) term enrichment analysis of the upregulated genes from B. The top 30 most significant GO terms are shown, colored by overarching theme.

(D) Gene ontology (GO) term enrichment analysis of the downregulated genes from B. The top 30 most significant GO terms are shown, colored by overarching theme. Statistical analysis by BH-adjusted hypergeometric test p-values.

Fig. S14

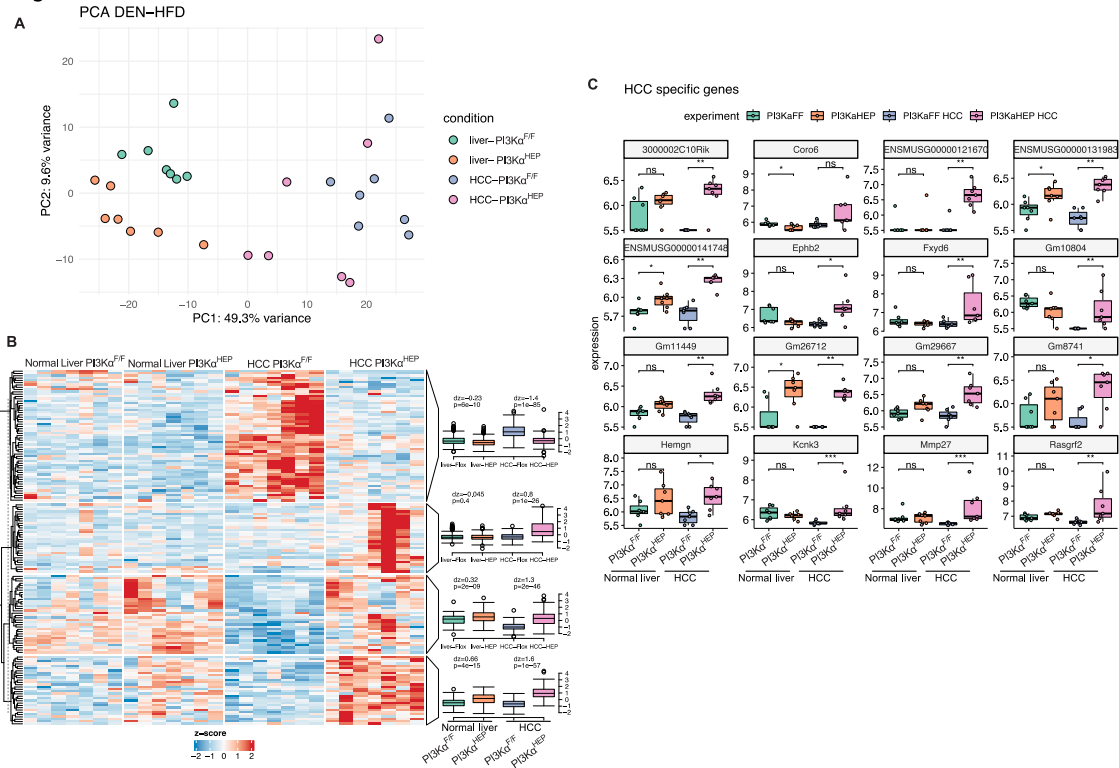

Fig. S14. (Related to Fig. 3, 4) Analysis of gene expression, comparison of normal liver and tumor from PI3K α^{Hep} and PI3K $\alpha^{F/F}$ mice kept on HFD.

(A) Principal component analysis of normal liver tissue and HCC from mice kept on HFD, colored by condition.

(B) Heatmap of differentially expressed genes in response to PI3K α in HCC but not normal liver tissue. Genes with $p\text{-adj} < 0.05$ and $|\text{LFC}| > 1$ in HCC, and $p\text{-adj} > 0.1$ or $|\text{LFC}| < 0.2$ in normal liver tissue were defined as specifically regulated in HCC. Z-scores were hierarchically clustered. The boxplots to the right show the z-scores for the cluster, for each of the conditions.

The p-value (pairwise Wilcoxon test) and relative change in z-score (dz) are shown for the pairwise comparisons (normal liver PI3K $\alpha^{F/F}$ vs PI3K α^{Hep} and HCC PI3K $\alpha^{F/F}$ vs PI3K α^{Hep}).

(C) Expression of top 16 genes with the greatest LFC difference between normal liver and HCC from B. Statistical significance for the pairwise comparisons per condition shown above the boxplots (Wilcoxon rank sum test; ns = $p \geq 0.5$, * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$).

# Supplementary material for: Loss of hepatocyte PI3Kα reduces hepatocellular carcinoma and hepatocyte proliferation in association with altered lipid metabolism
**Source:** JHEP Rep. 2026 Apr 15;8(7):101847. doi: 10.1016/j.jhepr.2026.101847
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

**If the CTAT form is not relevant to your study, please outline the reasons why:**

|  |
| --- |

- 1. **Antibodies**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
| AKT Phospho (Thr308) |  | Cell Signaling | 4056 |  |
| AKT Phospho (Ser373) XP |  | Cell Signaling | 4060 |  |
| AKT |  | Cell Signaling | 9272 |  |
| Erk 1/2 (p44/42 MAPK) Phospho(Thr202/Tyr204) XP |  | Cell Signaling | 9101 |  |
| Erk 1/2 (p44/42 MAPK) |  | Cell Signaling | 9102 |  |
| Tubulin α/β |  | Cell Signaling | 2148 |  |
| PI3Kα |  | Cell Signaling | 4249 |  |
| PI3Kβ |  | Cell Signaling | 3011 |  |
| PI3Kδ |  | Millipore | 04-401 |  |
| PI3Kγ |  | a gift of Prof. Matthias Wymann University of Basel | Russian |  |
| PI3K p85 |  | Cell Signaling | 4257 |  |
| PI3K p55γ |  | Abcam | Ab238509 |  |
| Ki67 |  | Cell Signaling | 12202 |  |
| Horse Anti-Rabbit IgG |  | Vector Laboratories | BA-1100 |  |

- 1. **Cell lines**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Passage no.** | **Authentication test method** |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |

- 1. **Organisms**

| **Name** | **Citation** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- | --- |
| PI3Kα^Flox^ |  | Provided by Victoria Rotter Sopasakis |  | Males | 2-36 weeks | As indicated in figure legends |
| PI3Kα^HEP^ |  | Provided by Victoria Rotter Sopasakis |  | Males | 2-36 weeks | As indicated in figure legends |

- 1. **Sequence based reagents**

| **Name** | **Sequence** | **Supplier** |
| --- | --- | --- |
| Cyclophilin; Genbank: NM_009807  Primer Forward ATGGTCAACCCCACCGTGT | Eurofins Genomics | N/A |
| Cyclophilin; Genbank: NM_009807  Primer Reverse TTTCTGCTGTCTTTGGAACTTTGTC | Eurofins Genomics | N/A |
| Cyclin D1; GenBank: NM_007631.2  Primer Forward GGGTGGGTTGGAAATGAAC | Eurofins Genomics | N/A |
| Cyclin D1; GenBank: NM_007631.2  Primer Reverse TCCTCTCCAAAATGCCAGAG | Eurofins Genomics | N/A |

- 1. **Biological samples**

| **Description** | **Source** | **Identifier** |
| --- | --- | --- |
|  |  |  |

- 1. **Deposited data**

| **Name of repository** | **Identifier** | **Link** |
| --- | --- | --- |
| Mendeley Data | Loss of Hepatocyte PI3K$\alpha$Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression | DOI: 10.17632/g6fndymznk.1 |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| Image Lab software (version 5.2.1) | Bio-Rad | http://www.bio-rad.com/en-us/ product/image-lab-software |
| Graph Pad Prism 7.0 | Graph Pad Software | N/A |
| AxioVision Software | Imaging Sofware | Carl Zeiss Microscopy |

- 1. **Other (*e.g*. drugs, proteins, vectors etc.)**

| Isofluorane | Baxter | KDG 9623 |
| --- | --- | --- |
| Insulin | Humalog Lilly | VL7510 |
| Glucose | Acros | 410955000 |
| N-Nitrosodiethylamine (DEN) | Sigma | 73861 |
| HGF | Sigma | SRP3300 |
| EGF | Sigma | E1257 |
| BSA | Fisher Scientific | BP9702 |
| ECL-anti rabbit IgG HRP | GE Healthcare | NA934V |
| Type I Collagen, from rat tail | Corning | BD#354236 |
| Collagenase type IV | Sigma | C5138 |
| Normal Horse Serum | Vector laboratories | S-2000 |
| H_2_O_2_ | Sigma | 216763 |
| 3,3-diaminobenzidine | Sigma | D-5905 |
| Entellan | Merck | 1.07961.0100 |
| GSK2636771 (Inhibitor PI3Kβ) | SelleckChem | S8002 |
| PIK294 (Inhibitor PI3Kδ) | MedChem Express | HY-10303 |
| IPI549 (Inhibitor PI3Kγ) | MedChem Express(SelleckChem) | HY-100716 |
| TUNEL Assay | Roche | 12 156 792 910 |
| DNase I | Roche | 04 716 728 001 |
| ImPROM-II Reverse Transcriptase | Promega | A3803 |
| Syber Green (qPCR Mix) | Bio-Rad | 1725270 |
| Immobilon Western Chemiluminescence HRP Substrate | Millipore | WBLKS0500 |
| Vectastain ABC reagent | Vector laboratories | PK-4000 |
| Hematoxylin Solution, Gill No.3 | Sigma | GHS316 |
| Eosin | Sigma | HT110116 |
| High Fat Diet | Bio-Serv, Germany | F3282 |
| Glucose Strips | Contour Next | Ascensia |
| Ultra Sensitive Mouse Insulin ELISA Kit | Crystal Chem | 90080 |
| Non-Esterified Fatty Acid (NEFA) | Fujifilm | 999-34691, 991-34891 |
| Mouse AST ELISA Kit | Abcam | AB263882 |
| Mouse ALT ELISA Kit |  | AB282882 |
| Mouse Albumin ELISA Kit | Abcam | AB207620 |
| Triglyceride Assay Kit - Quantification | Abcam | AB65336 |
| Cholesterol/ Cholesteryl Ester Assay Kit - Quantitation | Abcam | AB65359 |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

|  |
| --- |

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

|  |
| --- |

# Supplementary material for: Loss of hepatocyte PI3Kα reduces hepatocellular carcinoma and hepatocyte proliferation in association with altered lipid metabolism
**Source:** JHEP Rep. 2026 Apr 15;8(7):101847. doi: 10.1016/j.jhepr.2026.101847
**Supplement:** Multimedia component 3

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Giovanni Solinas]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td>Click the tab key to add additional rows.</td></tr> </table>						Click the tab key to add additional rows.
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Barbara Becattini]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td>Click the tab key to add additional rows.</td></tr> </table>						Click the tab key to add additional rows.
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Claudia Sardi]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td>Click the tab key to add additional rows.</td></tr> </table>						Click the tab key to add additional rows.
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Bart Edelbroek]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td>Click the tab key to add additional rows.</td></tr> </table>						Click the tab key to add additional rows.
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; border-collapse: collapse;"> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> <tr><td style="height: 20px;"></td><td style="height: 20px;"></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Amit Chand Gupta]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

	Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**Time frame: Since the initial planning of the work**								
**1**	All support for the present manuscript (e.g., funding, provision of study materials, medical writing, article processing charges, etc.)<br>**No time limit for this item.**	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td>Click the tab key to add additional rows.</td></tr> </table>						Click the tab key to add additional rows.
	Click the tab key to add additional rows.							
**Time frame: past 36 months**								
**2**	Grants or contracts from any entity (if not indicated in item #1 above).	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						
**3**	Royalties or licenses	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>						

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)								
4	Consulting fees	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
5	Payment or honoraria for lectures, presentations, speakers bureaus, manuscript writing or educational events	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
6	Payment for expert testimony	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
7	Support for attending meetings and/or travel	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
8	Patents planned, issued or pending	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
9	Participation on a Data Safety Monitoring Board or Advisory Board	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									
10	Leadership or fiduciary role in other board, society, committee or advocacy group, paid or unpaid	☒ **None**<br><table border="1"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>									

		Name all entities with whom you have this relationship or indicate none (add rows as needed)	Specifications/Comments (e.g., if payments were made to you or to your institution)						
**11**	Stock or stock options	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**12**	Receipt of equipment, materials, drugs, medical writing, gifts or other services	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							
**13**	Other financial or non-financial interests	☒ **None** <table border="1" style="width: 100%; margin-top: 5px;"> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> <tr><td></td><td></td></tr> </table>							

Please place an "X" next to the following statement to indicate your agreement:

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

ICMJE DISCLOSURE FORM

Date: 11/20/2025

Your Name: [Toshima Parris]

Manuscript Title: [Loss of Hepatocyte PI3Ka Reduces Hepatocellular Carcinoma in Association with Altered Lipid Metabolism Gene Expression]

Manuscript Number (if known): JHEPR-D-25-01390

How the deposited data were processed for this re-analysis (not part of the article)

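RNA was measured in liver and tumors of male mice that had received DEN at 2 weeks of age, in 42 libraries from 42 mice by their labels. They form 6 groups of 7 mice: liver of PI3Kα F/F and PI3Kα HEP mice on chow, liver of PI3Kα F/F and PI3Kα HEP mice on an HFD, and HCC of PI3Kα F/F and PI3Kα HEP mice on an HFD. Groups were taken from the sample labels alone. Labels number tumors and livers as different mice, whereas the paper's discussion describes livers and tumors of the same mice. Without a list of which tumor and liver share a mouse, no test was paired.

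The authors trimmed reads with Trim Galore 0.6.10, aligned them with STAR 2.7.11b to GRCm39 and quantified transcripts with Salmon 1.10.3 within nf-core/rnaseq, using an Ensembl annotation. In their own tests they passed the values through tximport to DESeq2 (Wald test, Benjamini-Hochberg adjusted p under 0.05). As deposited, each library holds an estimated count per transcript, which Salmon as run by the authors divides among transcripts by a model, with no scaling between libraries. The deposited values also hold TPM, which the authors' Salmon run computed from those counts and the effective length of each transcript. TPM were used here only to weight transcript lengths, and effective lengths to derive fragment length. Values were checked to be unscaled, with TPM summing to the usual total in each library.

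Transcripts were matched to the Ensembl annotation at hand, whose release need not be the authors'. It held 278133 of 278375 transcripts (99.91%), and the 242 others, with 0.124 to 0.202% of a library's reads, were left out. Estimated counts were summed over the transcripts of each gene to 78174 genes and rounded. Library totals ran from 22.8 to 29.7 M reads (median 24.3 M) in PI3Kα F/F and 23.5 to 108.1 M (median 33.7 M) in PI3Kα HEP chow livers, from 23.2 to 29.2 M (27.4 M) and 23.2 to 36.9 M (31.7 M) in HFD livers, and from 24.6 to 38.0 M (28.1 M) and 23.0 to 35.0 M (25.5 M) in HCC. No 2 libraries of the same group were copies of one another: the closest pair differed 22.72 times more than counting error gives (chi-square per degree of freedom). Pairs from different groups were not compared in this way. Salmon counts carry assignment error beside counting error, so depth gives only a lower bound on the error of genes with related sequences.

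Python 3.11.15 was used to sum counts, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 for tests. Genotypes were compared in chow liver, HFD liver and HCC by the quasi-likelihood F test of edgeR with its default filter on expression and TMM scaling, on the 14 libraries of each comparison. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. SE is the absolute log2 fold change divided by the square root of F. The same test was used for the diet-by-genotype interaction in liver (also at 1.5-fold or more), the tissue-by-genotype interaction on the HFD, the genotype effect over the 3 conditions with condition as a term, HCC against liver and HFD against chow within each genotype. Pik3ca levels and fragment lengths were also compared by exact permutation over the 3432 ways to divide 14 libraries. Tumor-specific genes follow the legend of Fig. S14. Overlaps of calls were tested by Fisher's exact test on genes tested in both comparisons.

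A total of 40 gene lists (27 pathways and 13 cell types) was written from textbook knowledge after reading the paper, and was used because no GO annotation was at hand. For each list the members called were counted after adjustment over all genes and over the list alone. Of these, 38 were also tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, on log2 CPM with a prior count of 2. The lists of adipocyte and pancreatic acinar markers had at most 2 measured members and were left out of these tests. Adjusted p values of lists cover the 38 tested in a comparison. Fragment length of a library is the median of transcript length minus effective length plus 1 over long transcripts, and 210 bases separates long from short. The start-codon exon share is the percentage of Pik3ca reads on transcripts that contain the exon with the start codon, with 50% as the bound for a doubted label. This exon was chosen after the values of all libraries were seen, so its shares carry no p value.

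Named genes are Pik3ca, Pik3cb, Pik3cd, Pik3cg, Mki67 and Ccnd1 in every comparison; the 5 higher and 5 lower genes with the lowest adjusted p among those over 2-fold, at a mean of 1 CPM or more and with an assigned symbol; the 13 genes of Fig. S12 and those labelled in the volcano plots; and up to 4 members of a described list in the direction most of its called members took, with up to 2 of the other. Values in the paper's figures had been seen by then. A few genes named from Fig. S14 are marked in the text as picked later, and a few genes that the rule names are not reported.

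Each test was tried on simulated counts drawn from the real means and library sizes with 67, 67 and 66 genes changed by 1.5, 2 and 4-fold. Recovery of these was, in that order, 52.2, 82.1 and 95.5% of genes for chow liver, 44.8, 73.1 and 90.9% for HFD liver and 16.4, 53.7 and 84.8% for HCC. It was 20.9, 56.7 and 90.9% for the diet interaction, 11.9, 46.3 and 83.3% for the tissue interaction and 67.2, 89.6 and 100% for the combined fit.

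Alternatives were DESeq2, DESeq2 with an offset for average transcript length, that offset in edgeR, RLE scaling, no filter, a filter at a mean of 1 CPM, robust empirical Bayes, limma-voom with quality weights, all 42 libraries in 1 fit, protein-coding genes alone, removal of trends on transcript length or GC content (lowess span 0.3), and leaving out each library. Added after the data were seen were fits without chow mice 30 and 33, with a term for fragment length, and without PI3Kα HEP tumors 25 and 26. The latter had the lowest mean correlation with their group (0.941 and 0.926). A term for fragment length cannot be fitted in HCC, where it coincides with genotype, and in HFD liver it leaves the genotype effect to mouse 15 against 7 PI3Kα F/F livers. In the combined fit it leaves that effect to the chow livers and mouse 15. Each comparison was repeated on random splits of the same libraries, drawn within each condition for the interactions and the combined fit.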

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

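Chosen after the result was seen were the tests of a label swap, of estimation noise and of tumors that break the tie between fragment length and genotype. The fits without mice 30 and 33 and those with a fragment-length term were added then too. The other tests were chosen earlier.

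The genotype effect in liver differed between diets for 521 genes by the interaction test of edgeR (226 by 1.5-fold or more), and between tumor and liver on the HFD for 5. Random splits of the same libraries gave a count as large in 1, 1 and 2 of 100 splits, the real one included, and at most 65, 51 and 51 genes otherwise. Without chow mice 30 and 33 the 521 became 34 (31 by 1.5-fold or more), and no splits were drawn for that fit. Contrasts the paper does not report gave 7668 genes between HCC and liver in PI3Kα F/F mice and 4055 in PI3Kα HEP mice (other splits up to 3419 and 1657). Between HFD and chow livers they gave 3675 and 5001 genes (other splits up to 710 and 931). The real split alone was as high in each of these, as it was for chow liver (other splits up to 8 genes), HFD liver (197) and HCC (0). In HCC, in HFD liver apart from mouse 15, and between diets in PI3Kα F/F mice, the real split also follows fragment length. A library preparation effect would give the same outcome there, so these splits do not separate the 2. For the combined fit, other splits reached 2 genes, also at over 2-fold, in 60 splits. Camera at its preset correlation behaves otherwise: splits gave as many lists as the real one in 22 (chow liver), 27 (HFD liver), 21 (HCC), 48 (diet interaction) and 70 (tissue interaction) of 100 and in 8 of 60 for the combined fit. A count of lists called in that way is therefore no evidence of an effect of genotype.

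Ribosomal and respiratory chain genes were higher in chow livers of PI3Kα HEP mice (155 genes, median log2 fold change 0.439). Shorter fragments do not explain this, since they were 6.16 bases longer in PI3Kα HEP livers (SE 3.32). Nor does depth (101% of the median after thinning to 22775256 reads, 100 to 101% over thinnings) or mice 30 and 33 (95.5% without them, 82.4 to 113% with 1 more library left out). Genes of other function matched on length and level reached 61.7% of that median (58.3 to 64.2% with 1 library left out). That lies between the bounds set for and against transcript length bias, so that bias and an effect of genotype cannot be told apart. The match is not exact: matched genes were longer (median log2 length 9.63 against 9.41) and lower in level (median log2 CPM 7.35 against 7.75). Leaving out mice 30 and 33, which score like PI3Kα HEP livers below, did not enlarge the rise, as an effect of genotype would if their labels are wrong. After the length trend was removed the median was 0.154 and 2 of the genes were called.

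Chow mice 30 and 33, labelled PI3Kα F/F, have Pik3ca transcripts mostly without the start-codon exon. This exon was chosen after the values of all libraries were seen, so its shares describe and exclude nothing: at least 88.85% in the 14 PI3Kα F/F libraries on the HFD, at most 18.27% in chow PI3Kα HEP livers and at least 78.22% in the other PI3Kα F/F-labelled livers. On 308 genes called by 2-fold or more in HFD liver, scored 0 at the mean of the other chow controls and 1 at the mean of chow PI3Kα HEP livers, they lay at 0.867 and 0.935. The PI3Kα HEP livers ranged from 0.814 to 1.11 and the other controls from −0.0609 to 0.104. Noise of transcript assignment within Pik3ca would not move these other genes, and a swap with a chow PI3Kα HEP library would leave a PI3Kα HEP-labelled liver among the controls, so neither explains the scores. A wrong label, or a swap with a sample outside this set, fits these values and may be the cause, while the paper's immunoblots, with less PI3Kα protein in PI3Kα HEP livers, do not settle it.

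Genes called between genotypes in HFD liver run with fragment length. PI3Kα HEP mouse 15, with long fragments, scored 0.717 on 1037 genes called without it (other PI3Kα HEP livers 0.918 to 1.06, PI3Kα F/F livers −0.15 to 0.105). That is past the bound set against a batch effect but below every other PI3Kα HEP liver. Those livers served to call the genes and to set the score of 1, which by itself favors a lower score of the mouse left out. A single library also excludes nothing. In chow livers, all with short fragments, 73.8% of 984 such genes had the same sign (69.5 to 78.9% with 1 library left out, 81.4% without mice 30 and 33). That lies above the bound of 65% set in advance, which was too low because genes move together: 812 of 3432 splits of the chow livers lay as far from even (exact permutation p = 0.237; p = 0.0795, 63 of 792, without mice 30 and 33). Batch and genotype thus cannot be told apart for these genes, nor in HCC, where 0 of 14 tumors break the tie.

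A library lay apart from the other 6 of its group in 57 of 438 groups tested (Dixon's test), where chance gives about 1 in 20. Of library measures, PI3Kα HEP chow mouse 38 had 108 M reads (others 23.5 to 34.9 M) and a Pik3ca count of 2540 (423 to 873). Mouse 36 had reads of 49.1% GC (49.6 to 49.9%), and HFD mouse 15 fragments of 233 bases (176 to 185). The rest are levels of single genes in CPM, with the range of the other 6 mice in parentheses.

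Among chow livers labelled PI3Kα F/F, mouse 29 had Acacb at 139 (79.3 to 97.2), Cfd at 11 (0.317 to 4.88), Pparg at 14.1 (5.25 to 8.91) and Srebf1 at 589 (232 to 344). Mouse 30 had Cdc42ep5 at 8.95 (1.06 to 3.04) and Cxcl13 at 4.32 (1.14 to 2.48). Mouse 31 had Abca1 at 114 (154 to 171), Apoc4 at 1030 (602 to 750), Cox4i1 at 616 (415 to 456) and Ndufb7 at 100 (73.2 to 83.1). It also had Pik3cg at 0.74 (1.19 to 1.37), Rpl37a at 207 (160 to 178) and Rps26 at 177 (140 to 155). Mouse 33 had Adgrf1 at 22.6 (3.77 to 10.5). Mouse 34 had Per2 at 22.8 (4.78 to 11.4). Among chow livers of PI3Kα HEP mice, mouse 36 had Ccnd1 at 69.4 (24.7 to 35.5), Cd36 at 39.2 (17.3 to 24.3), Crybg2 at 2.2 (0.469 to 0.948) and Mogat1 at 1.23 (0.176 to 0.33). Mouse 37 had Cxcl13 at 15.5 (2.27 to 5.22), Pik3ca at 17.4 (22.9 to 27) and Pik3cb at 9.77 (12.1 to 13.5). Mouse 42 had Ppara at 108 (50.4 to 74.2). Among HFD livers of PI3Kα F/F mice, mouse 4 had A1bg at 89.5 (0.993 to 18.6) and Cyp3a41a at 86.8 (1.29 to 24.9). Mouse 5 had Cftr at 2.47 (0.475 to 1.21), Pik3cb at 24.1 (14 to 16.1), Pik3r1 at 118 (56.2 to 69.5) and Thrsp at 1250 (95.6 to 269). Mouse 6 had Hao2 at 12.5 (2.01 to 6.26). Mouse 7 had Nr4a1 at 8.2 (1.51 to 3.69). Among HFD livers of PI3Kα HEP mice, mouse 15 had Acacb at 40.7 (20.3 to 29) and Mpo at 13.5 (0.415 to 4.4). Mouse 20 had Junb at 81.1 (31.9 to 51.3), Lrp1 at 1580 (824 to 1090) and Socs3 at 39.2 (9.15 to 21.5). Mouse 21 had Cfd at 0.771 (0.152 to 0.323). Among HCC of PI3Kα F/F mice, mouse 8 had Avpr1a at 31.6 (7.67 to 15.8). Mouse 9 had Fabp2 at 139 (51 to 79.7). Mouse 13 had Insig1 at 231 (314 to 375). Mouse 14 had Pik3cb at 17.6 (12.9 to 14.9) and Pik3r1 at 67.5 (42 to 52.2). Among HCC of PI3Kα HEP mice, mouse 23 had Epcam at 2.52 (0.331 to 1.02). Mouse 24 had Mup11 at 1270 (45.1 to 160). Mouse 25 had Adgrf1 at 78.6 (0.776 to 13.1), Avpr1a at 223 (3.13 to 43.5), Pik3ca at 42.4 (27.7 to 33.7) and Rasgrf2 at 30.9 (0.995 to 10.8). Mouse 26 had Cidec at 64.9 (4.14 to 10), Hmox1 at 194 (39.5 to 89.5), Mmp27 at 103 (1.58 to 15.1) and Saa3 at 3.67 (10.5 to 14.9). Mouse 28 had Sec23a at 87.1 (59.9 to 70.1).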

How the results depend on the processing

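Chosen after the data were seen were the fits without mice 30 and 33, with a term for fragment length, and without PI3Kα HEP tumors 25 and 26. The other settings were planned.

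No paired analysis was possible because labels do not say which tumor and liver share a mouse. Fragment length cannot be separated from genotype in HCC, so that no term for it was fitted there. All planned settings were run, and at 22.8 M reads or more genes as low as Kcnma1 stayed below the expression filter. For counts, class I PI3K genes and lists together, 585 values under other settings stayed on their side of the threshold or within 1.5 times, 61 counts moved further, 5 counts fell to 0, 24 values reversed, 11 values of genes gained a call and 6 lost it. For single named genes, 4901 values kept direction and side of the threshold, 730 lost the call, 69 gained it and 33 reversed. Causes of the changes below were not tested, except that fits without libraries and with fewer genes hold less data by construction.

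Against 1100 genes called in chow liver, DESeq2 gave 1826, no filter 666, the transcript length offset 703, removal of the length trend 75 and that removal without mice 30 and 33 412. Leaving out 1 library gave 494 to 1389. Against 1275 in HFD liver, DESeq2 gave 2121, a fit of all 42 libraries 777, the fragment-length term 22, and leaving out 1 library 851 to 1508. Against 325 in HCC, DESeq2 gave 1319, DESeq2 with the length offset 1032, limma-voom with quality weights 857, all 42 libraries 1760, protein-coding genes alone 153, the fit without tumors 25 and 26 1270, and leaving out 1 library 144 to 682. Against 521 by the diet interaction, DESeq2 gave 992, DESeq2 with the length offset 1127, no filter 60, the fit without mice 30 and 33 34 and the fragment-length term 1. Against 226 at 1.5-fold or more the length offset gave 345, DESeq2 with it 505, no filter 55, the fit without mice 30 and 33 31 and the fragment-length term 1. Against 5 by the tissue interaction, DESeq2 gave 78, DESeq2 with the length offset 57, no filter 2, a mean of 1 CPM 3, limma-voom 0, the fit without tumors 25 and 26 8 and the fragment-length term 1. Against 3111 in the combined fit the fragment-length term gave 787. Against 534 over 2-fold, DESeq2 gave 966, no filter 1267, DESeq2 with the length offset 838, a mean of 1 CPM 244 and the fragment-length term 137. The 37 tumor-specific genes were 316 by DESeq2, 5 as called by the interaction and 196 without tumors 25 and 26. Shared genes by DESeq2 were 285 for the 2 livers (153 by edgeR), 193 for chow liver and HCC (41) and 496 for HFD liver and HCC (138).

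Lists called by camera at the preset correlation numbered 14, 18, 15, 11, 11 and 17 (chow liver, HFD liver, HCC, diet interaction, tissue interaction, combined). With an estimated correlation camera gave 0, 1, 0, 0, 1 and 0 lists, and fry 7, 6, 6, 3, 2 and 15, of which only the last is within 1.5 times.

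Pik3ca turned positive in chow liver (−0.08) under the length offset (0.0301; 0.0352 by DESeq2), length trend (0.0891), GC trend (0.0521) and without mice 30 and 33 (0.13, and 0.13 with the length trend removed). In HCC (−0.07) it did so under the length offset (0.0663; 0.0692 by DESeq2) and the GC trend (0.10). In the combined fit (−0.0034) it stood at 0.0028 by DESeq2, 0.0023 with RLE, 0.20 with the length offset (0.21 by DESeq2), 0.0014 at a mean of 1 CPM and 0.013 without mice 30 and 33. In HFD liver (0.14) it was called with the length offset (0.52; 0.52 by DESeq2) and the GC trend (0.26), and between HCC and liver of PI3Kα F/F mice (0.17) it lost its call with no filter (0.18). Pik3cb on chow (−0.25) was called by DESeq2 with the length offset (−0.28) and without mouse 30 (−0.29). Between HFD and chow in PI3Kα HEP mice (0.25) its call was lost with no filter (0.27) and with the fragment-length term (0.24). Its tissue interaction (−0.01) turned to 0.00952 by DESeq2, 0.0113 with RLE, 0.0168 with the length offset and 0.0276 by DESeq2 with it. Pik3cd lost its combined call (0.43) with the fragment-length term (0.40), was called in HCC (0.56) without tumors 25 and 26 (0.79) and without 26 (0.72, where leaving out 1 tumor gave 0.47 to 0.72), and between HCC and liver of PI3Kα HEP mice (−0.12) turned to 0.10 without these tumors. Its tissue interaction (−0.02) turned to 0.0142 with the length offset (0.0198 by DESeq2), 0.14 by limma-voom, 0.22 without tumors 25 and 26 and 0.0742 with the fragment-length term. Pik3cg over the combined conditions (0.37) was called with the length offset (0.45; 0.46 by DESeq2), limma-voom (0.42) and without tumors 25 and 26 (0.45). Between HFD and chow its calls were lost with no filter in PI3Kα F/F mice (0.62 in either setting) and with the fragment-length term in PI3Kα HEP mice (0.99 to 0.89).

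Ccnd1 on chow (−0.06) turned to 0.0604 with the length trend removed, 0.0779 without mice 30 and 33 (0.19 with the trend removed as well) and 0.0915, 0.0125 and 0.0103 without mouse 33, 35 or 38 (−0.31 to 0.0915 over all mice). Over the combined conditions (−0.07) the fragment-length term gave 0.0604, and between diets in PI3Kα HEP mice (−0.00056) no filter gave 0.0204. Clstn3 in HCC (0.26) turned to −0.27 with the length offset (−0.27 by DESeq2), −0.0748 by limma-voom, −0.0636 without tumors 25 and 26 and −0.12 without 26. With the fragment-length term Mki67 turned from −0.20 to 0.0369 (tissue interaction), Mup11 from 2.22 to −1.07, Mup2 from 1.07 to −1.50 and Mlxipl from 0.27 to −0.10 (HFD liver), and Mup22 from 1.45 to −0.81 (diet interaction). Mup2 on chow (0.45) was at −0.19 without mouse 38 (up to 0.71 without 34). Mlxipl in HCC (0.0061) turned to −0.0066 with no filter, −0.15 with the length offset (−0.14 by DESeq2), −0.0079 with all 42 libraries, −0.0507 with the GC trend removed and −0.0496 without tumors 25 and 26. Leaving out 1 tumor gave it −0.0812 to 0.11, below 0 without any 1 of PI3Kα F/F tumors 8 (−0.0187), 11 (−0.0336), 12 (−0.0315), 13 (−0.0262) and 14 (−0.00953) or PI3Kα HEP tumors 23 (−0.0037), 24 (−0.0468) and 25 (−0.0812).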

Differences from the paper's values

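In HCC, edgeR called 325 genes (208 higher, 117 lower in PI3Kα HEP tumors), where the paper gives 890 (532 up and 358 down) at the same threshold of adjusted p. Of the alternatives set before the data were examined, DESeq2 (1319), DESeq2 with the transcript length offset (1032) and limma-voom with quality weights (857) come within 1.5 times of the paper's total. RLE scaling (345), no filter (343), robust edgeR (316), a mean of 1 CPM (271), the GC trend removed (271), the length offset (238), the length trend removed (234), protein-coding genes alone (153) and all 42 libraries in 1 fit (1760) do not. For genes higher, DESeq2 with the length offset (645) and limma-voom (526) come within that range, while DESeq2 (815) and the others do not (no filter 246, RLE 218, robust 202, GC trend 196, mean of 1 CPM 168, length offset 145, length trend 135, protein-coding 82, all 42 libraries 994). For genes lower, DESeq2 (504), DESeq2 with the length offset (387) and limma-voom (331) do, and the others do not (RLE 127, robust 114, mean of 1 CPM 103, length trend 99, no filter 97, length offset 93, GC trend 75, protein-coding 71, all 42 libraries 766). Totals by edgeR in chow and HFD liver are within 1.5 times of the paper's. DESeq2 with the length offset gave 1408 in chow liver (740 higher, 668 lower) against the paper's 1418 (749 and 669). In HFD liver it gave 1853 (931 higher, 922 lower) against 1814 (902 and 912). Beyond 1.5 times on chow were no filter (666), the length offset in edgeR (703) and the length trend (75). In HFD liver these were all 42 libraries (777), the length offset (1021), no filter (1049), protein-coding genes (1077), the GC trend (1095) and robust edgeR (1193).

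The paper's volcano plot for chow liver (Fig. S7) shows few genes higher beyond a log2 fold change of 1, whereas edgeR called 18 such genes. Read by eye, Fig. S10 shows Pik3ca mRNA as higher in HFD livers of PI3Kα HEP mice, which the paper's text does not state. Here it was at 0.14 (adjusted p = 0.242), and it was called with the length offset (0.52, adjusted p = 0.0176; 0.52, adjusted p = 0.00327 by DESeq2) and with the GC trend removed (0.26, adjusted p = 0.0219).

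Fig. S12 marks 13 genes by a pairwise Wilcoxon test within each condition, not by a test adjusted over all genes. Of its marked differences, those not called here follow. Apoa4 in HCC was at −1.51 (adjusted p = 0.0784), called by DESeq2 (adjusted p = 0.00589; 0.00583 with the length offset) and with all 42 libraries (0.0123). Serpina12 in HCC was at −1.44 (0.153), called by DESeq2 (0.0495) and with all 42 libraries (0.0163). Cidec in HCC was at −0.82 (0.428), called by limma-voom (0.0132), without tumor 26 (0.00269) and, a setting chosen after the values were seen, without tumors 25 and 26 (0.00259). Thrsp was not called in chow liver (0.119), HFD liver (0.0706) or HCC (0.0636). On chow it was called without mouse 30 (0.0209) and, settings chosen after the values were seen, without mice 30 and 33 (0.0341; 0.032 with the length trend removed). In HFD liver it was called by DESeq2 (0.0377; 0.038 with the length offset), with all 42 libraries (0.0318) and without mouse 18 (0.044). In HCC it was called by DESeq2 (0.0041; 0.00336 with the length offset), with all 42 libraries (0.0399) and without tumor 13 (0.0458). Mup2 in HCC was at 3.18 (0.0636), called by DESeq2 (0.00226; 0.00567 with the length offset), limma-voom (0.0499), all 42 libraries (0.00549), without tumor 26 (0.0214) and, chosen after the values were seen, without tumors 25 and 26 (0.0146). Mup11 in HCC was at 3.42 (0.0501), called by DESeq2 (0.00489; 0.00151 with the length offset), with no filter (0.0455), RLE (0.0495), the length offset (0.0456), limma-voom (0.0175), all 42 libraries (0.000631), the GC trend removed (0.0488) and without tumor 22, 25 or 26 (0.0499, 0.0411 and 0.0262) or, chosen after the values were seen, without tumors 25 and 26 (0.0166). Kcnma1 in HFD liver and HCC and Cidea on chow were too low to be tested by edgeR with its filter. Serpina12 on chow, not marked in the figure, was called here (−1.15, adjusted p = 0.0185). The other marked differences of that figure were called here in the same direction.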

Other observations

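These paragraphs describe gene groups not treated above, and the fits with a fragment-length term or without mice 30 and 33 were chosen after the data were seen. FoxO1 is a transcription factor that insulin signaling through AKT restrains. Among 14 genes listed as its targets or for gluconeogenesis, 5 were higher in HFD livers of PI3Kα HEP mice. Irs2, the insulin receptor substrate, was at 43.5 ± 22.1 against 12.8 ± 6.78 CPM (log2 fold change 1.77, SE 0.359, adjusted p = 0.00826 by edgeR, n = 7 per genotype), and Irs1 (0.49, SE 0.113, adjusted p = 0.0175) and the gluconeogenic Fbp1 (0.36, SE 0.0915, adjusted p = 0.0268) rose with it. With Lepr and 1 other gene they were those 5, with 0 lower (8 over the list alone; median 0.496, camera adjusted p = 3.8e-05; adjusted p = 0.0758 with an estimated correlation). Igf1r (0.94, SE 0.188, adjusted p = 0.00748) and Akt1 (0.32, SE 0.0728, adjusted p = 0.0163) were among 5 higher of 23 PI3K pathway genes, with 1 lower (7 and 3 over the list alone; median 0.145). The 18 genes of glutathione and NRF2 detoxification had a median of −0.529, with camera adjusted p = 3.34e-09 (adjusted p = 0.122 with an estimated correlation). Of them 10 were lower and 0 higher (15 lower and 1 higher over the list alone). Among them Ugdh fell from 142 ± 16.7 to 88.2 ± 9.31 CPM (−0.69, SE 0.0873, adjusted p = 0.000321), Nqo1 from 12.9 ± 3.49 to 6.7 ± 1 (−0.94, SE 0.164, adjusted p = 0.00325), Srxn1 (−0.62, SE 0.119, adjusted p = 0.00617) and Gsr (−0.32, SE 0.0655, adjusted p = 0.00841). Of 9 cholangiocyte markers 3 were lower (5 over the list alone; median −0.874): Pkhd1 (−0.87, SE 0.102, adjusted p = 0.000165), Cftr (−2.21, SE 0.523, adjusted p = 0.0184) and Spp1. Of 9 female-biased genes 4 were lower (6 over the list alone; median −1.81), among them A1bg (−4.29, SE 1.01, adjusted p = 0.018), Hao2 (−1.81, SE 0.429, adjusted p = 0.0184) and Cyp3a41a (−3.63, SE 0.889, adjusted p = 0.0219). With the fragment-length term, carried by mouse 15 alone, only Lepr of these genes kept its call, while Ugdh (−0.85, adjusted p = 0.0859) and Irs2 (1.50, adjusted p = 0.34) lost theirs at folds of similar size and Hao2 at a smaller one (−0.91, adjusted p = 0.678), and Fbp1 lost its call without PI3Kα F/F mouse 3 (adjusted p = 0.0571) or 4 (0.0563).

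In chow livers of PI3Kα HEP mice, 3 of 31 cell cycle genes were lower than in livers labelled PI3Kα F/F. They were Kif20a (−0.84, SE 0.227, adjusted p = 0.0346 by edgeR), Cenpf (−1.19, SE 0.352, adjusted p = 0.0486) and Plk1 (−0.98, SE 0.29, adjusted p = 0.0492), with 0 higher (10 over the list alone; median −0.491, camera adjusted p = 2.5e-06; adjusted p = 0.483 with an estimated correlation). Mki67 was at −0.70 (SE 0.22, adjusted p = 0.0582) and Ccnd1 at −0.06 (SE 0.243, adjusted p = 0.9). Of 18 circadian genes 4 were lower and 1 higher (7 and 1 over the list alone; median −0.532): Per2 (−1.11, SE 0.268, adjusted p = 0.0226), Per3 (−1.92, SE 0.481, adjusted p = 0.0259), Hlf (−0.51, SE 0.133, adjusted p = 0.0296) and Bhlhe41 (−1.36, SE 0.387, adjusted p = 0.0428), against Nfil3 (0.95, SE 0.281, adjusted p = 0.0485). Insr (−0.35, SE 0.103, adjusted p = 0.048) and Pdpk1 (−0.27, SE 0.0774, adjusted p = 0.0429) were lower with Pik3r1, 3 of 23 PI3K pathway genes (7 over the list alone). Cd3g (1.11, SE 0.236, adjusted p = 0.0143) was the 1 of 12 T and NK cell markers called (7 over the list alone; median 0.794). Gprc5b (−1.68, SE 0.352, adjusted p = 0.0141) and Crybg2 (−1.52, SE 0.367, adjusted p = 0.0219) were lower as well. These calls depend on single mice: in 14 fits without 1 library Kif20a lost its call in 7, Cenpf and Plk1 in 11, Per3 in 3, Hlf in 7, Bhlhe41 and Nfil3 in 10, Insr in 10 and Pdpk1 in 11 (adjusted p up to 0.113). Per2 lost it without PI3Kα HEP mouse 40 (0.0543), Crybg2 without mouse 32 (0.0508) or 40 (0.0506), and Mki67 passed without mouse 33 (0.0292). Of all 1100 genes called in chow liver, 706 were also called without mice 30 and 33, and 73 with the length trend removed.

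Between HCC and liver on the HFD, Ccnd1 was higher by 1.90 in PI3Kα F/F mice (SE 0.241, adjusted p = 1.43e-05 by edgeR) and 0.92 in PI3Kα HEP mice (SE 0.241, adjusted p = 0.0124), and Mki67 by 2.17 (SE 0.168, adjusted p = 3.74e-07) and 2.00 (SE 0.393, adjusted p = 0.00281). Neither had a called interaction with genotype (−1.00, adjusted p = 0.332, and −0.20, adjusted p = 0.906), but that test recovered only 46.3% of simulated 2-fold changes. Pik3ca was at 0.17 (SE 0.0643, adjusted p = 0.0373) in PI3Kα F/F mice and −0.03 (adjusted p = 0.875) in PI3Kα HEP mice, with an interaction of −0.22 (SE 0.118, adjusted p = 0.512). Other isoforms were not called: Pik3cb −0.14 (0.332) and −0.12 (0.336), Pik3cd −0.12 (0.547) and −0.12 (0.824), and Pik3cg 0.45 (0.0906) and 0.11 (0.843). Between HFD and chow livers Pik3cd was higher by 0.74 (SE 0.168, adjusted p = 0.00552) and 1.16 (SE 0.256, adjusted p = 0.00304), and Pik3cg by 0.62 (SE 0.184, adjusted p = 0.0216) and 0.99 (SE 0.318, adjusted p = 0.0244). In PI3Kα HEP mice Pik3ca (0.29, SE 0.0956, adjusted p = 0.0293), Pik3cb (0.25, SE 0.0895, adjusted p = 0.0385) and Mki67 (1.67, SE 0.348, adjusted p = 0.00216) were higher too, while in PI3Kα F/F mice these were at 0.07 (0.545), −0.09 (0.581) and 0.33 (0.277). Ccnd1 was not called between diets (−0.48, adjusted p = 0.0978 in PI3Kα F/F mice). Fragment length separates chow from HFD libraries in PI3Kα F/F mice and HCC from liver in neither genotype but for mouse 15.

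Mki67 and Ccnd1 had no called difference between genotypes in HFD liver (0.64, SE 0.341, adjusted p = 0.252, and 0.43, SE 0.171, adjusted p = 0.123). In the tissue interaction Pik3cb (−0.01, adjusted p = 0.988), Pik3cd (−0.02, adjusted p = 0.991) and Pik3cg (−0.36, adjusted p = 0.791) were not called. Of 13 pericentral genes in HCC, 0 were called by edgeR, with 6 higher at unadjusted p under 0.05 and a median of 1.81.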
